# TEAD transcription factors are required for normal primary myoblast differentiation *in vitro* and muscle regeneration *in vivo*

**DOI:** 10.1371/journal.pgen.1006600

**Published:** 2017-02-08

**Authors:** Shilpy Joshi, Guillaume Davidson, Stéphanie Le Gras, Shuichi Watanabe, Thomas Braun, Gabrielle Mengus, Irwin Davidson

## Abstract

The TEAD family of transcription factors (TEAD1-4) bind the MCAT element in the regulatory elements of both growth promoting and myogenic differentiation genes. Defining TEAD transcription factor function in myogenesis has proved elusive due to overlapping expression of family members and their functional redundancy. We show that silencing of either *Tead1*, *Tead2* or *Tead4* did not effect primary myoblast (PM) differentiation, but that their simultaneous knockdown strongly impaired differentiation. In contrast, *Tead1* or *Tead4* silencing impaired C2C12 differentiation showing their different contributions in PMs and C2C12 cells. Chromatin immunoprecipitation identified enhancers associated with myogenic genes bound by combinations of Tead4, Myod1 or Myog. Tead4 regulated distinct gene sets in C2C12 cells and PMs involving both activation of the myogenic program and repression of growth and signaling pathways. ChIP-seq from mature mouse muscle fibres *in vivo* identified a set of highly transcribed muscle cell-identity genes and sites bound by Tead1 and Tead4. Although inactivation of Tead4 in mature muscle fibres caused no obvious phenotype under normal conditions, notexin-induced muscle regeneration was delayed in Tead4 mutants suggesting an important role in myogenic differentiation *in vivo*. By combining knockdown in cell models *in vitro* with Tead4 inactivation in muscle *in vivo*, we provide the first comprehensive description of the specific and redundant roles of Tead factors in myogenic differentiation.

## Author summary

Aspects of muscle differentiation can be reproduced using the C2C12 cell line or primary myoblasts both of which can be differentiated to form myotubes *in vitro*. While the functions of recognised myogenic proteins such as Myogenin, Myod1 and MEF-family transcription factors in this process have been extensively studied, the role of the Tead factors has received only limited attention. Tead factors have well defined roles as mediators of Hippo signalling in promoting cell growth and oncogenic transformation, but are also involved in myogenic differentiation involving cell cycle arrest and activation of the myogenic gene expression program. Using integrative genomics and knockdowns in cell based models, we show that Tead factors are essential for differentiation of C2C12 cells and primary myoblasts, but make different contributions activating a distinct set of myogenesis genes in each cell type. We also developped effective chromatin immunoprecipitation from mature mouse muscle fibres allowing identification of highly transcribed muscle identify genes and identification of Tead1 and Tead4 occupied sites. Somatic inactivation *in vivo* revealed an important role for Tead4 in muscle fibre regeneration. The integration of genomics and loss of function in cell models *in vitro* and muscle *in vivo* provide the first comprehensive description Tead factors in myogenic differentiation.

## Introduction

The TEAD(1–4) transcription factors [1, 2] bind to a consensus MCAT (5’-CATTCCA/T-3’) element, originally identified as the SV40 enhancer GT-II motif [3] [4–6], through the evolutionarily conserved TEA/ATTS DNA binding domain [7, 8]. Mammalian TEADs are widely expressed with prominent Tead1 and Tead4 expression in skeletal muscle, lung, heart and nervous system. Tead factors act as mediators of the Hippo signalling pathway interacting with the Yap and Wwtr1 (Taz) transcriptional co-activators to regulate proliferation, oncogenesis, stem cell maintenance and differentiation and control of organ size [9–14].

Teads also play an important role in skeletal, cardiac, and smooth muscle differentiation and physiology [15–18]. Tead4 is expressed in developing skeletal muscle in mouse embryos [2] and at later stages both Tead1 and Tead4 are co-expressed and co-localise to somites [19]. Blais et al. showed that Myod1 and Myog directly bind the *Tead4* promoter and activate its expression during C2C12 cell differentiation *in vitro* [20]. Subsequently, we showed that stable shRNA-mediated Tead4 knockdown led to formation of shortened C2C12 myotubes [21]. ChIP-chip experiments in C2C12 cells overexpressing Flag-HA-Tead4 revealed that Tead4 occupied 867 promoters including *Myog*, and *Cav3*. RNA-seq identified a set of genes down-regulated upon Tead4 knockdown amongst which are muscle structural and regulatory proteins. While our data described a role for Tead4 in activating muscle genes during differentiation, we also suggested that Tead4 may repress *Ctgf* and *Ccnd1* expression contributing to cell cycle exit. However, we did not specifically address the role of other Teads in these cells.

Here, we show by siRNA silencing that Tead factors are essential for primary myoblast (PM) differentiation, but that Tead1, Tead2 or Tead4 play partially redundant roles. In contrast to C2C12 cells, silencing of Tead1 or Tead4 both impaired differentiation indicating a differential requirement for these factors in PMs and C2C12 cells. ChIP-seq of Tead1 and Tead4 identified their binding sites C2C12 cells and in mature muscle fibres. RNA-seq identified distinct but overlapping sets of genes deregulated by Tead silencing in C2C12 cells and PMs. Furthermore, somatic inactivation in muscle *in vivo* revealed an important role for Tead4 in muscle regneration. We therefore provide the first comprehensive study of the specific and redundant regulatory roles of Tead factors in myogenic differentiation.

## Results

### Tead factors are essential for primary myoblast differentiation

We previously showed that Tead4 plays an essential role in C2C12 cell differentiation [21]. To extend the study of Tead4 function, we isolated primary myoblasts from 3–4 week-old C57BL/6 mice and differentiated them *in vitro* for 6 days. Quantitative RT-PCR analysis showed that *Tead4* mRNA expression was strongly induced at days 3 and 6 during differentiation (Fig 1A). Similarly, expression of *Tead1* was also strongly induced, whereas *Tead2* expression did not show strong variation and *Tead3* was not significantly expressed in myoblasts. Immunoblots confirmed that Tead4 protein was strongly induced upon differentiation, whereas Tead1 protein was present in undifferentiated and differentiated cells (S1A Fig).

**Fig 1:**
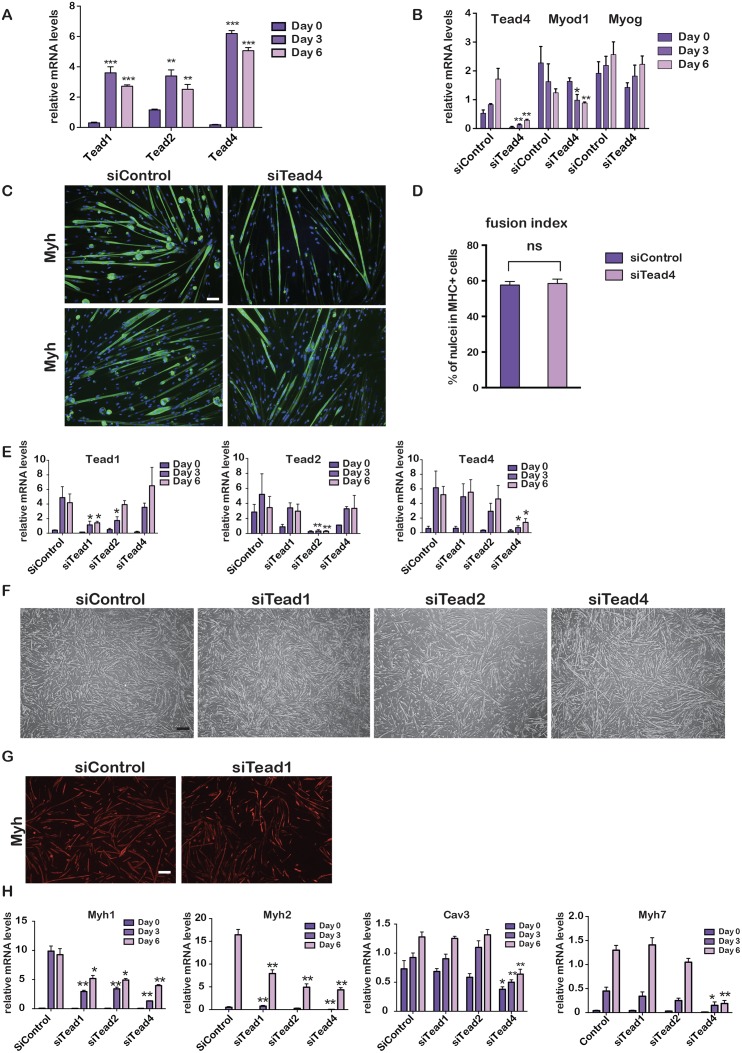
Tead factors in PMs. **A-B**. Gene expression was quantified by RT-qPCR in differentiating PMs after transfection with the indicated siRNAs. **C.** Fluorescence microscopy images after 6 days of differentiation of PMs transfected with the indicated siRNAs. Green channel shows staining with Myh antibody, and blue Dapi-stained nuclei. 10X magnification. Scale bar 100 μm. **D.** Fusion index of siControl and *siTead4* cells. **E.** Quantification of gene expression during PM differentiation after transfection with the indicated siRNAs. **F.** Bright field microscopy images after 6 days of differentiation of cells transfected with the indicated siRNAs. Scale bar 200 μm **G**. Fluorescence microscopy images of Myh-staining after 6 days of differentiation following transfection of the indicated siRNAs. Scale bar 200 μm. **H** Quantification of gene expression after transfection with the indicated siRNAs. In panels A, B, E and H data was analysed by multiple t-tests. p-value *** <0,0001 p-value ** <0,001, p-value * <0,01. In panel A, p-value is with respect to day 0 for each Tead, and in the other panels p-value is with respect to the equivalent values of the siControl. N = 3 in panels.

To address the function of Tead4, control and *Tead4* siRNAs were transfected 24 hours before the initiation of differentiation. Compared to control siRNA, si*Tead4* led to a potent reduction in *Tead4* expression, but did not affect *Myog* and *Myod1* levels (Fig 1B). Staining of the transfected cells for myosin heavy chain (hereafter Myh) expression showed that *Tead4* silencing did not impair myoblast differentiation as the *Tead4*-silenced cells formed long multinucleate myotubes (Fig 1C and 1D).

As *Tead1* was also present in differentiating PMs, we investigated potential redundancy amongst the Teads. We used siRNAs to silence *Tead1*, *Tead2* or *Tead4* and examined how this affected the expression of the other family members. *Tead1* expression was strongly down-regulated by si*Tead1*, less so by si*Tead2*, but not by si*Tead4* (Fig 1E and S1A Fig). Similarly, expression *of Tead4* mRNA was not affected by silencing of *Tead1* or *Tead2*, but Tead4 protein levels were increased in undifferentiated cells when *Tead1* was silenced. Expression of *Tead2* was reduced in the undifferentiated state upon silencing of either *Tead1* or *Tead2*, but its expression during differentiation was minimally affected. Thus, expression of each of the Teads was rather independent of the others.

As seen above, si*Tead4* silencing had little effect on differentiation (Fig 1F). Similarly, *Tead1* or *Tead2* silencing had little effect on differentiation (Fig 1F and 1G). Examination of gene expression showed nevertheless that *Myh1* and *Myh2* were reduced by each knockdown (Fig 1H). In contrast, expression of *Cav3*, a well-defined Tead4 target gene in C2C12 cells, and *Myh7* was strongly and selectively diminished in si*Tead4* cells indicating a specific requirement for Tead4 at these genes that cannot be compensated by expression of the other Teads.

We performed combinatorial silencing of *Tead1* and *Tead4* or of all three expressed Teads. The expression of the corresponding *Tead* mRNAs was reduced in all cases (Fig 2A). In contrast to individual *Tead1* and *Tead4* knockdowns, their combinatorial knockdown had a potent effect on differentiation, with many cells expressing Myh, but no fusion and the prevalence of shorter myotubes (Fig 2B and 2C). Moreover, a larger number of cells failed to initiate Myh expression. Similar observations were made using the *Tead1*, *Tead2* and *Tead4* siRNA combination (Fig 2B). Strongly reduced *Myh1*, *Myh2*, *Myh7* and *Tnni1* expression was seen in the si*Tead1*/*Tead2*/*Tead4* cells (Fig 2D). Together, these observations showed that Teads play essential, but partially redundant functions in differentiating PMs.

**Fig 2:**
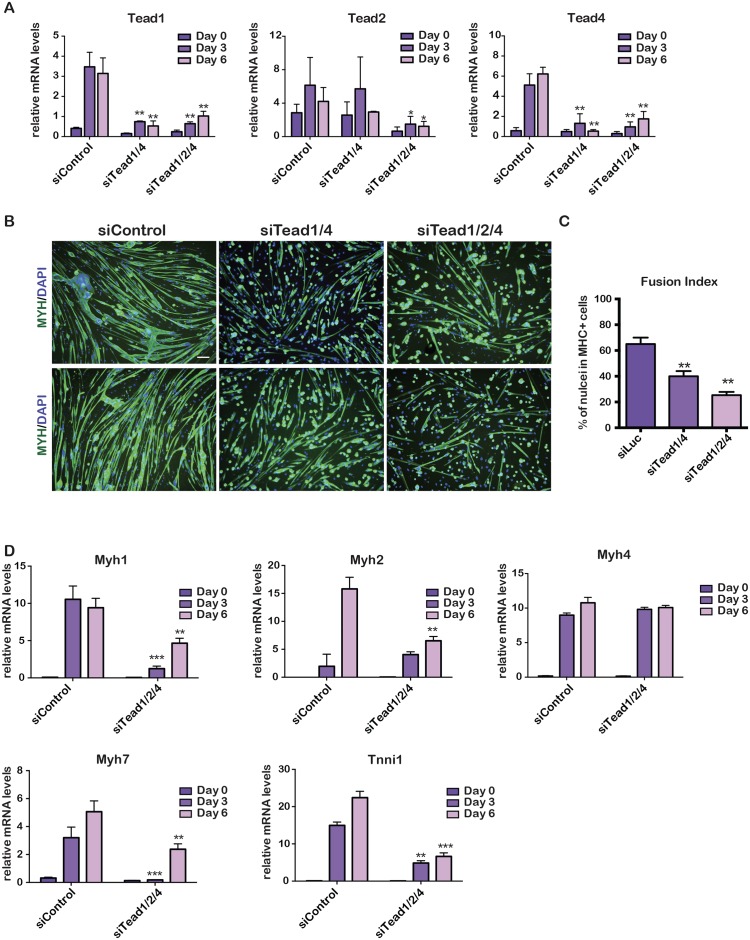
Redundant functions of Tead factors in PMs. **A**. Gene expression was quantified by RT-qPCR during PM differentiation after transfection with the indicated siRNAs. **B.** Fluorescence microscopy images after 6 days of differentiation of PMs transfected with the indicated siRNAs. Green channel shows staining with Myh antibody, and blue Dapi-stained nuclei. Scale bar 100 μm. **C.** Fusion index of siControl and siTead-transfected cells. **D.** Quantification of gene expression after transfection with the indicated siRNAs. In panels data was analysed by multiple t-tests. P-values as above. Fusion index was generated from counting around 500 nuclei in each condition from 3 biological replicates.

### Specific and redundant roles of Tead family factors in C2C12 cell differentiation

The redundant roles for Tead factors in differentiating PMs contrast with the critical role for Tead4 in C2C12 cells. To investigate this more closely, we performed single and combinatorial siRNA Tead knockdowns in C2C12 cells.

As reported [21], *Tead4* was strongly induced during C2C12 cell differentiation (Fig 3A) and its induction was not diminished by *Tead*1 silencing, but was somewhat reduced by *Tead2* silencing. *Tead2* was also induced albeit less strongly than *Tead1* or *Tead4*, but its activation was strongly diminished by *Tead1* or *Tead4* silencing. *Tead1* mRNA was induced during differentiation, but this was strongly reduced by si*Tead4*. In all situations, transfection with siRNAs against individual Teads or combinations of Teads had the potent and expected effects on their own expression.

**Fig 3:**
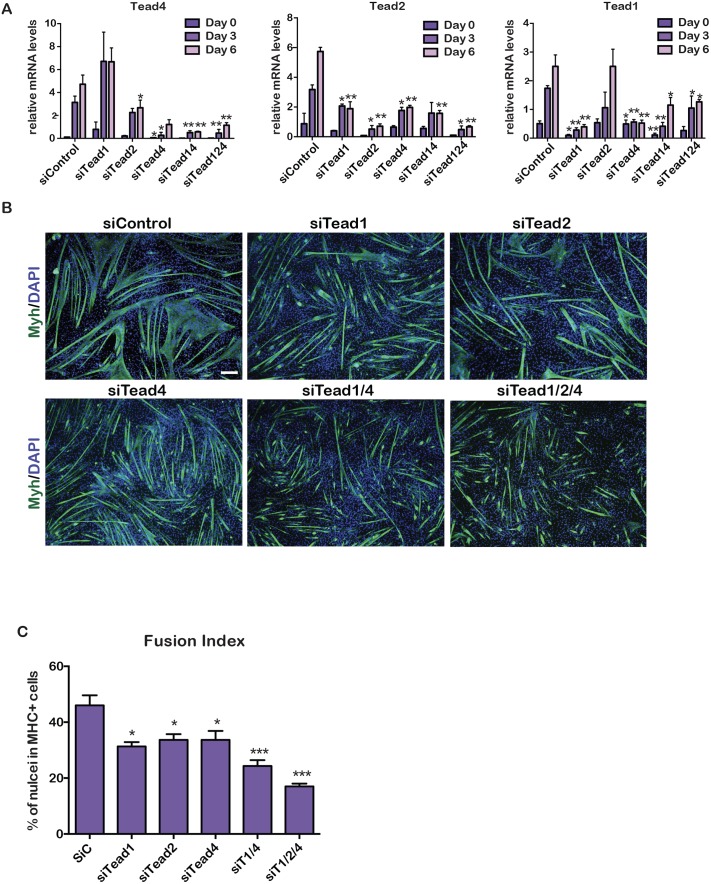
Tead factor function in C2C12 cells. **A**. Gene expression was quantified by RT-qPCR during C2C12 cell differentiation after transfection with the indicated siRNAs. **B.** Fluorescence microscopy images after 6 days of C2C12 cell differentiation following transfection of the indicated siRNAs. Green channel shows staining with Myh antibody. Scale bar 100 μm. **C.** Fusion index of siControl and following si*Tead* silencing. P-values as above. Fusion index was generated from counting around 1000 nuclei in each condition from 3 biological replicates.

*Tead1* or *Tead4* silencing led to reduced myoblast fusion with the absence of longer and thicker fibres in favour of shorter less developed fibres (Fig 3B and 3C). A similar, but less pronounced, effect was seen upon *Tead2* silencing. Combinatorial *Tead1*/*Tead4* silencing led to more dramatic effects with fewer and shorter fibres, while upon silencing of all three Teads few elongated myotubes were observed (Fig 3B and 3C). These results revealed that normal expression of each Tead was essential for full differentiation and generation of long and thick fibres, and that Tead1 and Tead4 both strongly contributed to differentiation.

Western blot analyses showed increased Tead4 protein levels in differentiated cell extracts (S1B Fig). Tead1 on the other hand was decreased at day 6 in agreement with previous observations [22]. While Tead4 was increased in si*Tead1* cells, Tead1 was reduced in si*Tead4* cells. This highlights a difference with PMs where *Tead1* was strongly induced even in the absence of *Tead4* (S1A Fig), whereas in C2C12 cells *Tead4* is required for maximal *Tead1* expression.

Immunostaining showed Tead1 nuclear localisation in non-differentiated C2C12 cells, whereas Tead4 was present in both the nucleus and cytoplasm (S1C Fig). At day 6, Tead1 remained nuclear in cells that did not undergo differentiation, but was absent from differentiated myotube nuclei. In contrast, Tead4 expression was not detected in cells that did not undergo differentiation, but showed strong nuclear staining in myotubes. Strikingly, a comparison with PMs showed that Tead1 was strongly expressed in the nuclei of both myoblasts and myotubes, while Tead4 was both cytoplasmic and nuclear in myoblasts, but nuclear in myotubes (S1D Fig). This observation could account for the differential requirement for Tead1 and Tead4 in PMs and C2C12 cells. In PMs, both proteins were nuclear in myotubes and can thus partially compensate for each other, whereas in C2C12 myotubes, Tead1 was down-regulated by siTead4 and absent from the nucleus and thus unable to compensate for loss of Tead4.

### Selective Tead1 and Tead4 genomic occupancy

To understand how Tead1 and Tead4 regulate gene expression in C2C12 cells, we used ChIP-seq to profile their genomic occupancy. Chromatin was prepared before differentiation and after 6 days of differentiation and ChIP was performed with antibodies selective for either Tead4 or Tead1.

In undifferentiated cells, Tead4 occupied 2940 sites located mainly distant from the transcription start sites (TSS) (Fig 4A and S1 Dataset). In differentiated cells, more than 8100 sites were occupied, the majority of which were again located distant from the TSS (Fig 4B and S1 Dataset). Occupied sites in both undifferentiated and differentiated cells showed strong enrichment of the MCAT motif (Fig 4C and 4D). Other motifs co-occurred with the MCAT motif at higher than expected frequency. In undifferentiated cells, enrichment in motifs for the AP1 (Fos and Jun) family was observed along with Runx1 that cooperates with AP1 and Myod1 to drive myoblast proliferation during muscle regeneration [23] (Fig 4C). In differentiated cells, AP1 and Runx motifs were enriched, but additional motifs became prominent such as Ctcf, and Tcf3 and the E-Box (Fig 4D).

**Fig 4:**
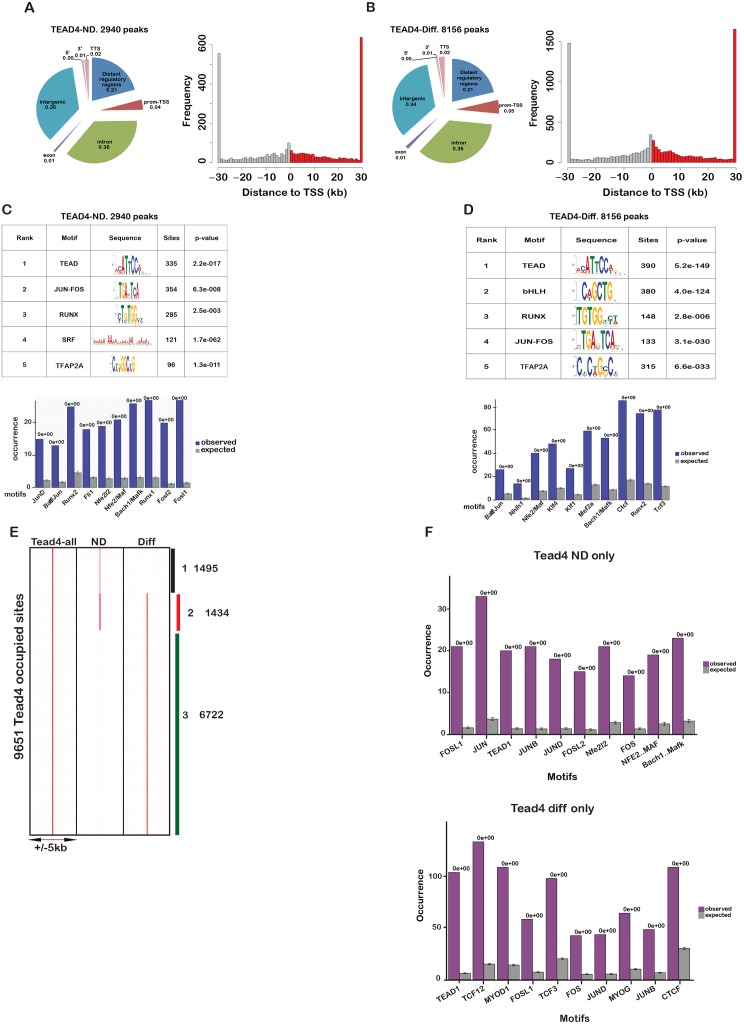
Tead4 genomic occupancy in C2C12 cells. **A-B.** Localisation of Tead4 occupied sites in non-differentiated and differentiated C2C12 cells relative to genomic annotations (left panels) and the TSS (right panels). **C-D.** Results of MEME analysis on the top 600 Tead4 occupied sites in non-differentiated and differentiated C2C12 cells. Lower panels indicate the frequency of occurrence of DNA binding motifs for the indicated transcription factors at Tead4 occupied sites in undifferentiated and differentiated C2C12 cells comparing the expected values with the observed values. **E.** Read density cluster map using a non-redundant list of all Tead4-occupied sites to compare occupancy in non-differentiated and differentiated cells. **F.** Analysis of enriched transcription factor binding motifs at Tead4 sites in differentiated and non-differentiated cells.

Comparison of sites in undifferentiated and differentiated cells indicated that occupancy of 1495 sites was lost during differentiation, whereas more than 6700 sites were gained and 1434 sites were occupied under both conditions (Fig 4E). For example, Tead4 constitutively occupied sites upstream of the *Ctgf* and *Ccnd1* genes, whereas occupancy of sites at the *Acta1* locus is seen only during differentiation (S2A Fig). Sites specifically occupied in undifferentiated and differentiated cells showed enrichment in AP1 motifs in the undifferentiated state, but enrichment of Myod1, Myog, Tcf3 and Tcf12 that cooperates with Myod1 to promote myogenic differentiation [24] in differentiated cells (Fig 4F).

To assess co-localisation between Tead4 and transcription factors whose motifs were enriched at its binding sites, we compared the Tead4 profiles with those of Jun and Srf in C2C12 cells and Runx1 in primary myoblasts [25] [26]. Around 35% of sites bound by Tead4 in undifferentiated and differentiated cells overlapped with those bound by Jun (S2B Fig). In contrast, there was little overlap with the sites preferentially bound in the differentiated state, where the frequency of co-occurring AP1 motifs was also reduced. Similarly, a strong binding overlap between Tead4, Runx1 and Srf was seen involving sites occupied in undifferentiated and differentiated cells.

A similar analysis of Tead1 identified 1400 bound sites in undifferentiated cells, enriched in MCAT, AP1 and Runx motifs (S3A and S3B Fig). Nevertheless, in agreement with its absence from the differentiated cell nucleus, Tead1 occupancy was strongly reduced in the differentiated state with only 274 detected sites (S3C Fig). Even at sites occupied in both conditions, Tead1 occupancy was reduced in the differentiated state (S3D Fig). Thus, transition to the differentiated state involved a switch from Tead1 and Tead4 occupancy to predominantly Tead4 occupancy.

In the undifferentiated state, Tead1 and Tead4 co-occupy more than 900 sites (S3E Fig). A set of sites showed preferential occupancy by Tead1, but only few sites showed exclusive Tead1 occupancy. Thus despite the fact that these two proteins bind identical sequences and that Tead1 occupancy was globally lower than Tead4, a set of sites was preferentially occupied by Tead1.

As Tead4 regulated *Tead1* expression during differentiation, we examined Tead4 occupancy at the *Tead1* locus. Two constitutive Tead1/Tead4 occupied sites were observed, one upstream of the promoter of the longest isoform and a second upstream of an alternative promoter for a shorter isoform (S4A Fig). During differentiation Tead1 occupancy diminished, but Tead4 occupancy was maintained suggesting that Tead4 directly regulates *Tead1*. Integration of Tead1/4 ChIP-seq data with public data on histone modifications in undifferentiated and differentiated C2C12 cells revealed the presence of H3K27ac, a mark of active promoters and enhancers, at the *Tead1* promoter in undifferentiated cells overlapping with the Tead1/4 occupied sites. Interestingly, upon differentiation, H3K27ac increased at the Tead1/4 occupied sites and new regions marked by H3K27ac appeared upstream of and overlapping with the alternative promoter. Moreover, integration with public ChIP-seq data indicated Myod1 and Myog [27] binding at the H3K27ac-enriched regions. These observations suggest that Tead4 cooperates with Myog and Myod1 to activate *Tead1* expression during differentiation via constitutive and inducible enhancer elements, in agreement with *Tead1* down-regulation in si*Tead4* knockdown C2C12 cells (Fig 3A).

At the *Tead4* locus, Tead4 occupied a H3K27ac-marked site immediately upstream of its own promoter whose occupancy increased upon differentiation (S4B Fig). In contrast, almost no Tead1 occupancy was seen. Upon differentiation, regions in the *Tead4* gene body acquired H3K27ac, several which coincided with binding of Myod1 and Myog. This suggests that Tead4 positively regulates its own expression together with these factors that bind to differentiation-induced enhancer elements downstream of the Tead4 TSS.

The above data show that at the *Tead1* and *Tead4* loci, enhancers binding Myog became activated during differentiation perhaps driving their expression. We tested this by performing si*Myog* silencing in C2C12 cells and in PMs. In both cell types, si*Myog* strongly inhibited differentiation (S5A Fig). In C2C12 cells, *Tead4* expression was reduced upon *Myog* silencing, while that of Tead1 was unaffected, and *Ccnd1* expression was increased (S5B Fig). Expression of *Mef2c* bound by both Myog and Tead4 (S5C Fig) was also strongly repressed. Hence, Myog is required for Tead4, but not Tead1, expression and differentiation.

In a global analysis, we clustered Tead4-occupied sites in undifferentiated and differentiated cells with H3K4me3 a mark of active promoters, H3K4me1, a mark of active and poised enhancers as well as H3K27ac. As few Tead4 sites localised at the TSS, only a limited overlap (280 of 2940) with H3K4me3 was observed (Fig 5A and 5B). In contrast, 1698 Tead4 sites in undifferentiated cells showed strong association with H3K4me1 and/or H3K27ac defining a set of sites at active and poised enhancer elements. A similar situation was seen in differentiated cells where almost half were marked by H3K4me1 and H3K27ac and up to 1500 sites associated with H3K4me3 (Fig 5A and 5B). Tead4 therefore occupied a set of functional regulatory elements in both undifferentiated and differentiated cells. A similar situation was seen for Tead1 in undifferentiated cells (S6A and S6B Fig). Due to their low number, we did not analyse Tead1 sites in differentiated cells.

**Fig 5:**
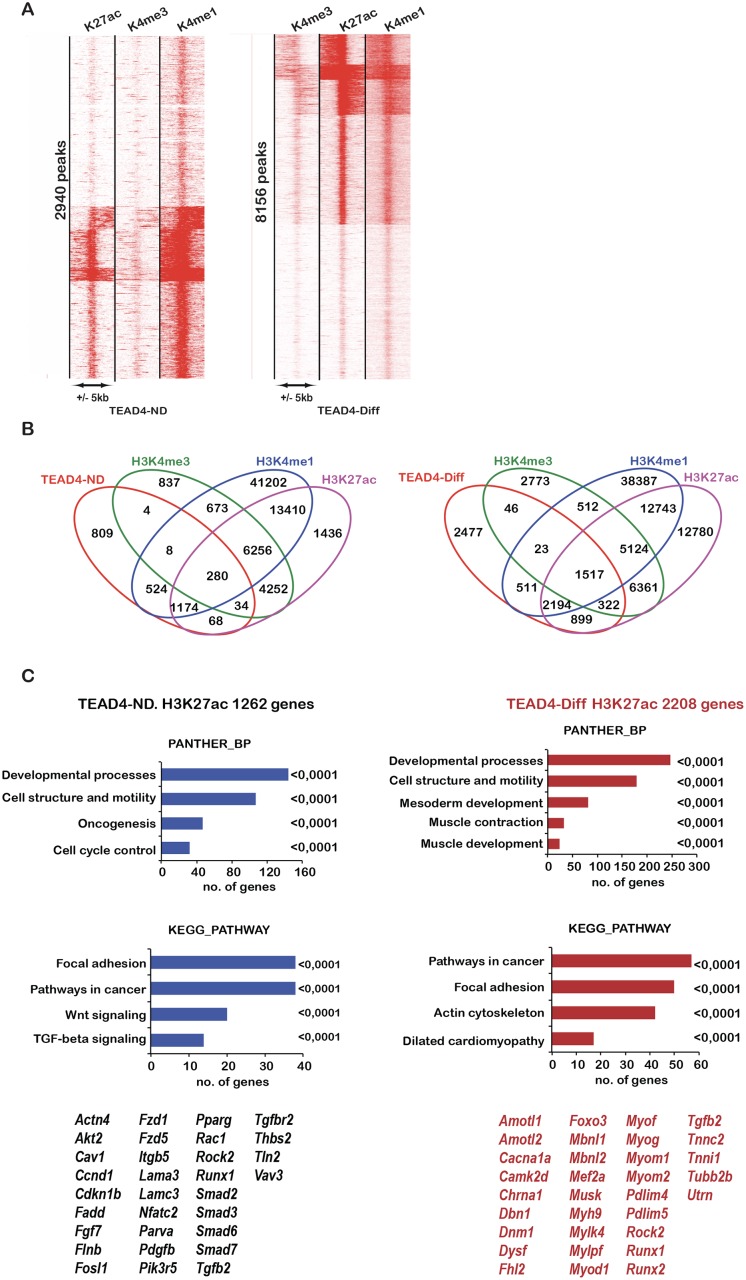
Integration of Tead4 genomic occupancy with chromatin modifications during C2C12 cell differentiation. **A.** Read density cluster map showing chromatin modifications at Tead4-occupied sites in non-differentiated and differentiated cells. **B.** Venn diagrams illustrating the overlap of chromatin modifications with Tead4 genomic occupancy. **C.** Identification and ontology analysis of genes associated with Tead4 sites at active H3K27ac marked regulatory elements.

To define the regulatory potential of Tead4, we identified the genes closest to the Tead4-occupied sites associated with active chromatin marks. In undifferentiated cells, 1262 genes enriched in the ontology terms cell structure and motility, developmental processes, oncogenesis and cell cycle control were annotated (Fig 5C). Interestingly, KEGG pathway analysis revealed that Tead4 (and Tead1, S6C Fig) occupied sites associated with critical components of the Tgfβ (*Smad2*, 3 6 and 7 as well as *Tgfb2*) and Wnt-signalling (*Fzd1*, *Fzd5*, *Tcf7l2*) pathways (Fig 5C). In addition, several genes of the Hippo pathway such as *Amotl1*, *Amotl2* and *Lats2* were also associated with Tead1/4 occupied sites. In differentiated cells, more than 2000 genes enriched in terms associated with developmental processes, muscle differentiation and contraction were annotated including the important regulatory genes *Myod1*, *Myog* and *Mef2a* as well as numerous structural genes of the muscle fibre. At many sites, Tead4 binding and H3K27ac was either enriched or acquired *de novo* at these genes during differentiation (S6D Fig).

We analysed global co-localisation of Tead4 with Myod1- and Myog-occupied sites. In differentiated cells, more than 2000 Tead4 sites were co-occupied by all three factors (S7A Fig and S2 Dataset). As Tead1 occupied sites essentially only in non-differentiated cells, a comparison with Myod1 and Myog-occupied sites in differentiated cells revealed only a limited overlap of around 50 sites (S7B Fig). The Tead4-Myod1-Myog-occupied sites showed enrichment not only in the recognition motifs for these factors, but also for Tcf3, Tcf12, Runx, and Klf5, whereas the AP1 family sites were less represented than in the overall Tead4 profile (S7C Fig). We compared Tead1/4 occupancy with that of Mef2a, another myogenic factor for which a public data set is available in undifferentiated C2C12 cells [28] and identified a set of sites co-occupied with Tead1 and Tead4 (S7E and S7F Fig).

This analysis identified Tead4 sites closely associated with Myod1/Myog. Nevertheless, as shown above at the *Tead4* and *Mef2c* loci, Tead4 may cooperate with Myod1/Myog to activate these genes despite more distant localization of the binding sites. We therefore defined genes associated with Tead4-occupied sites and compared them with genes associated with Myog/Myod1 sites to identify those potentially regulated by these factors despite binding more distantly spaced promoter and/or enhancer elements. A large majority of Tead4 associated genes was associated with Myog/Myod1 whose potential target genes also showed a strong overlap (S7D Fig)

### Tead1/4-regulated gene expression in differentiating C2C12 cells

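Messenger RNA was sequenced from C2C12 cells, an established line of mouse myoblasts, and from PMs isolated from mice. Cells were transfected with a control siRNA (siControl) or with siRNAs against Tead1 and Tead4 together (siTead1/4) and were collected at day 0, day 3 and day 6. Each of the 12 combinations of cell type, siRNA and day had 2 biological replicates, giving 24 libraries. The libraries were made from polyadenylated RNA with a kit that does not keep the strand, so overlapping genes on opposite strands can share reads. The authors mapped the reads to the mm9 (NCBIM37) build of the mouse genome with Tophat, in a version the paper's text does not name. They deposited the raw read count of each of 28109 genes together with the same counts divided by the DESeq2 size factor of each library. Only the raw counts were used for the tests described here.
The total count on genes ranged from 30356060 to 52784510 (median 46369373.5) in the 6 siControl libraries of C2C12 cells and from 25453830 to 44684295 (median 36955538.5) in their 6 siTead1/4 libraries. In PMs it ranged from 32571583 to 44748721 (median 37538985) in the 6 siControl libraries and from 35069611 to 51110723 (median 40324357) in the 6 siTead1/4 libraries. Pearson's r between the log2 CPM (counts scaled to library size by edgeR) of the replicates of a group lay between 0.976 and 0.993. The SD of the log2 difference between replicates was 0.736, 0.731 and 0.621 in siTead1/4 C2C12 cells at days 0, 3 and 6, and lay between 0.401 and 0.555 in the other groups. Every pair of replicates differed by far more than sampling noise, with a chi-square statistic per gene between 18.0 and 314. Preparations from one culture could exceed sampling noise too, so this does not show that the cultures were separate. Each library was counted as a separate replicate, as it is labelled.
Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with the 12 libraries of a cell type in one fit that gives each of its 6 groups a mean. The fit covered the 15303 genes in C2C12 cells and the 16144 genes in PMs that passed edgeR's filter on low counts. A gene was called up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. With 2 replicates per group, the spread is estimated over the 6 groups of a cell type together, and the biological coefficient of variation that edgeR estimated was 0.242 in C2C12 cells and 0.150 in PMs. The choices that could change the numbers most are the test, the filter on low counts and which libraries share the estimate of the spread.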

We used RNA-seq to investigate gene expression in differentiating PMs and C2C12 cells and how simultaneous Tead1 and Tead4 silencing affected these regulatory programs to impair differentiation. SiRNAs were transfected and RNA prepared after 24 hours (day 0) before cells were moved to differentiation media and RNAs prepared 3 and 6 days later (Fig 6A). 

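Tead1 (ENSMUSG00000055320, chromosome 7 of mm9 from 119822832 to 120050319, plus strand) and Tead4 (ENSMUSG00000030353, chromosome 6 from 128174306 to 128250841, minus strand), the targets of the siRNAs, had lower means in siTead1/4 cells than in siControl cells at each day in both cell types. In C2C12 cells at day 0, Tead4 fell from 21.0 ± 1.70 counts scaled to library size by edgeR (CPM) in siControl cells to 4.55 ± 0.00570 CPM in siTead1/4 cells (SD, n = 2 each). This is a log2 fold change of -2.21 (standard error 0.37, edgeR adjusted p = 0.036). At day 3 it was at 38.9 ± 17.4 CPM against 132 ± 26.8 CPM (SD, n = 2 each; log2 fold change -1.76, standard error 0.35, edgeR adjusted p = 0.043). The difference at day 6, 49.8 ± 12.9 CPM against 121 ± 45.4 CPM (SD, n = 2 each), was not past the threshold (log2 fold change -1.28, edgeR adjusted p = 0.32), and it was -0.84 without siControl replicate 2. Tead1 in C2C12 cells passed the threshold at no day. At day 0 it was at 17.4 ± 17.9 CPM against 96.6 ± 31.0 CPM (SD, n = 2 each), a log2 fold change of -2.46 (standard error 0.66, edgeR adjusted p = 0.17). The 2 siTead1/4 replicates had 1228 and 123 counts there, and the log2 fold change was -4.35 without siTead1/4 replicate 1. DESeq2 without shrinkage of fold changes, which gave -2.47, called it at that day. The log2 fold change of Tead1 was -1.09 at day 3 and -0.52 at day 6, and without siControl replicate 2 these values were -0.70 and -0.05.
In PMs, Tead4 fell from 61.8 ± 3.28 to 12.0 ± 1.48 CPM at day 0, from 188 ± 2.02 to 31.4 ± 2.96 CPM at day 3 and from 160 ± 7.61 to 47.8 ± 12.6 CPM at day 6 (SD, n = 2 each). The log2 fold changes were -2.36, -2.58 and -1.75 with edgeR adjusted p of 2.6e-04, 9.3e-05 and 0.0020. Tead1 fell from 162 ± 14.8 to 59.5 ± 13.9 CPM at day 0 and from 273 ± 8.33 to 84.9 ± 15.1 CPM at day 3 (SD, n = 2 each). These are log2 fold changes of -1.44 and -1.68 (edgeR adjusted p = 0.021 and 0.011). Its fall at day 6, from 218 ± 71.8 to 102 ± 47.3 CPM, did not pass the threshold (log2 fold change -1.10, edgeR adjusted p = 0.14), and was -1.67 without siTead1/4 replicate 1 and -0.69 without siTead1/4 replicate 2. With the replicate number as a block it was called (-1.12).
Of the summed Tead1 and Tead4 CPM of siControl cells, siTead1/4 C2C12 cells kept 36.6% and 6.62% in replicates 1 and 2 at day 0, 45.0% and 33.3% at day 3, and 67.8% and 47.3% at day 6. The siTead1/4 PMs kept 34.9% and 28.8% at day 0, 26.9% and 23.6% at day 3, and 41.1% and 37.6% at day 6. Among the other Tead genes, Tead3 rose in PMs from 33.1 ± 3.50 to 73.7 ± 22.1 CPM at day 3 (log2 fold change 1.16, edgeR adjusted p = 0.0070). It rose from 51.6 ± 11.4 to 104 ± 3.88 CPM at day 6 (SD, n = 2 each; log2 fold change 1.01, edgeR adjusted p = 0.039). Under DESeq2 with shrunken fold changes the change at day 6 was 0.99 and not called. Tead2 was called at no day in either cell type.

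**Figure D1:**
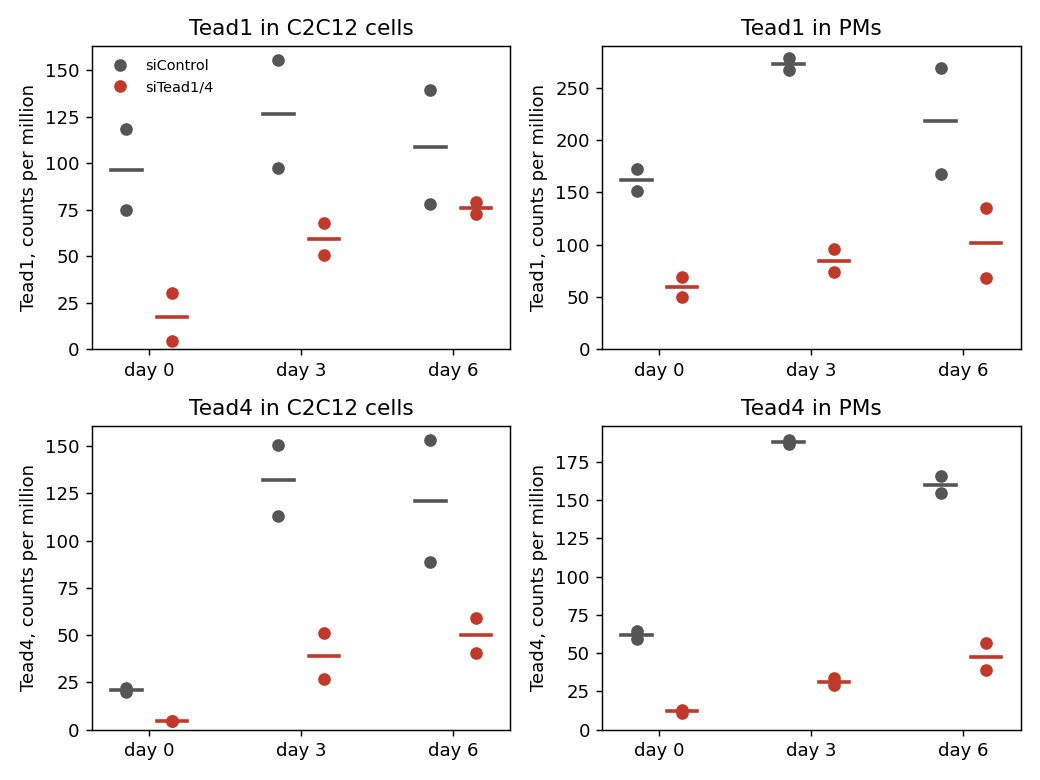
Tead1 and Tead4 expression (vertical axis, CPM) by day of differentiation (horizontal axis) in C2C12 cells and PMs. Each point is a library, short horizontal lines mark the means of 2 replicates, grey marks siControl and red siTead1/4. The red means lie below the grey means at every day, and Tead4 in PMs is the gene whose replicates lie closest together.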

Changes in expression in si*Tead1/4* compared to the siControl were quantified to identify genes showing a greater than Log2 fold change of 1 with adjusted p value <0,05.

**Fig 6:**
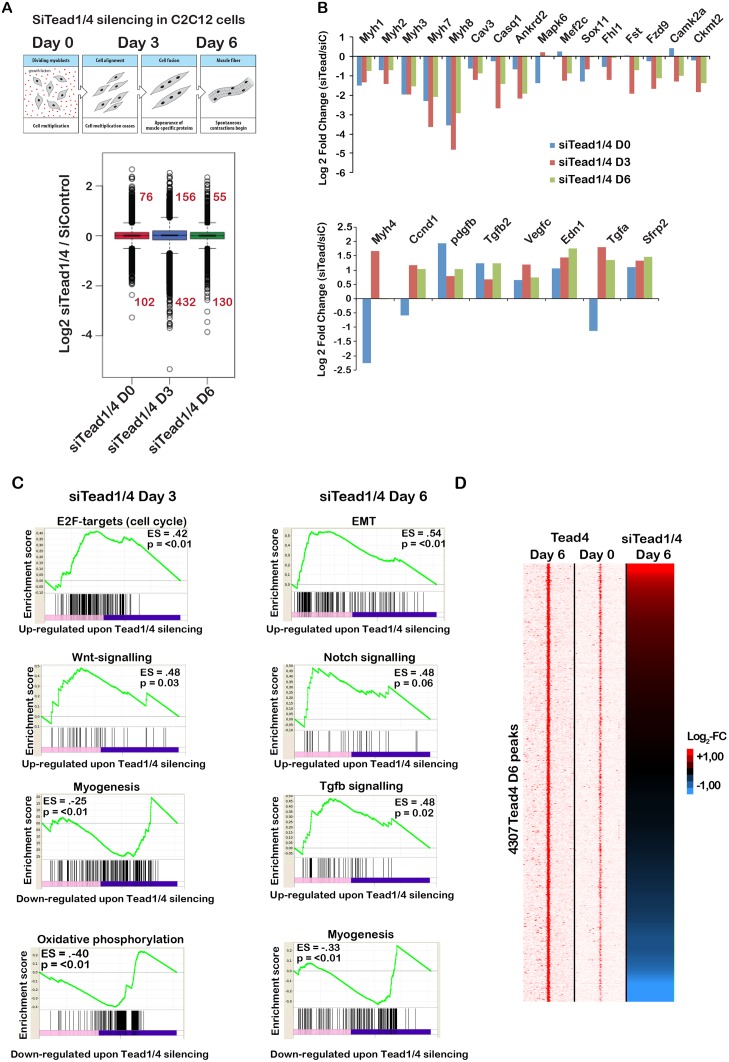
Tead-regulated genes in C2C12 cells. **A.** Schematic outline of the experimental design and box plots showing gene expression changes during differentiation of cells transfected with *siTead1/4*. **B.** Examples of genes deregulated in *siTead1/4* cells compared to siControl. **C.** GSEA analyses of Tead1/4 regulated genes. The most significant categories in the up- and down-regulated genes sets are shown. **D.** Tead4 sites preferentially occupied in differentiated cells and associated with expressed genes are depicted in a read density map alongside a heat hap of gene expression following si*Tead1/4* knockdown.

In control C2C12 cells, 3137 genes were induced at day 3 and day 6 with respect to day 0, while in PMs 3626 genes were induced of which 1845 genes were commonly induced in both cell types (S8A Fig). 

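With a gene counted as induced if it was called up at day 3 or at day 6 against day 0, 2814 genes were induced in siControl C2C12 cells and 3683 in siControl PMs. A further 3 genes in PMs, called up at one day and down at the other, count as neither induced nor repressed. Over the genes tested in both cell types, 2671 were induced in C2C12 cells and 3051 in PMs, and 1736 of these were the same genes, where 559 are expected if the calls were unrelated (odds ratio 14.9, Fisher's exact test). The 1736 genes are 65.0% of those induced in C2C12 cells and 56.9% of those induced in PMs. A further 138 genes were induced in C2C12 cells and repressed in PMs. Requiring a call at both days left 2404 induced genes in PMs. A filter of at least 10 counts in every library, which removes genes that are silent at day 0, left 1838 induced genes in C2C12 cells and 1112 in common.
Most of the genes with the largest rises by the rule used here had at most 3 counts in both day 0 libraries. Only a lower bound on the ratio of group means can be given for them. In C2C12 cells at day 3, Myl2 (ENSMUSG00000013936, chromosome 5 from 122550960 to 122563481) had no count in either siControl library of day 0 and 763 and 799 counts at day 3, at least 241-fold higher than the level that 3 counts would give. Gm15440 was at least 74.2-fold and Wif1 at least 69.6-fold higher. At day 6 Myl2 was at least 499.6-fold, Gm15440 at least 190.4-fold and Ighm at least 696-fold higher than at day 0. In PMs, Myoz3 was at least 119.9-fold, Gm4980 at least 28.7-fold and Prrxl1 at least 21.8-fold higher at day 3, and Tnfsf18 was at least 79.7-fold, Gm4980 at least 59.03-fold and Ighm at least 33.8-fold higher at day 6.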

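The muscle genes were followed with a list of contractile, excitation-coupling and myogenic factor genes written by hand, since the Hallmark collection was not used here. In siControl cells the median log2 fold change of the 84 listed genes tested in C2C12 cells was 7.07 at day 3 against day 0, with 84 of 84 higher, and 7.48 at day 6. Camera, the limma set test with a preset correlation between genes, gave an adjusted p = 2.3e-37 at each day. It was 8.48 at day 3 without siControl replicate 1 and 6.33 without siControl replicate 2. The medians were the same with the 5 genes that had at most 3 counts in both libraries of a group set to their bound. In PMs the median of 85 genes was 2.43 at day 3, with 83 of 85 higher (camera adjusted p = 5.5e-22), and 2.38 at day 6 (camera adjusted p = 1.7e-19). Camera with the correlation estimated from the data gave adjusted p of 0.499 in C2C12 cells and 0.381 in PMs at both days. Fry, a rotation test, gave adjusted p of 6.2e-05 and 2.7e-06 at day 3. Across the 120 list tests, no result of camera held with the estimated correlation, and those that hold under fry are named where they are given. Of the biological process terms in the annotation that accompanies the counts, a test added after seeing the data, muscle contraction held 22 of its 28 genes among the 1736 genes induced in both cell types, where 3.25 are expected (one-sided Fisher's exact test, adjusted p = 2.2e-13 over 1061 terms). The test counts only genes with a term, 9994 in all. Sarcomere organization held 10 of its 15 genes, where 1.74 are expected (adjusted p = 2.6e-04).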

Commonly regulated genes were associated with muscle differentiation. Similarly, 2375 genes were repressed during C2C12 cell differentiation and 2799 genes repressed in PMs with 1495 common to both cell types (S8B Fig). 

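By the same rule 2359 genes were repressed in siControl C2C12 cells and 2865 in siControl PMs. Among genes tested in both, 2207 were repressed in C2C12 cells and 2609 in PMs, with 1521 in common against 395 expected (odds ratio 23.0, Fisher's exact test). These are 68.9% of the genes repressed in C2C12 cells and 58.3% of those repressed in PMs. A set of 97 genes was repressed in C2C12 cells and induced in PMs. The counts of induced and of repressed genes in a cell type share the same day 0 libraries, but the comparison between cell types shares none. Among the largest falls, the prolactin family genes Prl2c2 and Prl2c3 and Serpinb2 led in C2C12 cells at day 3. Prl2c2 was at least 795-fold lower at day 3, and Prl2c3 had a log2 fold change of -9.37 (standard error 0.66, edgeR adjusted p = 6.5e-06). Prl2c2 and Prl2c3 are near-identical copies whose reads the counting can have split, so neither value is certain on its own. Serpinb2 had a log2 fold change of -9.21 (standard error 1.02, edgeR adjusted p = 9.6e-05). The largest falls in C2C12 cells at day 6 were those of Prl2c2, at least 661-fold lower, Prl2c3 (log2 fold change -10.34, standard error 0.71, edgeR adjusted p = 4.9e-06) and Prss37, at least 20.7-fold lower. In PMs, Selp was at least 122-fold, Krt13 at least 24.3-fold and Cbln4 at least 19.6-fold lower at day 3, and Gpr97 at least 235-fold, 6430573F11Rik at least 45.8-fold and Fgf6 at least 29.1-fold lower at day 6.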

Commonly repressed genes were associated with cell cycle, consistent with proliferation arrest during differentiation. Thus, similar but not identical, gene expression programs were activated and repressed during the differentiation of these two cell types.

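The cell cycle list of 83 genes, also written by hand, had a median log2 fold change of -3.21 at day 3 and -2.92 at day 6 in siControl C2C12 cells, with 82 of 83 genes lower at each day (camera adjusted p = 8.5e-21 and 4.2e-19, fry adjusted p = 0.012 at both days). In siControl PMs it was -3.24 at day 3, with 81 of 83 lower, and -3.72 at day 6, with 82 of 83 lower (camera adjusted p = 3.0e-26 and 3.7e-27, fry adjusted p = 5.2e-05 and 2.8e-05). Among the 1521 genes repressed in both cell types, the term cell cycle held 158 of its 451 annotated genes, where 49.6 are expected (one-sided Fisher's exact test added after seeing the data, adjusted p = 3.0e-41), and DNA replication held 59 of its 113, where 12.4 are expected (adjusted p = 3.4e-25).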

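The cell types also differed in where their myogenic genes started. Myog (ENSMUSG00000026459, chromosome 1 from 136186581 to 136189124) was at 6.65 ± 5.09 CPM at day 0 and 1167 ± 13.6 CPM at day 3 in siControl C2C12 cells (SD, n = 2 each). Its log2 fold change was 7.47 (standard error 0.77, edgeR adjusted p = 5.8e-05). In siControl PMs it was already at 998 ± 56.4 CPM at day 0 and stayed at 1035 ± 122 CPM at day 3 (SD, n = 2 each; log2 fold change 0.05, edgeR adjusted p = 0.80). Whether differentiation changed a gene differently in the 2 cell types was not tested for the siControl cells. Between day 3 and day 6, edgeR called no gene in siControl C2C12 cells, where 406 genes had an unadjusted p under 0.05, but it called 81 up and 21 down without the filter on low counts. DESeq2 called 17 up without shrinkage and 19 up with shrunken fold changes, and none down, with 137 and 133 down at an unadjusted p under 0.05. In siControl PMs edgeR called 358 genes up and 94 down. These counts were 586 and 146 with the replicate number as a block, 124 and 24 with only the 4 libraries of the comparison in the fit, and 132 and 32 with all 24 libraries in one fit. From the overlap of the induced and of the repressed genes, the paper concludes that the programs of these cell types are similar but not identical.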

Analysis of the 5512 genes regulated during differentiation of siControl C2C12 cells identified genes with different expression profiles that could be summarised in 6 clusters (S9A Fig). 

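The genes called in siControl C2C12 cells at day 3 or day 6 against day 0 numbered 5173, and none of these was called up at one day and down at the other. They were placed in classes by their calls, since the paper's text does not give the settings of the clustering. Of the induced genes, 2247 were called up at both days, 364 at day 6 only and 203 at day 3 only. Of the repressed genes, 1731 were called down at both days, 419 at day 6 only and 209 at day 3 only. Both comparisons share the day 0 libraries. In 10 simulations in which all 12 libraries of the cell type were drawn from the siControl day 0 means, a mean of 0 genes was called up, and of 0 called down, at both days. With at least 10 counts in every library, 1452 genes were called up at both days.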

Genes in clusters 1, 3 and 4 were down-regulated with different kinetics, while those in clusters 2 and 5 were up-regulated with different kinetics, and those in cluster 6 were transiently induced at day 3. 

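A gene was taken as transiently induced if it was called up at day 3 against day 0 and down at day 6 against day 3. No gene met this rule in C2C12 cells, since edgeR called no gene between days 3 and 6. In that comparison 177 genes rose and 70 fell by over 1 on the log2 scale at an unadjusted p under 0.05. Without the filter on low counts, 7 genes met the rule, and DESeq2 with shrunken fold changes over all 24 libraries, an alternative added after seeing the data, gave 1.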

Further analyses showed that myogenic genes were amongst the most significantly up-regulated at days 3 and 6, whereas cell cycle progression genes were strongly repressed (S9B Fig). In addition, adipogenesis genes were also induced along with a metabolic switch involving increased expression of genes involved in oxidative phosphorylation.

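At day 3, 79 of the 84 muscle genes were called up in siControl C2C12 cells and 81 of the 83 cell cycle genes were called down. At day 6 these counts were 82 and 82. Myh3 (ENSMUSG00000020908, chromosome 11 from 66891802 to 66915793), an embryonic myosin heavy chain, rose from 11.6 ± 5.71 CPM at day 0 to 6804 ± 2124 CPM at day 3 (SD, n = 2 each; log2 fold change 9.20, standard error 0.61, edgeR adjusted p = 5.1e-06). Myosin heavy chain genes are close paralogs whose reads the counting can have split, so the level of each is uncertain. Ankrd2 (ENSMUSG00000025172, chromosome 19 from 42110528 to 42119600), which encodes an ankyrin repeat protein of muscle, had 3 counts in each day 0 library. Its mean was 1027 times the level of 3 counts at day 3 and 589 times at day 6. So few counts at day 0 leave these ratios uncertain. Ccnd1 (ENSMUSG00000070348, chromosome 7 from 152115836 to 152125774), which encodes cyclin D1, fell from 468 ± 66.2 CPM at day 0 to 15.7 ± 2.47 CPM at day 3 and 12.1 ± 1.54 CPM at day 6 (SD, n = 2 each). The log2 fold changes were -4.90 and -5.27 (edgeR adjusted p = 4.1e-06 and 2.7e-06).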

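In siControl C2C12 cells the list of 35 adipogenesis genes had a median log2 fold change of 0.31 at day 3 and 0.51 at day 6, with 23 of 35 genes higher at each day. Camera placed neither past the threshold (adjusted p = 0.14 and 0.060), whereas fry placed both past it (adjusted p = 0.021 and 0.012), as did camera at day 6 on the statistics of DESeq2 (adjusted p = 0.043). The list of 77 oxidative phosphorylation genes (oxphos) had a median of 0.11 at day 3 with 47 of 77 higher (camera adjusted p = 0.35), and of 0.30 at day 6 with 64 of 77 higher (camera adjusted p = 0.017). The latter was not past the threshold under fry (adjusted p = 0.27) or on the statistics of DESeq2 (adjusted p = 0.12). Of these 77 genes, 3 were called up at day 3 and 4 at day 6.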

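In C2C12 cells at day 0, 21 genes were called up and 46 down in siTead1/4 cells against siControl cells, so 31.3% of the called genes were up, and 1603 of the 15303 genes tested had an unadjusted p under 0.05. Testing without the filter on low counts called 219 genes up and 261 down. With only the 4 libraries of the comparison in the fit none was called, with 532 up and 619 down at an unadjusted p under 0.05. DESeq2 without shrinkage called 109 up and 147 down, and all 67 genes called by edgeR were among them. The largest rises by the rule used here were those of Ccdc68, Il1f9 and Gipc2. Ccdc68 had 118 and 45 counts in the siTead1/4 replicates and 2 and 4 in the siControl replicates (log2 fold change 5.03, standard error 0.54, edgeR adjusted p = 0.010). Il1f9 and Gipc2 had log2 fold changes of 3.28 and 3.15 (edgeR adjusted p = 0.033 and 0.040). Ngfr (ENSMUSG00000000120, chromosome 11 from 95430132 to 95449049), which encodes a nerve growth factor receptor, fell from 18.6 ± 3.26 to 1.21 ± 0.0139 CPM (SD, n = 2 each), a log2 fold change of -3.93 (standard error 0.39, edgeR adjusted p = 0.010). Prrg4 and Sema4f followed with -2.77 and -2.46 (edgeR adjusted p = 0.010 and 0.041). Of the genes the paper names, Pdgfb (ENSMUSG00000000489, chromosome 15 from 79826330 to 79845238) rose from 6.16 ± 0.829 to 37.8 ± 19.1 CPM (SD, n = 2 each; log2 fold change 2.61, standard error 0.39, edgeR adjusted p = 0.028). Rassf2 rose with a log2 fold change of 1.35 (edgeR adjusted p = 0.020). Mapk6 (ENSMUSG00000042688, chromosome 9 from 75216869 to 75257812) fell from 332 ± 4.55 to 115 ± 6.35 CPM (SD, n = 2 each; log2 fold change -1.53, edgeR adjusted p = 0.028).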

Following *siTead1/4* silencing, up and down-regulated genes were seen at day 0. The number of de-regulated genes increased at day 3 and diminished by day 6 (Fig 6A). 

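At day 3, 29 genes were called up and 166 down in siTead1/4 C2C12 cells, and at day 6, 2 up and 5 down. Atp6v1c2 and Myh6, called down at day 6, fall outside the naming rule and were chosen after their values were seen (log2 fold changes -2.78 and -2.52, edgeR adjusted p = 0.047 and 0.039). The up-regulated share was 14.9% at day 3 and 28.6% at day 6. With DESeq2's size factors (RLE) in edgeR, 1 gene was up and 5 down at day 6, a share of 16.7%. At an unadjusted p under 0.05, 2180 genes differed at day 3 and 1064 at day 6. Of these, 475 were up and 709 down by over 1 on the log2 scale at day 3, and 177 up and 372 down at day 6. The number of called genes depends on the test, since DESeq2 without shrinkage called 196 up and 398 down at day 3 and 36 up and 107 down at day 6. Of the genes called by edgeR it called 190 of 195 and 7 of 7. With only the 4 libraries of a comparison in the fit, 7 genes were called down at day 3 and none up, while 2091 had an unadjusted p under 0.05.

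**Figure D2:**
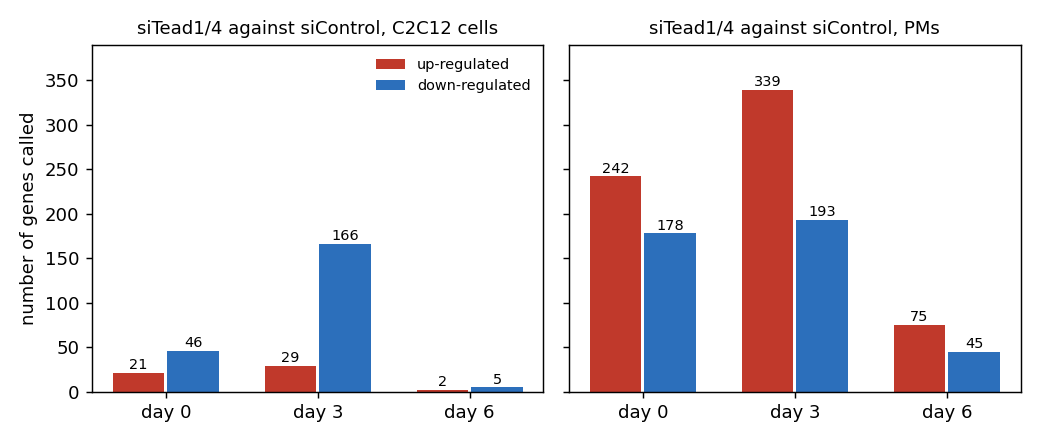
Number of genes called up (red) and down (blue) in siTead1/4 against siControl cells (vertical axis) at days 0, 3 and 6 (horizontal axis) in C2C12 cells and PMs, from edgeR at an adjusted p under 0.05 and an absolute log2 fold change over 1. The count above each bar is the number of genes; day 3 has the tallest bars in each cell type.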

In total, 249 genes were up-regulated by *siTead1/4* silencing between day 0–6, while 549 were repressed (Fig 6A and 6B and S3 Dataset). 

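Over the 3 days together, 50 genes were called up and 206 down in C2C12 cells, against 305 and 535 with DESeq2 without shrinkage. Myl2 had 763 and 799 counts in the siControl replicates at day 3 and 3 and 10 counts in the siTead1/4 replicates (log2 fold change -6.75, standard error 0.69, edgeR adjusted p = 0.0093). The difference was still there at day 6 (log2 fold change -6.51, edgeR adjusted p = 0.039). Tcl1b1 and Colec10, which had at most 3 counts in both siTead1/4 replicates at day 3, were at least 6.37-fold and at least 28.1-fold lower there. Fxyd6 and Padi2 had log2 fold changes of -5.09 and -3.37 at day 6 (edgeR adjusted p = 0.039 for each). Serpinb9g rose with a log2 fold change of 4.33 at day 3 (edgeR adjusted p = 0.032), though its counts in the siTead1/4 replicates were 169 and 805, against 24 and 27 in the siControl replicates. Tgfa was at 37 and 134 counts against 8 and 12 (log2 fold change 3.19, edgeR adjusted p = 0.034), and 6330403A02Rik rose by 3.11 (edgeR adjusted p = 0.013). Itga4 (ENSMUSG00000027009, chromosome 2 from 79095583 to 79173280), which encodes an integrin, was up at day 3 (59.6 ± 8.34 against 16.5 ± 5.68 CPM; log2 fold change 1.86, edgeR adjusted p = 0.033). So it was at day 6 (98.5 ± 2.94 against 17.6 ± 1.80 CPM, SD, n = 2 each; log2 fold change 2.49, edgeR adjusted p = 0.049), when Lingo1 rose by 2.44 (edgeR adjusted p = 0.045).
Among the muscle genes named in Fig 6B, Myh7 (ENSMUSG00000053093, chromosome 14 from 55589525 to 55613471) fell from 433 ± 133 to 26.4 ± 0.349 CPM at day 3 (SD, n = 2 each; log2 fold change -4.04, standard error 0.51, edgeR adjusted p = 0.013). Myh3 fell from 6804 ± 2124 to 1231 ± 159 CPM (SD, n = 2 each; log2 fold change -2.47, standard error 0.45, edgeR adjusted p = 0.034). Ankrd2 fell from 74.6 ± 17.1 to 6.37 ± 3.17 CPM (SD, n = 2 each; log2 fold change -3.55, standard error 0.41, edgeR adjusted p = 0.0093). Casq1 (ENSMUSG00000007122, chromosome 1 from 174140025 to 174150026) fell from 146 ± 27.1 to 27.0 ± 5.14 CPM (SD, n = 2 each; log2 fold change -2.44, edgeR adjusted p = 0.033). The activin antagonist Fst (ENSMUSG00000021765, chromosome 13 from 115242470 to 115249159) fell from 391 ± 91.5 to 85.8 ± 16.5 CPM (SD, n = 2 each; log2 fold change -2.19, edgeR adjusted p = 0.034). Myh1, Myh2, Cav3, Tnni1 and Fhl1 had log2 fold changes between -1.61 and -1.38 at day 3 and did not pass the threshold. That of Tnni1 was -0.93 without siTead1/4 replicate 1. Of the 47 tested genes that the paper names, 4 were called at day 0, 14 at day 3 and 2 at day 6 with p adjusted over all genes. With p adjusted over the list alone the counts were 10, 26 and 17. The paper chose these genes on the same libraries, so they are not independent evidence.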

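In siTead1/4 against siControl C2C12 cells, the cell cycle list was lower at day 3, with a median log2 fold change of -0.46 and 73 of 83 genes lower (camera adjusted p = 0.0032). It was higher at day 6, with a median of 0.51 and 81 of 83 genes higher (camera adjusted p = 3.7e-04). Neither held under fry (adjusted p = 0.64 and 0.69), and none of the 83 genes was called at either day. At day 3 the median was -0.77 without siTead1/4 replicate 1 and -0.27 without siTead1/4 replicate 2. At day 6 it was 1.15 without siTead1/4 replicate 1 and 1.41 without siControl replicate 2. It was -0.91 without siTead1/4 replicate 2 and -0.04 without siControl replicate 1, so the direction changed with the library left out. Replicates of equal number varied together at that day (correlation 0.52), so these fits may set unlike cultures against each other. Ccnd1 was at 39.8 ± 13.6 CPM in siTead1/4 cells and 15.7 ± 2.47 CPM in siControl cells at day 3 (SD, n = 2 each; log2 fold change 1.34, standard error 0.26, edgeR adjusted p = 0.041). It was at 27.2 ± 5.27 against 12.1 ± 1.54 CPM at day 6 (SD, n = 2 each; log2 fold change 1.17, edgeR adjusted p = 0.20).
The 31 genes of the Notch signalling list had a median of -0.0037 at day 3, with 15 of 31 higher (camera adjusted p = 0.92), and 0.05 at day 6 (camera adjusted p = 0.29). The day 3 value was -0.08 without siTead1/4 replicate 1 and 0.09 without siTead1/4 replicate 2, and the day 6 value was 0.22 without siControl replicate 2. For Wnt signalling the medians over 51 genes were 0.08 with 30 of 51 higher (camera adjusted p = 0.73) and 0.22 with 35 of 51 higher (camera adjusted p = 0.29). They were -0.12 at day 3 without siTead1/4 replicate 1 and 0.14 at day 6 without siControl replicate 1. For Tgfβ signalling the medians over 47 genes were 0.18 (camera adjusted p = 0.17), or -0.03 without siTead1/4 replicate 1, and 0.21 with 34 of 47 higher (camera adjusted p = 0.011), or 0.10 without siControl replicate 1. The list of 58 genes of epithelial to mesenchymal transition (EMT) and matrix had a median of 0.13 at day 3 (camera adjusted p = 0.63), which was -0.41 without siTead1/4 replicate 1 and 0.56 without siTead1/4 replicate 2. At day 6 it was 0.38 with 51 of 58 higher (camera adjusted p = 7.5e-05), or 0.59 without siControl replicate 2. Neither the Tgfβ nor the EMT list was past the threshold under fry at day 6 (adjusted p = 0.40 for each).
Of the lists for pathways that are not named in Fig 6C, angiogenesis was higher at day 6 (median 0.40, 37 of 42 genes, camera adjusted p = 3.5e-05). So was the list of Hippo targets and cofactors (median 0.39, 20 of 24 genes, camera adjusted p = 0.0015, and 0.24 without siControl replicate 1). At day 3 the angiogenesis list had a median of 0.32 (camera adjusted p = 0.0060) that was 9.7e-05 without siTead1/4 replicate 1, and the Hippo list had a median of 0.25 (camera adjusted p = 0.26), or 0.02 without that replicate. Adipogenesis and neuronal genes had medians of -0.07 and -0.05 at day 3 and -0.15 and -0.18 at day 6 (camera adjusted p between 0.063 and 0.92). The adipogenesis median at day 3 was 0.16 without siTead1/4 replicate 2, and the neuronal median at day 6 was -0.37 without that replicate and -0.13 with genes at the floor of 3 counts set to their bound.

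**Figure D3:**
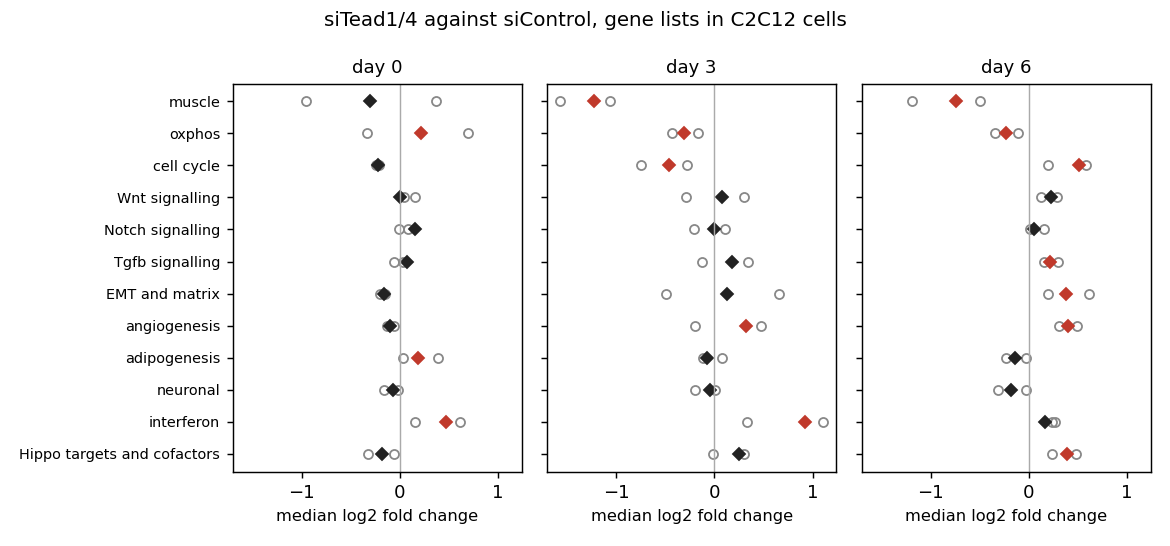
Median log2 fold change of each gene list in siTead1/4 against siControl C2C12 cells (horizontal axis) for the 12 lists (vertical axis) at days 0, 3 and 6. Diamonds are the medians of the fitted log2 fold changes, red where camera's adjusted p is under 0.05 and black elsewhere, and open grey circles are the medians of each replicate's own log2 ratios; the muscle list lies lowest at day 3, at -1.23.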

Analysis up-regulated genes at days 3 and 6 indicated strong enrichment in cell cycle, Notch, Wnt and Tgfβ signalling and epithelial to mesenchymal transition (Fig 6C). In contrast, genes involved in myogenesis and oxidative phosphorylation were repressed. Hence, Tead1/4 contribute to activation of the myogenic differentiation program, but they also directly or indirectly repress growth promoting pathways leading to defective cell cycle arrest.

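The muscle list had a median log2 fold change of -1.23 at day 3, with 82 of 84 genes lower in siTead1/4 C2C12 cells (camera adjusted p = 2.9e-26, fry adjusted p = 0.040) and 14 of them called down. The replicates gave medians of -1.57 and -1.06. At day 6 the median was -0.74 with 78 of 84 lower (camera adjusted p = 3.5e-19), which fry did not place past the threshold (adjusted p = 0.17), and it was -1.21 without siTead1/4 replicate 2 and -0.38 without siTead1/4 replicate 1. At day 0, before differentiation, the median was -0.30 (camera adjusted p = 0.068), or -0.24 with the 11 genes at the floor of 3 counts set to their bound, and it ran from -0.62 without siControl replicate 2 to 0.35 without siControl replicate 1. The oxphos list had a median of -0.31 at day 3 with 76 of 77 lower (camera adjusted p = 1.1e-06) and -0.23 at day 6 with 75 of 77 lower (camera adjusted p = 2.1e-06). Neither held under fry (adjusted p = 0.36 and 0.48), and without siControl replicate 1 the medians were -0.16 and -0.14. No oxphos gene was called at either day. At day 0 the oxphos list was higher (median 0.21, 69 of 77 genes, camera adjusted p = 0.0043), but -0.16 without siTead1/4 replicate 2.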

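The genes that changed after silencing were compared with the changes of siControl cells. Of the 206 genes called down in siTead1/4 C2C12 cells, 145 (70.4%) were induced and 19 (9.22%) repressed during siControl differentiation, where 18.4% and 15.4% of all tested genes were. Of the 50 genes called up, 27 (54%) were induced and 10 (20%) repressed. These comparisons share siControl libraries. In 10 simulations in which siTead1/4 had no effect a mean of 0 genes were called, so no share of called genes is had from them. In place of called genes, the 206 lower genes with the smallest p of each simulation were taken, a choice made after seeing the data. Of these a mean of 32.6% were induced (27.7% to 35.9%), and 38.8% (34% to 52%) of the 50 higher genes. From the lower expression of myogenic genes and the higher expression of cell cycle and signalling genes, the paper concludes that Tead1/4 help to activate the myogenic program and, directly or indirectly, repress pathways that promote growth, with a defective arrest of the cell cycle when they are silenced.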

To identify genes directly regulated by Tead4, we determined those within 50 kb of Tead4 binding sites enriched specifically in differentiated cells. Around 4300 Tead4 occupied sites were associated with 4100 potential target genes showing expression in the RNA-seq data (Fig 6D). A set of 172 down-regulated genes enriched in muscle differentiation functions was associated with Tead4 binding sites in differentiated cells (Fig 6D). Similarly, a set of 107 up-regulated genes was associated with sites preferentially bound in the differentiated state. These genes were enriched in the cell cycle, Notch and Wnt signalling identified by the GSEA analyses. Hence, binding of Tead4 to these repressed genes during differentiation provided further evidence that Tead4 contributed to their repression.

### Tead1/4-regulated gene expression in differentiating primary myoblasts

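The same comparisons were made in PMs. Of the genes called in siControl PMs against day 0, 2404 were called up at both days, 863 at day 6 only and 417 at day 3 only. In the other direction, 1995 were called down at both days, 469 at day 6 only and 403 at day 3 only. A rise at day 3 followed by a called fall from day 3 to day 6 was seen for 42 genes, and a fall followed by a called rise for 28 (66 and 52 with the replicate number as a block). Of the 85 muscle genes, 70 were called up at day 3 and 69 at day 6, and 81 of the 83 cell cycle genes were called down at each day. The oxphos list had a median log2 fold change of 0.75 at day 3, with 74 of 77 genes higher (camera adjusted p = 2.9e-12, fry adjusted p = 0.0012). At day 6 the median was 0.41 with 64 of 77 higher (camera adjusted p = 9.3e-05, fry adjusted p = 0.015). The adipogenesis list had medians of 0.92 at day 3 with 27 of 36 higher (camera adjusted p = 4.3e-04, fry adjusted p = 7.2e-06) and 0.66 at day 6 with 28 of 36 higher (camera adjusted p = 0.0021, fry adjusted p = 1.0e-05). Ccnd1 fell from 512 ± 22.3 CPM at day 0 to 86.5 ± 11.3 CPM at day 3 (SD, n = 2 each; log2 fold change -2.57, standard error 0.28, edgeR adjusted p = 2.3e-05).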

A similar analysis of differentiating PMs clustered gene expression (S10A Fig) in 6 kinetic classes and showed that differentiation was characterised by activation of genes involved in myogenesis, oxidative phosphorylation and adipogenesis, while cell cycle genes were repressed (S10B Fig).

Following si*Tead1/4* silencing, deregulated genes were observed at day 0, increased at day 3 and then diminished at day 6 (Fig 7A). 

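In PMs at day 0, 242 genes were called up and 178 down after siTead1/4 silencing. At day 3 the counts were 339 and 193, and at day 6, 75 and 45. With the replicate number as a block, 303 were called down at day 3, and 170 up and 120 down at day 6. Genes called up were 57.6%, 63.7% and 62.5% of those called at the 3 days. At an unadjusted p under 0.05, 3756, 3668 and 1914 of the 16144 tested genes differed. DESeq2 without shrinkage called 372 of the 420, 477 of the 532 and 111 of the 120 genes that edgeR called, and at day 6 it called 133 up and 90 down. At day 6, 193 were called up and 142 down without the filter on low counts, and none when only its 4 libraries were fitted, with 1372 genes at an unadjusted p under 0.05.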

In total, 563 genes were up-regulated between day 0–6, while 377 were repressed (Fig 7A and 7B and S4 Dataset). 

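Over the 3 days, 531 genes were called up and 346 down in PMs (536 down with the replicate number as a block). At day 0, Ikzf1 had 20 and 71 counts in the siTead1/4 replicates against 0 and 1. By the mean of the replicates it was at least 12.6-fold higher, and Pamr1 was at least 4.09-fold higher. Scn7a (ENSMUSG00000034810, chromosome 2 from 66511482 to 66622971), a sodium channel gene, rose from 0.215 ± 0.0252 to 7.47 ± 0.917 CPM (SD, n = 2 each; log2 fold change 5.09, standard error 0.95, edgeR adjusted p = 0.012). At day 3, Lsamp (ENSMUSG00000061080, chromosome 16 from 41532971 to 42181792), which encodes a membrane protein of the limbic system, had 289 and 123 counts against 0 and 3, at least 57.7-fold higher, and Itih3 and Fut9 were at least 7.17-fold and 5.85-fold higher. At day 6, 6330403A02Rik had 1849 and 1281 counts against 49 and 111 (log2 fold change 4.16, edgeR adjusted p = 0.0086), and Vwc2 and Gtsf1 were at least 6.32-fold and at least 4.1-fold higher.
The largest falls at day 0 were those of Slc6a19, at least 9.25-fold lower, Tigd4, at least 3.88-fold lower, and 4732418A04Rik (log2 fold change -3.24, edgeR adjusted p = 0.0076), an antisense gene whose value is uncertain because the libraries do not keep the strand. At day 3, 2310014F06Rik fell by 4.31 on the log2 scale (edgeR adjusted p = 0.0085). It overlaps the start of Tead1 on the opposite strand and can have taken reads from it, so its value is uncertain too. Lctl and Slc17a3 had log2 fold changes of -4.22 and -4.07 at day 3 (edgeR adjusted p = 0.0016 and 0.0068), and Arhgap36, Nos1 and Cdcp1 of -3.85, -3.72 and -3.69 at day 6 (edgeR adjusted p = 0.0039, 0.0043 and 0.021). Of the 48 genes the paper names, 16 were called at day 0, 20 at day 3 and 11 at day 6 (17 with the replicate number as a block) with p adjusted over all genes. The counts adjusted over the list alone were 20, 23 and 16, again for genes chosen on the same libraries.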

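The muscle list had a median log2 fold change of -0.26 at day 0 in siTead1/4 against siControl PMs, with 63 of 85 genes lower (camera adjusted p = 8.9e-08, fry adjusted p = 0.013). At day 3 the median was -0.27, with 68 of 85 lower (camera adjusted p = 5.1e-08, fry adjusted p = 0.021). At day 6 it was -0.12 (camera adjusted p = 0.0020, fry adjusted p = 0.21), or -0.24 without siControl replicate 1, -0.08 without siTead1/4 replicate 1 and -0.01 without siControl replicate 2. Of the 85 genes, 8, 10 and 4 were called down at days 0, 3 and 6, and 1 was called up at day 3. At day 6, 8 were called down and 1 up with the replicate number as a block. The oxphos list had medians of -0.27 at day 3 and -0.19 at day 6, with 73 of 77 lower at each (camera adjusted p = 8.4e-12 and 6.0e-12). These did not hold under fry (adjusted p = 0.075 and 0.15). They were -0.18 at day 3 without siControl replicate 1, and -0.09 and -0.29 at day 6 without siTead1/4 replicates 1 and 2. At day 0 the oxphos median was -0.09 (camera adjusted p = 0.026), or -0.03 without siTead1/4 replicate 1.
The angiogenesis list of 47 genes had medians of 0.11, 0.08 and -0.04 at days 0, 3 and 6, and none was past the threshold (camera adjusted p = 0.58, 0.37 and 0.81), with 5 genes called up at day 0. The sign depended on single libraries at days 0 and 6. The median was -0.11 at day 0 without siControl replicate 2. At day 6 it was -0.24 without siTead1/4 replicate 1 and 0.04 without siControl replicate 1. At day 3 the sign did not change, and the median was 0.21 without siControl replicate 1. Such fits may set unlike PM cultures against each other. Within replicate numbers 1 and 2 the medians were -0.03 and 0.20 at day 0, 0.08 and 0.16 at day 3, and -0.14 and -0.02 at day 6. The Wnt signalling list of 53 genes had medians of 0.09, 0.09 and 0.11 (camera adjusted p = 0.37, 0.14 and 0.064), with 5 genes called up at day 3. They were 0.04 and 0.17 at days 0 and 3 without siTead1/4 replicate 1, and 0.19 at day 6 without siControl replicate 2. On the statistics of DESeq2 the Wnt list was past camera's threshold at days 3 and 6 (adjusted p = 0.028 and 0.023). The Notch signalling list of 34 genes was past it at day 3 (median 0.20, 26 of 34 higher, camera adjusted p = 0.017). Fry gave the list an adjusted p of 0.11 at that day. With the replicate number as a block at each day, added after seeing the data, fry gave 0.030 over 36 tests. The Notch list was not past camera's threshold at day 0 (0.14, camera adjusted p = 0.075) or day 6 (0.10, camera adjusted p = 0.26, and -0.03 without siControl replicate 1). Adipogenesis genes were lower at day 6 (median -0.12, 25 of 36, camera adjusted p = 3.1e-04, fry adjusted p = 0.0064), or -0.24 without siTead1/4 replicate 1. EMT genes had medians of 0.02, 0.09 and 0.03 and the Hippo list of -0.21, 0.14 and 0.17, and none of these was past camera's threshold (camera adjusted p between 0.085 and 0.79), while the Hippo list at day 0 passed it with the replicate number as a block (camera adjusted p = 0.048). The EMT median at day 6 ran from -0.14 without siControl replicate 2 to 0.18 without siControl replicate 1, and the Hippo median at day 6 was 0.04 without siTead1/4 replicate 1.
Pdgfb rose from 8.11 ± 0.320 to 25.1 ± 0.527 CPM at day 0 (SD, n = 2 each; log2 fold change 1.63, standard error 0.13, edgeR adjusted p = 3.8e-04). It was called up at the other days too, with log2 fold changes of 1.27 and 1.08. Vegfc (ENSMUSG00000031520, chromosome 8 from 55162886 to 55271808) rose from 7.50 ± 1.11 to 20.7 ± 2.42 CPM at day 0 (SD, n = 2 each; log2 fold change 1.47, standard error 0.28, edgeR adjusted p = 0.012) but not at day 3 (0.59) or day 6 (-0.39). Hgf (ENSMUSG00000028864, chromosome 5 from 16059368 to 16125257) rose at day 0 from 1.17 ± 0.141 to 5.41 ± 0.377 CPM (SD, n = 2 each; log2 fold change 2.20, edgeR adjusted p = 0.0083). Fhl1 (ENSMUSG00000023092, chromosome X from 53984964 to 54046523), which encodes a LIM domain protein of muscle, fell from 313 ± 10.6 to 65.3 ± 0.944 CPM at day 3 (SD, n = 2 each; log2 fold change -2.26, standard error 0.22, edgeR adjusted p = 6.0e-04). Ankrd2 fell at the 3 days with log2 fold changes of -3.13, -3.80 and -3.16 (edgeR adjusted p = 0.0040, 0.0018 and 0.018). Among the myosin heavy chains, whose reads can be split between paralogs, Myh1 fell from 7011 ± 246 to 1393 ± 4.69 CPM at day 3 (log2 fold change -2.33, edgeR adjusted p = 5.3e-04). In contrast, Myh4 rose from 2193 ± 411 to 8887 ± 1485 CPM (SD, n = 2 each; log2 fold change 2.02, edgeR adjusted p = 0.0026).

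**Figure D4:**
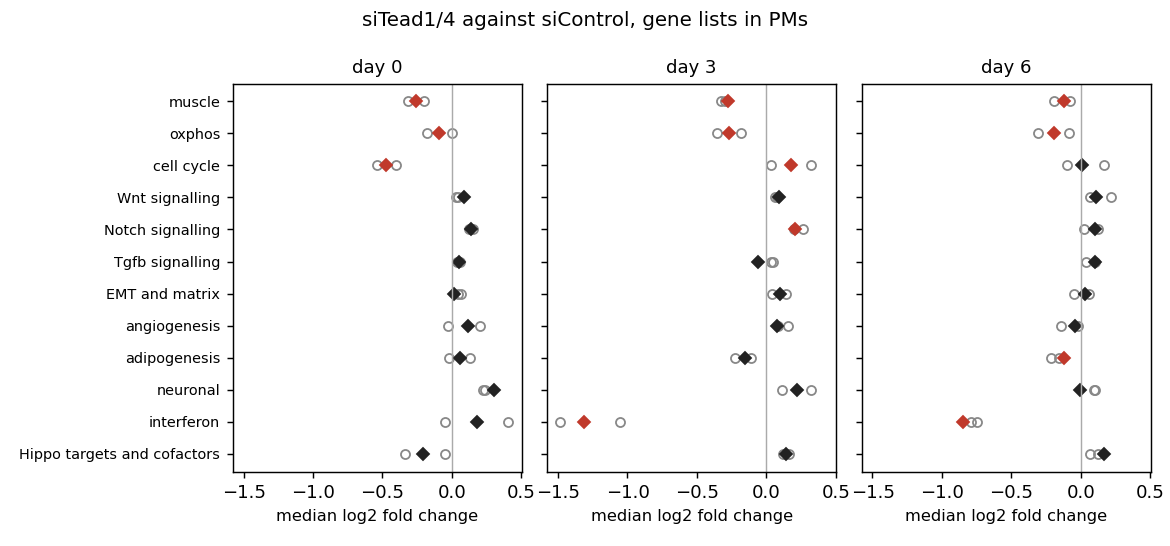
Median log2 fold change of each gene list in siTead1/4 against siControl PMs (horizontal axis) for the 12 lists (vertical axis) at days 0, 3 and 6. Diamonds are the medians of the fitted log2 fold changes, red where camera's adjusted p is under 0.05 and black elsewhere, and open grey circles are the medians of each replicate's own log2 ratios; the interferon list lies lowest, at -1.31 at day 3.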

Down-regulated genes were associated with myogenesis, and oxidative phosphorylation, the hallmarks of differentiation, whereas up-regulated genes were enriched in angiogenesis and as seen in C2C12 cells in Wnt signalling (Fig 7C). In PMs, up-regulation of cell cycle genes was observed, but the values were less significant reflecting the reduced proliferative capacity of PMs compared to C2C12 cells. Thus, Tead factors were essential to activate genes involved in PM differentiation, but also to repress Wnt signalling and signalling pathways like Tgfβ inhibiting PM differentiation.

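After siTead1/4 silencing in PMs, the cell cycle list was lower at day 0, with a median log2 fold change of -0.47 and 82 of 83 genes lower (camera adjusted p = 8.5e-10, fry adjusted p = 0.15). At day 3 it was higher, with a median of 0.18 and 74 of 83 genes higher (camera adjusted p = 0.029, fry adjusted p = 0.59), and the median was 0.09 without siTead1/4 replicate 1 and 0.10 without siControl replicate 1. At day 6 the median was 0.0046 with 46 of 83 higher (camera adjusted p = 0.54), and it ran from -0.33 without siControl replicate 2 to 0.49 without siControl replicate 1. Ccnd1 rose at day 3 to 185 ± 21.5 CPM from 86.5 ± 11.3 CPM (SD, n = 2 each; log2 fold change 1.10, standard error 0.27, edgeR adjusted p = 0.036). At day 6 its log2 fold change was 0.29 (edgeR adjusted p = 0.79), or -0.12 without siControl replicate 2. Tested directly, the change of the list at day 3 was higher in PMs than in C2C12 cells, where it was lower, by a median of 0.62 for 79 of 83 genes (camera adjusted p = 1.6e-04, fry adjusted p = 0.76, a test added after seeing the data).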

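Of the 346 genes called down in siTead1/4 PMs, 195 (56.4%) were induced during siControl differentiation, where 22.8% of all tested genes were. Of the 531 genes called up, 240 (45.2%) were induced and 120 (22.6%) repressed. In the fit with the replicate number as a block, 316 of the 536 genes called down and 375 of the 781 called up were induced. In 10 simulations in which siTead1/4 had no effect on PMs, a mean of 0.3 genes were called down, too few to give a share. Of the 346 lower and 531 higher genes with the smallest p in these simulations, a choice made after seeing the data, means of 33.3% (29.5% to 36.1%) and 32.8% (30.9% to 35.6%) were induced. The Tgfβ signalling list of 50 genes had medians of 0.05, -0.06 and 0.10 at days 0, 3 and 6, none past camera's threshold (adjusted p = 0.69, 0.43 and 0.12). The median at day 3 was 0.08 without siControl replicate 2, and that at day 6 was 0.03 without siTead1/4 replicate 1. Fry placed the list past the threshold at days 3 and 6, in the upward direction (adjusted p = 0.046 and 0.026). With the replicate number as a block at each day, added after seeing the data, it did not (fry adjusted p = 0.057 and 0.054 over 36 tests). Tgfb2 (ENSMUSG00000039239, chromosome 1 from 188447065 to 188529871) rose from 36.3 ± 12.0 to 117 ± 21.2 CPM at day 0 (SD, n = 2 each; log2 fold change 1.70, standard error 0.26, edgeR adjusted p = 0.0053). It rose by 1.55 and 1.30 on the log2 scale at days 3 and 6 (edgeR adjusted p = 0.0068 and 0.045). From the lower expression of genes of differentiation and the higher expression of Wnt genes, the paper concludes that Tead factors are needed to activate the genes of PM differentiation and to repress Wnt signalling and inhibitory pathways such as Tgfβ.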

**Fig 7:**
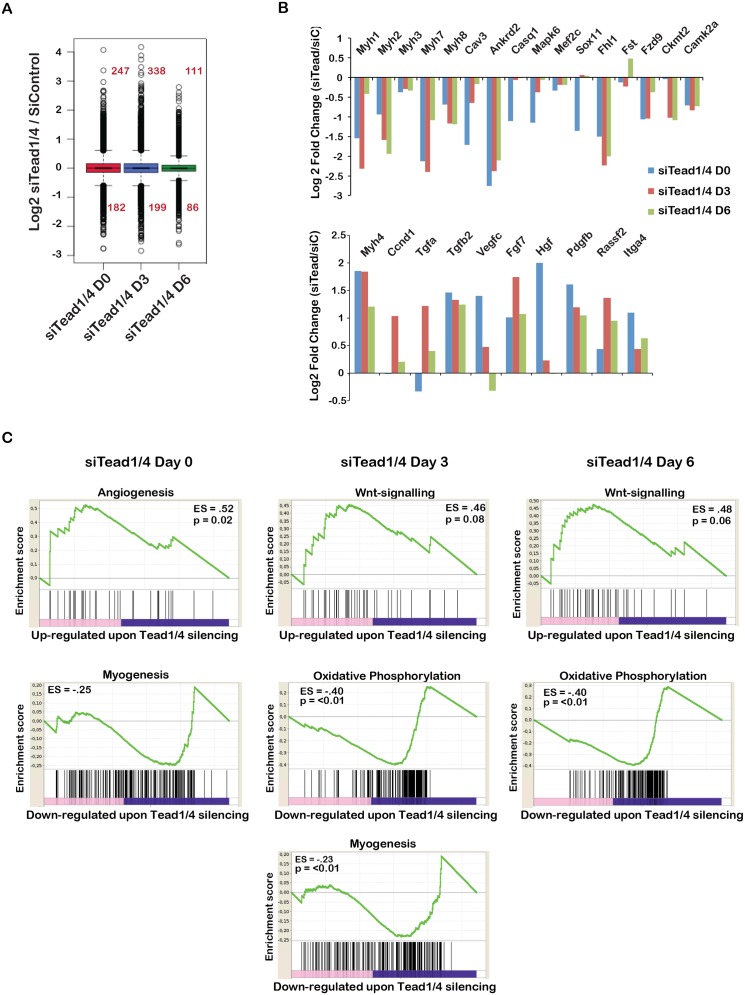
Tead-regulated genes in PMs. **A.** Box plots showing gene expression changes during differentiation of PMs transfected with *siTead1/4*. **B.** Examples of genes deregulated in *siTead1/4* cells compared to siControl. **C.** GSEA analyses of Tead1/4 regulated genes. The most significant categories in the up- and down-regulated genes sets are shown.

We compared genes de-regulated by si*Tead1/4* silencing in PMs and C2C12 cells. As the kinetics of their activation of repression may differ, we compared non-redundant lists of all genes deregulated between days 0–6 in each cell type. A set of 119 genes strongly enriched in muscle differentiation functions were commonly down-regulated (S11A Fig). 

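Among the 14577 genes tested in both cell types, 197 were called down in C2C12 cells at some day and 302 in PMs. Of these, 51 were the same genes, where 4.08 are expected if the calls were unrelated (odds ratio 19.6, one-sided Fisher's exact test, p = 7.5e-42). The cell types share no library, so no control is common to these calls. A further 2 genes, 9530026P05Rik and Cyp26b1, were called down in C2C12 cells and up in PMs, both at day 3. The overlap was 137 genes with DESeq2 with shrunken fold changes and 24 with at least 10 counts in every library. It was 87 with the replicate number as a block, where 10 genes were called down in C2C12 cells and up in PMs. With 1 replicate left out, 40 (without siTead1/4 replicate 1) to 50 (without siTead1/4 replicate 2) of the 51 kept a log2 fold change under -1 in both cell types. The term muscle contraction held 2 of its 28 genes among the common genes, where 0.0981 are expected, and skeletal muscle tissue development held 2 of 47, where 0.165 are expected. Neither passed the adjustment over 1061 terms (one-sided Fisher's exact test added after seeing the data, p = 0.0043 and 0.012, adjusted p = 1 for both). Of the 51 common genes only 35 carry a term, and the paper's set was larger, so this test can miss an enrichment.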

Strikingly however, a large set of 430 genes, again strongly enriched in muscle differentiation functions, was specifically down-regulated in C2C12 cells (S5 Dataset). 

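Genes called down in C2C12 cells and not in PMs numbered 155, and 398 with DESeq2 with shrunken fold changes. Of the 155 genes, 114 carry a term, so the test of terms can miss an enrichment. Muscle contraction held 3 of its 29 genes among them, where 0.321 are expected (one-sided Fisher's exact test, p = 0.0039, adjusted p = 0.85 over 1093 terms), and sarcomere organization 2 of 17, where 0.188 are expected (p = 0.015, adjusted p = 1). A gene called in one cell type only is not shown to differ between them. Of the genes called down at day 3 in C2C12 cells and tested in PMs, 112 of 157 were lower in siTead1/4 PMs too, with a median log2 fold change of -0.42. At day 0 this held for 42 of 46 genes, with a median of -0.95. These sets include genes also called down in PMs, so the shares do not describe the genes called in C2C12 cells alone.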

A smaller set of 258 genes was specifically down-regulated in PMs, but showed low enrichment in more diverse functions. 

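A set of 295 genes was called down in PMs and not in C2C12 cells, and of 449 with the replicate number as a block. No term passed the adjustment over 1138 terms. Among the terms examined, nervous system development held 10 of its 220 genes, where 4.15 are expected (one-sided Fisher's exact test, p = 0.0089, adjusted p = 1), and muscle contraction 2 of 28, where 0.529 are expected (p = 0.097, adjusted p = 1). Axon guidance held 4 of its 77 genes, where 1.45 are expected (one-sided Fisher's exact test, p = 0.058). With the replicate number as a block it held 10, where 2.24 are expected (adjusted p = 0.084). Genes called down in PMs, including those also called down in C2C12 cells, were often lower in C2C12 cells as well. This held for 129 of 161 genes at day 0 and 134 of 169 at day 3, with medians of -0.75 and -0.72 on the log2 scale. The shares therefore do not describe the genes called in PMs alone.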

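Of the genes tested in both cell types, 48 were called up in C2C12 cells and 389 in PMs after siTead1/4 silencing, with 15 in common. If the calls were unrelated, 1.28 are expected (odds ratio 17.2, one-sided Fisher's exact test, p = 9.3e-13). DESeq2 with shrunken fold changes gave 64 genes in common, without the filter on low counts there were 141, and with the replicate number as a block 24. The 35 genes called up in C2C12 cells alone held at most 1 gene of any of the terms examined.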

Only 65 genes involved in signalling and proliferation were commonly up-regulated. However, a large set of almost 500 genes was specifically up-regulated in PMs (S11B Fig). 

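Genes called up in PMs and not in C2C12 cells numbered 516. Genes called up in PMs at day 0, including those also called up in C2C12 cells, were mostly higher in C2C12 cells too. This held for 165 of 189 genes tested in both, with a median log2 fold change of 0.80 there. At day 3 this held for 139 of 233 genes, with a median of 0.17.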

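The genes called up in PMs alone were tested against the biological process terms of the annotation that accompanies the counts, which covers part of the genes (358 of the 516), with the genes tested in PMs as background. Axon guidance held 11 of its 77 genes, where 2.56 are expected (one-sided Fisher's exact test added after seeing the data, adjusted p = 0.025 over 1138 terms). G-protein coupled receptor signaling held 26 of its 262 (adjusted p = 7.0e-04), or 41 with the replicate number as a block (adjusted p = 3.4e-08). With the block, ion transport (33 genes, adjusted p = 0.029) and positive regulation of cAMP biosynthetic process (6 genes, adjusted p = 0.040) were past the threshold as well. Nervous system development held 15 of its 220 genes, where 7.32 are expected (Fisher's exact p = 0.0068, adjusted p = 0.23), and synaptic transmission 5 of its 57, where 1.90 are expected (p = 0.041, adjusted p = 0.44). Axon guidance was not past the threshold with the replicate number as a block (adjusted p = 0.166), with DESeq2 without shrinkage (adjusted p = 0.205) or without the filter on low counts (adjusted p = 0.32). The neuronal list of 49 genes, written by hand, had a median log2 fold change of 0.30 at day 0, with 31 of 49 higher and 8 called up, of 0.22 at day 3 with 35 of 49 higher and 4 called up, and of -0.0057 at day 6. Camera did not place these past the threshold (adjusted p = 0.085, 0.085 and 0.39, or 0.048 at day 0 with the replicate number as a block) and fry did (adjusted p = 6.5e-04, 0.0021 and 0.040). With the replicate number as a block at each day, added after seeing the data, fry did not at day 6 (adjusted p = 0.057 over 36 tests). The medians at days 0 and 3 were 0.29 and 0.21 with genes at the floor of 3 counts set to their bound. They were 0.19 at day 0 without siTead1/4 replicate 1 and 0.06 at day 3 without siControl replicate 2, while at day 6 every fit that left out a replicate gave a median above 0, from 0.07 to 0.14. The change of this list was higher in PMs than in C2C12 cells at day 0, by a median of 0.15 (camera adjusted p = 6.9e-04, fry adjusted p = 0.013, added after seeing the data).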

Remarkably, these genes showed enrichment in nervous system development and other neurogenesis functions (S5 Dataset). 

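In siControl PMs the same neuronal list rose during differentiation, with a median log2 fold change of 0.61 at day 3 (camera adjusted p = 0.39, fry adjusted p = 6.6e-05). The median was 0.85 at day 6 against day 0, with 35 of 49 genes higher and 21 called up (camera adjusted p = 0.049, fry adjusted p = 4.1e-06). The median at day 3 was 0.20 without siControl replicate 1 and 0.50 with the 5 genes at the floor of 3 counts set to their bound. Some of the genes called up after silencing were near the limit of detection in siControl PMs. Lsamp had a mean of 0.0364 ± 0.0515 CPM in siControl PMs at day 3 and 4.43 ± 2.14 CPM in siTead1/4 PMs (SD, n = 2 each).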

Tead1/4 knockdown appeared to modify PM cell identity leading to the expression of neurogenesis genes, not normally expressed during PM differentiation. These results showed that Tead1/4 silencing had distinct effects on gene expression in PMs and C2C12 cells.

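Whether siTead1/4 changed a gene differently in the 2 cell types was tested as an interaction in a fit of all 24 libraries over 16926 genes. At day 0, 1 gene had a change that was higher in PMs than in C2C12 cells and none a lower one, with 725 genes at an unadjusted p under 0.05. At day 3 these counts were 172 and 40, and at day 6, 5 and 1. The gene at day 0 was Nefm. Those at day 6 were Fxyd6, Myl2, Cyp26b1, Tceal5 and 9530026P05Rik, higher in PMs, and Nos1, lower. Without the filter on low counts they were 537 and 316 at day 3, and with at least 10 counts in every library 88 and 27. That filter left none at day 6, where 347 genes were higher and 192 lower in PMs at an unadjusted p under 0.05. With the replicate number as a block they were 2 and 3 at day 0, 261 and 66 at day 3, and 28 and 6 at day 6. The 172 genes had a median log2 fold change of -1.43 in C2C12 cells and 0.84 in PMs. Of these, 58 were called down in C2C12 cells, 66 were called up in PMs and 7 belong to the muscle list. The 40 genes had medians of 1.19 and -0.69, with 5 called up in C2C12 cells and 14 called down in PMs. With the block, 98 of the 261 were called down in C2C12 cells, and of the 66, 11 were called up in C2C12 cells and 24 down in PMs. Of the genes the paper names, the difference between the cell types passed the threshold at day 3 for Myl2 (4.60, standard error 0.79, edgeR adjusted p = 0.0099), Casq1 (2.37, standard error 0.53, edgeR adjusted p = 0.037) and Rassf2 (1.54, standard error 0.31, edgeR adjusted p = 0.019). At day 6 it passed for Myl2 (4.84, edgeR adjusted p = 0.018). With the block it also passed at day 3 for Myh8, Fst and Fgf7 (3.68, 1.68 and 2.28, edgeR adjusted p = 0.042, 0.038 and 0.0052) and at day 6 for Myh2 (-2.12, edgeR adjusted p = 0.025). From the sets of genes that changed in one cell type only, the paper concludes that Tead1/4 silencing had distinct effects in PMs and C2C12 cells.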

### Genome occupancy by Tead4 in muscle *in vivo*

We next addressed genome occupancy by Tead4 in mouse muscle *in vivo*. We developed a protocol to prepare chromatin from dissected hind-limb muscle (see Materials and methods) and performed ChIP-seq for Tead4, H3K27ac and RNA Polymerase II (Pol II). We analysed the Pol II ChIP-seq to determine whether the signal obtained reflected mainly Pol II occupancy in muscle or in contaminating non-muscle cells. More than 38000 Pol II peaks were identified most of which localised at the TSS (Fig 8A). Transcribed genes can show high levels of promoter paused Pol II and low levels in the gene body or low pausing, but abundant elongating Pol II [29]. The second class often corresponds to tissue identity genes controlled by so-called “super enhancers” [30, 31]. Analyses of the Pol II ChIP-seq data identified around 1000 genes with high levels of transcribing Pol II (class A in Fig 8B), a second class (B) also with high Pol II in the transcribed regions and larger groups of genes (C and D) with high Pol II at the promoter, but lower levels in the gene body. Class A genes also showed high levels of H3K27ac throughout the gene body typical of what has been described at cell identify genes (Fig 8B). Class A genes associated with high Pol II and H3K27ac were enriched in terms associated with muscle fibre (Fig 8C). For example, the locus comprising *Myh2*, 1, 4, 8 and 13 showed high Pol II density specifically over the *Myh4* gene with much lower densities over the *Myh1* and *Myh2* genes, but no transcription of other myosin genes at this locus (Fig 8D). These loci also showed extensive H3K27ac surrounding and throughout the gene body. The Pol II and H3K27ac ChIP-seq therefore identified a set of highly transcribed muscle identity genes confirming the signal comes predominantly from muscle cells.

**Fig 8:**
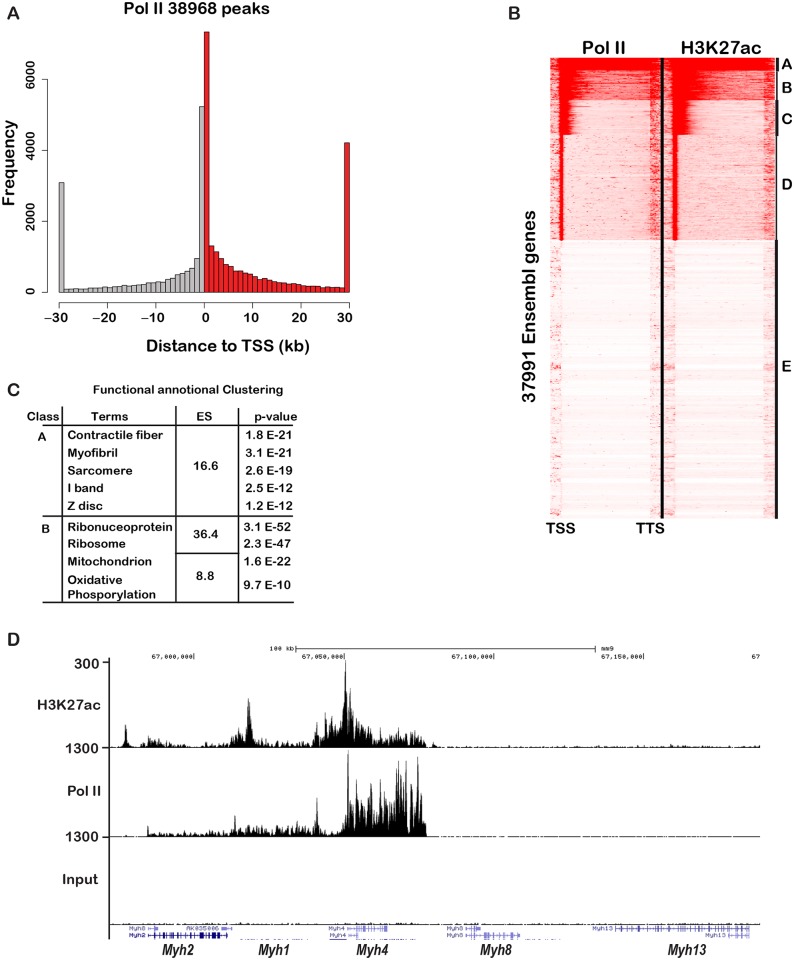
Highly transcribed muscle cell identity genes. **A.** Localisation of Pol II peaks in muscle relative to the TSS. **B.** Read density analyses of Pol II and H3K27ac at Ensembl annotated genes distinguishing those with high transcribing Pol II density classes A and B from those with lower or no transcribing Pol II, classes C-E. **C.** Results of functional enrichment ontology analyses of the genes in classes A and B showing the enriched terms, the enrichment score (ES) and the p-values. **D.** UCSC genome browser view showing Pol II and H3K27ac profiles at the *Myh4* locus.

Of the 2220 identified Tead4 sites, 686 were associated with active promoters marked by Pol II and H3K27ac and enriched in muscle specific functions (Fig 9A and S12A Fig). Genes associated with Tead4-bound sites showed enrichment in terms associated with muscle structural proteins (Fig 9B). Aligning the muscle Tead4 ChIP-seq to the coordinates of the differentiated C2C12 cell peaks revealed 1558 sites with significant signal (Fig 9C). Genes associated with these shared sites were enriched in muscle structural proteins. In the converse comparison using the top 2200 Tead4-bound sites in muscle as reference, 341 common peaks were identified (Fig 9D). These comparisons revealed Tead4 sites in muscle that were not called amongst the 2200 high confidence sites, but although showing lower occupancy in muscle were shared with differentiated C2C12 cells. Tead4 therefore bound a distinct repertoire of sites in C2C12 cells and muscle and sites with high occupancy in muscle did not necessarily show high occupancy in C2C12 cells and *vice-versa*.

**Fig 9:**
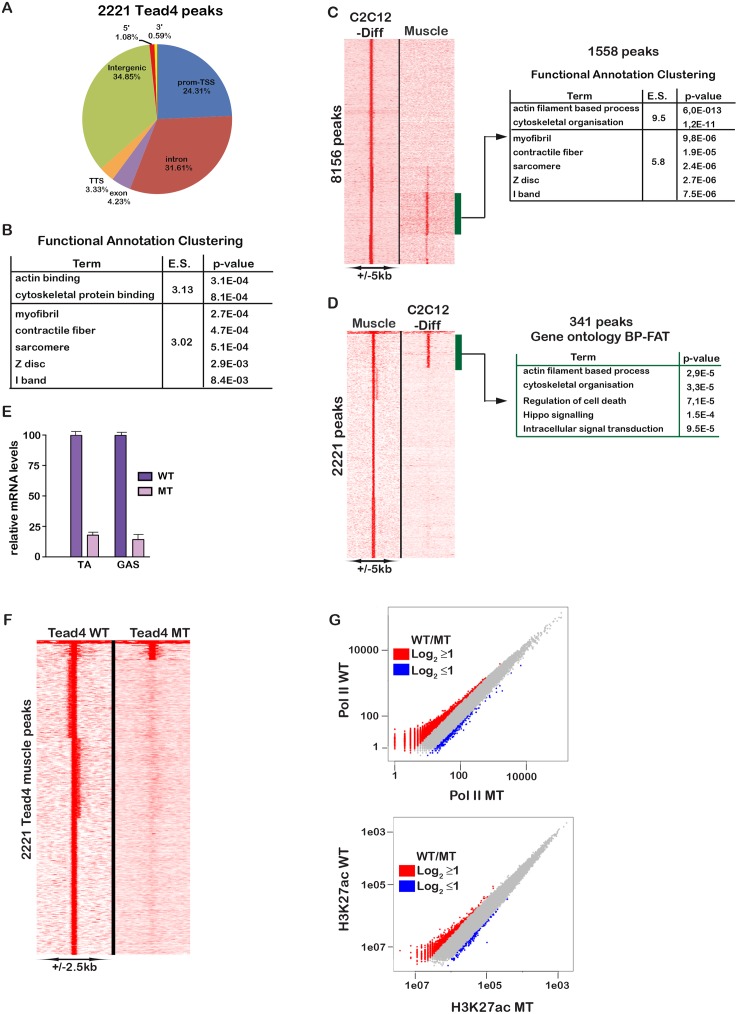
Tead4 occupancy in mature muscle *in vivo*. **A.** Localisation of Tead4 binding sites relative to the genome. **B.** Results of functional enrichment ontology analyses of the genes associated with Tead4 bound sites in muscle showing the enriched terms, the enrichment score (ES) and the p-values. **C-D.** Comparison of Tead4 binding in differentiated C2C12 cells and in muscle *in vivo*. Panel C uses coordinates of C2C12 Tead4 sites as reference and panel D, the mature muscle Tead4 sites. The results of functional enrichment ontology analyses of the genes associated with the shared sites showing the enriched terms, the enrichment score (ES) and the p-values. **E.** RT-qPCR of *Tead4* expression in tibialis anterior and gastrocnemius muscles from *Hsa*::Cre-ER^T2^::*Tead4*^lox/lox^ mice with (MT) or without (WT) Tamoxifen injection. **F**. Read density maps of Tead4 occupancy in WT and MT muscle. **G**. Global peak occupancy profiles of Pol II and H3K27ac in wild-type and Tead4-mutant muscle.

We next performed ChIP-seq from muscle of mice in which Tead4 was specifically inactivated in fibres using the *Hsa*::Cre-ER^T2^ driver [32]. Mice with floxed *Tead4* alleles were crossed to generate *Hsa*::Cre-ER^T2^::*Tead4*^lox/lox^ animals. These mice were injected at 6–7 weeks with tamoxifen for 4 consecutive days and 3 weeks after injection *Tead4* expression was strongly reduced in the tibialis anterior and gastrocnemius muscles showing efficient recombination (Fig 9E). We performed Pol II, H3K27ac and Tead4 ChIP-seq from these *Tead4*^musc-/-^ animals. Aside a small number of sites with signal in *Tead4*^musc-/-^ animals, Tead4 binding was lost (Fig 9F) indicating that observed signal came almost exclusively from sites bound in muscle. Comparison of Pol II and H3K27ac profiles in wild-type and *Tead4*^musc-/-^ muscle (Fig 9G) showed only minor changes in low intensity signals and hence that Tead4 loss did not affect global Pol II or H3K27ac distribution.

For example, at the *Acta1* locus Tead4 occupancy was lost in mutant muscle, whereas no change in Pol II and H3K27ac profiles was observed (S13 Fig). Similarly, Tead4 occupied 3 sites at the *Amolt2* locus in both C2C12 cells and wild-type muscle including an upstream enhancer site marked by H3K27ac (S14 Fig). The shared sites co-localised with those occupied by Myod1 and Myog in C2C12 cells. In mutant muscle, Tead4 occupancy was lost, but no change for Pol II and H3K27ac was seen.

In agreement with the unaltered Pol II and H3K27ac profiles, little change in expression of potential Tead4 target genes was seen in mutant muscle, only minor reductions in *Myh2* and *Myl2* expression were observed (S15A and S15B Fig). Moreover, *Tead4*^musc-/-^ animals did not show any marked phenotype in terms of muscle fibre size, muscle mass and grip strength (S15C–S15E Fig). One potential explanation is redundancy with Tead1. To investigate this possibility, we performed Tead1 ChIP-seq in muscle. Of the 358 sites identified, 188 were shared with Tead4 (S12B Fig). Genes associated with Tead1-occupied sites were however enriched in muscle function. For example, prominent Tead1 and Tead4 occupancy was observed at the *Acta1* and *Amotl2* loci (S13 and S14 Figs). Thus, redundancy with Tead1 may in part account for the lack of phenotype seen upon Tead4 inactivation. Alternatively, differentiating C2C12 cells and PMs represent a very different physiological state from mature differentiated fibres. A more comparable situation is muscle fibre regeneration. We therefore investigated the role of Tead4 in muscle fibre regeneration *in vivo*.

We employed a protocol similar to that previously used to demonstrate the role of SRF in regeneration using the *Hsa*::Cre-ER^T2^ driver ([33] and see Fig 10A). Muscle degeneration in *Hsa*::Cre-ER^T2^::*Tead4*^lox/lox^ and *Hsa*::Cre-ER^T2^::*Tead4*^+/+^ animals was induced by notexin injection and Tead4 was inactivated in regenerating fibres by regular subsequent Tam injection (Fig 10A). At 15 days after notexin injection, tibialis anterior mass was significantly lower in the *Tead4*^musc-/-^ compared to the *Tead4*^+/+^ animals (Fig 10B). Similarly, fibre cross-section area was significantly altered with more small fibres and less large fibres in *Tead4*^musc-/-^ (Fig 10C). Expression of several Tead4 target genes such as *Myh1* and *Myh2*, *Ankrd2*, *Lats2* and *Amotl2* were all significantly reduced (Fig 10D). Moreover, *Tead1* and *Myog* expression were also reduced, whereas *Ccnd1* expression was increased. Thus, the gene expression changes induced by Tead4 inactivation during notexin-induced regeneration were similar but not identical to those seen following si*Tead4* in PMs.

**Fig 10:**
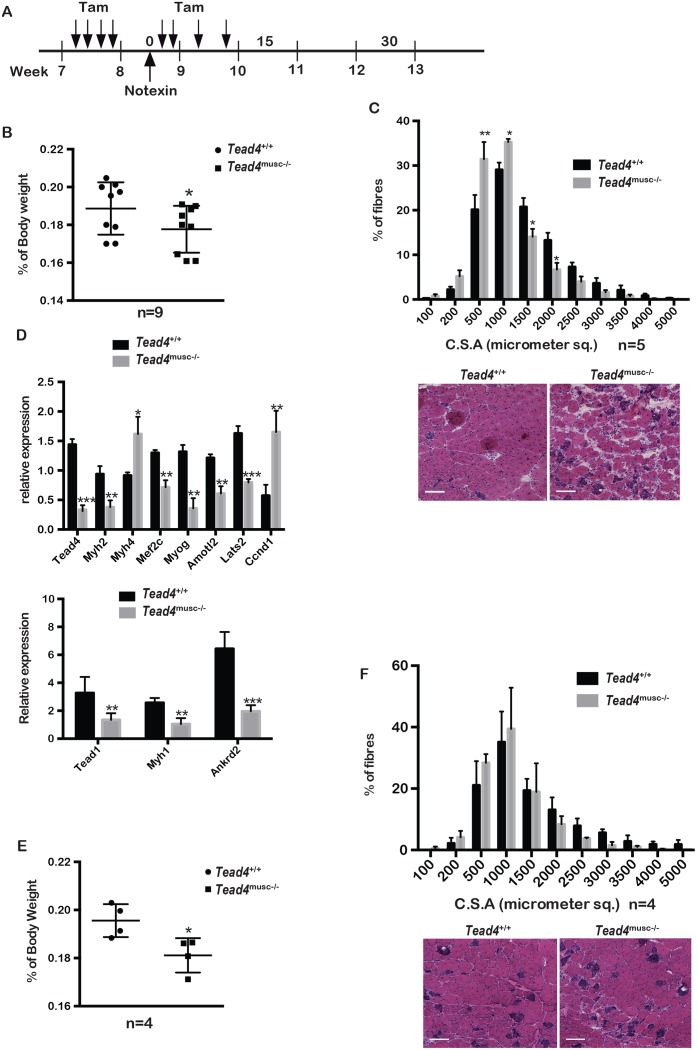
Tead4 is required for muscle regeneration *in vivo*. **A**. Outline of experimental protocol showing days of Tam and Notexin injection. **B**. Tibialis anterior mass of the indicated animals 15 days after notexin injection. Two-tailed t-test, p value< 0,05 on a total of 9 animals of each genotype from 2 cohorts. **C**. Tibialis anterior cross-section area of the indicated animals 15 days after notexin injection. Two-way anova, p-value ** <0,001, p-value * <0,01, N = 5. The lower panel shows a representative HE stained section, scale bar 100 μm. **D**. RT-qPCR of the indicated genes 15 days after notexin injection. T-test; p-value *** <0,0001, p-value ** <0,01, p-value * <0,05. N = 5. **E-F**. Tibialis anterior mass and cross-section areas of the indicated animals 30 days after notexin injection. N = 4.

At 30 days after notexin injection, tibialis anterior mass remained somewhat reduced in the mutant animals, but fibre cross-section area was comparable to that in control animals (Fig 10E and 10F). Thus, Tead4 inactivation delayed the normal regeneration process.

## Discussion

### Tead factors are essential for myogenic differentiation *in vitro*

Here we show the essential role of Tead factors in PM differentiation. While silencing of each individual Tead had little discernible effect at the cellular level, Tead4 silencing specifically affected expression of its direct targets *Myh7* and *Cav3*. Nevertheless, combinatorial *Tead1/4* or *Tead1/2/4* silencing strongly impaired PM differentiation with fewer cells initiating Myh expression and shorter myotubes. Functional redundancy may be explained by the persistent expression and nuclear localisation of *Tead1* during differentiation of si*Tead4* PMs and *vice-versa*.

In contrast, si*Tead4* silencing impaired C2C12 cell differentiation with formation of shorter myotubes. Individual *siTead1* or *siTead2* silencing also impaired differentiation, revealing differences in Tead contributions in PM and C2C12 cells. In C2C12 cells, *Tead4* silencing diminished *Tead1* and *Tead2* expression. Indeed, Tead4 occupied *Tead1* regulatory sequences to directly regulate its expression. In addition, while Tead1 and Tead4 were nuclear in differentiated PMs, Tead1 was absent from the differentiated C2C12 cell nuclei and therefore could not compensate Tead4 silencing. C2C12 cell differentiation is however impaired by si*Tead1* showing that it contributed to early events in this process. Differential contribution of Teads in the two cell types can thus be explained by differences in their regulation and intra-cellular localisation.

Immunostaining detected Tead1 uniquely in the nucleus of non-differentiated C2C12 cells, whereas Tead4 expression was lower and distributed in both nucleus and cytoplasm. However, ChIP-seq showed higher genomic occupancy of Tead4 than Tead1 suggesting its preferentially recruitment to the non-differentiated cell genome. While it is possible that the ChIP-efficiency of the Tead4 antibody is higher than the Tead1 antibody, a set of sites showed preferential occupancy by Tead1 rather suggesting the overall lower binding of Tead1 cannot simply be explained by lower ChIP efficiency. Indeed, it has previously been reported that the Vgll2 cofactor induced during C2C12 cell differentiation inhibits Tead1, but not Tead4 DNA binding [22]. Hence, it is possible that during differentiation Vgll2 acts to selectively inhibit Tead1 genomic binding leading either to its export from the nucleus and/or its reduced expression.

In our previous study [21], we performed ChIP in cells constitutively overexpressing tagged Tead4. Despite constitutive Tead4 overexpression, we identified sites occupied only during differentiation consistent with their acquisition of H3K4me3 or H3K27ac. Others, exemplified by a site upstream of the Myog locus (see S6D Fig), were occupied by exogenous, but not endogenous Tead4 in proliferating C2C12 cells. Thus, while Tead4 occupies many sites in undifferentiated C2C12 cells, there exists a subset of sites occupied only during differentiation irrespective of Tead4 expression levels, whereas others can be occupied in the undifferentiated state upon increased Tead4 expression. Tead4 genome occupancy is therefore not only regulated by its expression level, but also by changes in chromatin state during differentiation.

Integration of Tead4 ChIP-seq data with that of chromatin modifications showed strong association of Tead4 occupied sites with active H3K27ac-marked regulatory elements in both undifferentiated and differentiated cells. Moreover, many sites showed Tead4/Myog/Myod1 co-occupancy. These observations reinforce the idea that Tead4 in particular and Teads in general may cooperate with Myod1 and Myog to regulate gene expression during differentiation.

Myod1 orchestrates the activation of a compendium of muscle enhancer elements [25] [34]. The DNA sequences at these enhancers were enriched for the AP1 and Runx families, but not for the MCAT motif. Tead4-occupied sites in non-differentiated cells were enriched in AP1 and Runx motifs suggesting these factors collaborate to drive proliferation. Recently, sites occupied by Tead factors driving motility in cancer cells were identified and showed not only enrichment in AP1 motifs, but also many of the motifs that we found enriched at Tead4 sites in C2C12 cells [35]. In contrast, Tead4 sites preferentially occupied in differentiated cells showed little overlap with Jun, but better co-localisation with Runx and were enriched for E-boxes for Myod1/Myog consistent with their observed co-localisation. Nevertheless, although many Tead4 occupied sites are co-occupied by Myod1/Myog, these sites constitute only a smaller subset of a larger collection of Myod1/Myog sites explaining why the MCAT motif was not detected in the analyses of Blum et al., [25].

RNA-seq showed that Tead1/4 drive distinct but overlapping gene expression programs in the two cell types. This partly reflects the different gene expression programs of PMs and C2C12 cells, but also suggests that Tead4 may occupy a different, but overlapping set of sites in these two cell types. Interestingly, a large number of muscle function genes are specifically down-regulated in C2C12 cells by Tead1/4 silencing. This may reflect the additional contribution of Mef2c that was down-regulated in C2C12 cells, but not PMs. 

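Tested as a difference between the cell types, a comparison added after seeing the data, the muscle list fell less in PMs than in C2C12 cells, with a median difference of 0.91 on the log2 scale at day 3, positive for 77 of 85 genes (camera adjusted p = 9.6e-12). At day 6 the difference was 0.63, positive for 78 of 85 (camera adjusted p = 1.9e-10). Under fry neither was past the threshold (adjusted p = 0.28 and 0.57). When a replicate was left out the differences came as near to 0 as 0.61 and 0.34. Myh3 had a log2 fold change of -0.31 in PMs at day 3, and its difference between the cell types, 2.14, was not past the threshold (edgeR adjusted p = 0.051). Casq1 had a log2 fold change of -0.05 in PMs at day 3 (edgeR adjusted p = 0.94) but of -1.49 at day 0 (edgeR adjusted p = 0.013).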

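Mef2c (ENSMUSG00000005583, chromosome 13 from 83643033 to 83806684) was at 157 ± 40.5 CPM in siTead1/4 C2C12 cells and 461 ± 145 CPM in siControl C2C12 cells at day 3 (SD, n = 2 each). This gives a log2 fold change of -1.55 (standard error 0.37, edgeR adjusted p = 0.078) that stayed between -1.84 and -1.17 when a replicate was left out. It was not called by edgeR but was called by DESeq2 without shrinkage (-1.56). At day 6 it was at 370 ± 150 against 816 ± 163 CPM (SD, n = 2 each; log2 fold change -1.14, edgeR adjusted p = 0.45). At day 0 its log2 fold change was 0.92 (edgeR adjusted p = 0.41), or 0.45 without siTead1/4 replicate 1. In PMs it was at 1197 ± 81.0 against 1362 ± 86.2 CPM at day 3 (SD, n = 2 each; log2 fold change -0.19, standard error 0.13, edgeR adjusted p = 0.43). Its log2 fold changes at days 0 and 6 were -0.38 and -0.19 (edgeR adjusted p = 0.10 and 0.64). The day 3 value was -0.12 without siControl replicate 2 and the day 6 value was -0.10 without it. The difference between the cell types at day 3 was 1.34 (standard error 0.41) and was not past the threshold (edgeR adjusted p = 0.13). The paper proposes that the lower Mef2c in C2C12 cells contributes to the fall of muscle genes seen there alone.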

More striking is the specific up-regulation of neuron-expressed genes in PMs suggesting that Tead1/4 silencing leads to altered cell identity. Nevertheless, many genes critical for fibre formation, contraction and neuromuscular junction are down-regulated by si*Tead1/4* in both cell types. Diminished expression of these genes contributes to the impaired differentiation observed.

We previously suggested that in addition to activating muscle differentiation genes, Tead4 may also repress genes such as *Ccnd1* and *Ctgf* that drive cell proliferation and whose expression is reduced upon differentiation [21]. While Tead4 binds genes like *Ccnd1* before and during differentiation, we observed here sites preferentially bound in differentiated cells and associated with cell cycle such as *E2f8* or *Chek2*, or Wnt, Tgfβ and Notch signalling genes. These genes are normally repressed during differentiation, but were up-regulated after si*Tead1/4* silencing. 

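E2f8 (ENSMUSG00000046179, chromosome 7 from 56121799 to 56136966) fell during siControl differentiation, with log2 fold changes against day 0 of -0.92 at day 3 and -1.29 at day 6 in C2C12 cells (edgeR adjusted p = 0.076 and 0.020) and of -1.84 and -1.82 in PMs. After siTead1/4 silencing it was lower in C2C12 cells at day 3, at 18.8 ± 7.62 against 51.8 ± 3.32 CPM (SD, n = 2 each; log2 fold change -1.47, standard error 0.38, edgeR adjusted p = 0.10). DESeq2 without shrinkage called it down there (-1.48). Its log2 fold change at day 6 was -0.26 (edgeR adjusted p = 0.95), or 0.17 without siTead1/4 replicate 1. In PMs it was 0.23 at day 3 (edgeR adjusted p = 0.63) and 0.33 at day 6 (edgeR adjusted p = 0.69), or 0.07 and -0.08 without siTead1/4 replicate 2. Chek2 (ENSMUSG00000029521, chromosome 5 from 111269036 to 111303152) also fell in siControl cells, by log2 fold changes of -1.56 and -1.90 in C2C12 cells and -1.68 and -1.46 in PMs. After silencing it changed by 0.17 at day 3 (standard error 0.24, edgeR adjusted p = 0.85), or -0.11 without siTead1/4 replicate 2, and by 0.60 at day 6 (edgeR adjusted p = 0.64) in C2C12 cells. In PMs it changed by 0.51 at day 3 (edgeR adjusted p = 0.19), between 0.24 without siControl replicate 1 and 0.85, and by 0.02 at day 6, or -0.12 without siTead1/4 replicate 1. Camera did not place the Notch, Wnt or Tgfβ list lower during siControl differentiation, while fry placed the Notch list lower in PMs at day 3 (adjusted p = 0.012). Their medians at day 3 were 0.13, 0.54 and 0.0052 in C2C12 cells (camera adjusted p = 0.29, 0.037 and 0.87) and -0.18, 0.22 and 0.05 in PMs (camera adjusted p = 0.17, 0.76 and 0.93). With genes at the floor of 3 counts set to their bound the Wnt medians were 0.48 and 0.04, and without siControl replicate 2 the Notch median in PMs was -0.43. Among single genes, Notch3, Notch1, Dll1 and Hey1 fell in siControl PMs at day 3, with log2 fold changes of -1.12, -1.20, -1.46 and -3.41 (edgeR adjusted p = 0.028, 0.0039, 1.9e-05 and 1.7e-05). By contrast, Notch3 and Dll1 rose in siControl C2C12 cells, by 1.84 and 4.84 on the log2 scale (edgeR adjusted p = 9.1e-05 and 1.3e-04).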

Proper regulation of Wnt, Notch and Tgfβ signalling is essential for normal myogenic differentiation [36] [37] [38] and their mis-regulation impairs myogenesis and can lead to fibrosis [39]. For example, si*Tead1/4* silencing up-regulated its target genes *Notch3*, and to a lesser extent *Notch1*, and *Dll1* ligand, accompanied by up-regulation of the Notch mediators *Hey1* and *Hey2* shown to inhibit myogenesis [40]. On the other hand, si*Tead1/4* silencing up-regulated its target gene *Nkd1*, an antagonist of Wnt signalling [41] [42] that is normally required to promote differentiation. Thus, Tead4 plays a dual role during differentiation, not only activating the myogenic program, but also repressing cell cycle and signalling genes.

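Notch3 (ENSMUSG00000038146, chromosome 17 from 32257765 to 32303825) was at 161 ± 15.3 CPM in siTead1/4 and 222 ± 16.7 CPM in siControl C2C12 cells at day 3 (SD, n = 2 each; log2 fold change -0.46, standard error 0.20, edgeR adjusted p = 0.32). It was 0.18 at day 0 and 0.39 at day 6, and the latter was 0.16 to 0.64 across the fits that left out a replicate. In PMs it was at 207 ± 66.7 against 119 ± 57.8 CPM at day 3 (SD, n = 2 each; log2 fold change 0.80, standard error 0.38, edgeR adjusted p = 0.25). The day 3 value was 0.38 without siControl replicate 1 and 1.41 without siControl replicate 2, and its log2 fold change was 0.73 at day 6 (edgeR adjusted p = 0.53). Notch1 (ENSMUSG00000026923, chromosome 2 from 26313423 to 26372183) was lower in siTead1/4 C2C12 cells at day 3, at 28.4 ± 1.22 against 62.1 ± 13.1 CPM (SD, n = 2 each; log2 fold change -1.13, standard error 0.30, edgeR adjusted p = 0.11). Under DESeq2 without shrinkage it was called down (-1.14). Its log2 fold changes in PMs were 0.02, 0.12 and 0.05 at days 0, 3 and 6, each of which was negative without 1 library (-0.32 and -0.25 at days 0 and 6 without siTead1/4 replicate 1, and -0.19 at day 3 without siControl replicate 1). Dll1 (ENSMUSG00000014773, chromosome 17 from 15504318 to 15513836) had log2 fold changes of 0.92, 0.48 and 0.85 in C2C12 cells (edgeR adjusted p = 0.64, 0.73 and 0.82), with -0.42 at day 3 and 0.32 at day 6 without siTead1/4 replicate 1. In PMs they were 0.13, 0.15 and 0.66 (edgeR adjusted p = 0.081 at day 6), with -0.06 at day 3 without siTead1/4 replicate 2.
Hey1 (ENSMUSG00000040289, chromosome 3 from 8663362 to 8667039) was at 22.8 ± 5.91 against 9.03 ± 2.02 CPM in C2C12 cells at day 0 (SD, n = 2 each; log2 fold change 1.33, standard error 0.29, edgeR adjusted p = 0.083), and DESeq2 without shrinkage called it up there (1.33). It changed by -0.90 at day 3 (edgeR adjusted p = 0.17) and -0.01 at day 6. In PMs it was at 88.7 ± 0.226 against 46.2 ± 1.79 CPM at day 0 (SD, n = 2 each; log2 fold change 0.94, edgeR adjusted p = 0.10). It changed by 0.52 at day 3 and by -0.05 at day 6, or 0.70 at day 6 without siControl replicate 2. Hey2 (ENSMUSG00000019789, chromosome 10 from 30552165 to 30562607) had at most 3 counts in each siControl C2C12 library of day 3 and was at least 7.84-fold higher in siTead1/4 cells, at 0.528 ± 0.556 CPM (SD, n = 2; edgeR adjusted p = 0.085). In PMs its log2 fold changes were -0.42, 0.71 and 0.82 at days 0, 3 and 6 (edgeR adjusted p = 0.31 and 0.42 at days 3 and 6), with 0.31 at day 0 without siControl replicate 1.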

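Nkd1 (ENSMUSG00000031661, chromosome 8 from 91045243 to 91118786) did not pass the filter on low counts in C2C12 cells, where its siTead1/4 replicates had 6 and 0 counts at day 3 and 16 and 8 at day 6, against 1 and 1 and 11 and 7 in siControl cells. In PMs it was at 5.77 ± 1.40 CPM in siTead1/4 and 1.42 ± 0.399 CPM in siControl cells at day 3 (SD, n = 2 each). That is a log2 fold change of 2.02 (standard error 0.57, edgeR adjusted p = 0.062) that stayed between 1.74 and 2.34 when a replicate was left out. It was not called by edgeR and was called up by DESeq2 without shrinkage (2.02), and by edgeR with the replicate number as a block (2.06). At day 6 its log2 fold change was 1.53 (edgeR adjusted p = 0.32), or 0.72 without siTead1/4 replicate 2 and 1.45 and called with the block, and at day 0 it was -0.16 (edgeR adjusted p = 0.90), or 0.55 without siControl replicate 2.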

Some discrepancies remain with our previous observations using sh*Tead4* silencing in C2C12 cells. For example, sh*Tead4* silencing strongly inhibited *Myog* expression, while this was not seen upon si*Tead4* silencing. This may reflect a fundamental difference in the two approaches. In the shRNA experiments, C2C12 myoblasts were infected, selected and Tead4 expression was silenced for up to 10 days before differentiation was initiated. As Tead4 occupies more than 2800 binding sites in proliferating myoblasts, it is likely that diminished Tead4 levels for several days prior to differentiation can affect activation of genes that are rapidly induced after differentiation. Extensive Tead4 genome occupancy in proliferating C2C12 cells may therefore play a critical role in establishing the proper chromatin state permissive for activation of genes during differentiation.

### Tead4 is essential for normal muscle regeneration

Performing ChIP-seq directly from mature muscle fibres identified a set of a highly transcribed and H3K27ac-marked muscle cell identity genes and Tead4 and Tead1 bound sites. Tead1 and Tead4 occupied an overlapping set of sites that partially overlapped with those in C2C12 cells. Shared sites were strongly enriched at genes encoding muscle structural proteins and also at a smaller set of genes encoding signalling and cell cycle proteins. In particular, Tead1 and Tead4 occupied sites at genes of the Hippo signalling pathway like *Lats2* and *Amotl2* in C2C12 cells and in mature fibres. Similarly, in post-mitotic muscle, Tead4 occupied sites at the *Ccnd1* and *Ctgf* loci that normally contribute to its proliferative function. This may reflect the known role of the Tead4-Yap1 axis in regulating muscle fibre size [13].

Despite the observed genomic occupancy, Tead4 inactivation in mature fibres had no marked effect on Pol II and H3K27ac distribution, led to only minor effects on target gene expression, and resulted in no evident phenotype. In contrast, Tead4 inactivation led to delayed muscle regeneration after notexin treatment. Significant reductions in muscle mass and fibre size were seen after 15 days, but by 30 days these parameters were comparable to those seen in control animals. In addition, Tead4 contributed to activation of muscle structural genes during regeneration-induced differentiation. The absence of phenotype in mature fibres is in agreement with a previous report where Tead4 was inactivated in post-implantation embryos [43]. Similarly, while Tead4 loss delayed regeneration, this process was not completely impaired, explaining the absence of a notable muscle phenotype seen in the study of Yagi et al., although they did not specifically assay regeneration in their Tead4 mutant animals [43]. The results obtained with differentiating PMs *in vitro* and in muscle *in vivo* are all in accordance with strong redundancy between Tead1 and Tead4 in the myogenic process that minimises the effects seen upon loss of Tead4 alone. Nevertheless, our study defines for the first time the critical roles of these factors in myogenic differentiation.

## Materials and methods

### Ethics statement

Mice were kept in accordance with the institutional guidelines regarding the care and use of laboratory animals and in accordance with National Animal Care Guidelines (European Commission directive 86/609/CEE; French decree no.87–848). All procedures were approved by the French national ethics committee.

### Mice

Intra-peritoneal injection of Tamoxifen (100μl of 1mg/ml) for four consecutive days was performed on 6–7 week-old animals. After 3 weeks, animals were sacrificed, the tibialis anterior and gastrocnemius muscles were dissected and deletion of *Tead4* was verified by PCR genotyping and RNA was prepared. For regeneration, notexin was injected in the tibialis anterior of mice previously treated with Tam. Four subsequent Tam injections were performed following notexin treatment to inactivate Tead4 in the newly forming fibres. Hind-limb grip strength was measured using a Bioseb Grip Strength Meter. Three consecutive readings were performed for each mouse within the same session and the mean value was recorded as the maximal grip strength for each mouse. Body weight was recorded using an electronic balance after sacrificing the mice. The tibialis anterior muscle was then dissected and its mass was measured. The tibialis anterior mass is represented as % of body weight. For fibre cross-section area measurements, transverse cryosections (8μm) of mouse tibialis anterior muscle were stained with hematoxylin and eosin. Slides were scanned using NanoZoomer-XR Digital slide scanner (Hamamatsu Photonics K.K.). Cross-section area was analyzed using the RoiManager plugin of Fiji image analysis software.

### Generation of *Tead4*^*lox/lox*^ mice

The conditional *Tead4* mutant allele was generated using a targeting construct where *Tead4* exons 2 and 3 were flanked by two *loxP* sites. A neomycin resistance cassette (PGK-Neo) flanked by two *Frt* sites was inserted immediately downstream of the 5’ loxP site. The targeting vector based on pKOII contained a diphtheria toxin A (DTA) counter selection cassette to enrich for homologous recombination events. Homology arms were subcloned from cosmids MPMGcPO454Q2 and MPMGc121P0454Q01 (The German Resource Center for Genome Research) using the restriction enzymes NaeI and EcoRV (3.8 kb, short arm) and EcoRV and KpnI (11.2kb, long arm). The *Tead4* targeting construct was electroporated into V6.5 F1 hybrid embryonic stem (ES) cells [44] after linearization with NotI and subjected to G418 selection. Homologous recombination events in individual ES cell clones were detected by Southern blot analysis of XbaI digested DNA using a probe located outside of the homology arms and by PCR analysis using the following primers: (5’-loxP-FW) AGTGCATGAGGCAAGAGGC, (5’-loxP-RV) GCTCCTGGGACCATAGTTA; (3’-loxP-FW) CAGGCCTCTCTCTGAGGTGA, (3’-loxP-RV) ACTATGAGAGCCTCACAGGC. A positive clone was microinjected into C57BL/6 (B6) blastocysts before transplantation into pseudopregnant foster mothers. Chimeric mice were mated to *Flp*-expressing transgenic mice to remove the neomycin resistance cassette by *Flp*-mediated recombination leaving behind a single Flp site and two loxP sites flanking exon 2 and 3. These mice were the bred with previously described *Hsa*::CreER^T2^ mice [32].

### Cell culture, differentiation and transfections

C2C12 cells were grown in 20% foetal calf serum (FCS) containing DMEM medium and were differentiated for most experiments up to six days in 2% horse serum (HS) containing DMEM medium. Adult mouse primary myoblasts were isolated from C57BL/6 wild type 3–4 week-old mice and plated on matrigel-coated dishes. The primary myoblasts were grown in IMDM GLUTAMAX-I medium with 20% FCS and were differentiated in the same medium with 2% HS. The siRNA transfection experiments were performed as per the Lipofectamine RNAiMAX manufacturer’s protocol and cells were harvested at indicated time points of differentiation after the siRNA transfection. ON-TARGET-plus SMARTpool siRNAs for Tead1, Tead2 and Tead4 knockdown and non-targeting siRNA were purchased from Dharmacon Inc. (Chicago, Il., USA). The siRNA experiments were performed at least in triplicates. Phase contrast images were taken at 4x magnification using the EVOS digital microscope.

### Antibodies and primers

A list of all antibodies and primers used can be found in S6 Dataset.

### Immunoblotting

Whole cell extracts were prepared by the standard freeze-thaw technique using LSDB 500 buffer (500 mM KCl, 25 mM Tris at pH 7.9, 10% glycerol, 0.05% NP-40, 1 mM DTT, and protease inhibitor cocktail) and Immunoblotting was performed by standard procedure.

### Immunofluorescence and fusion index

1x10^5^ cells were seeded on coverslips in 35mm dishes with matrigel for primary myoblasts and without matrigel for C2C12 cells and were transfected with siRNA 4 hours after seeding. Cells were refreshed 6 to 8 hours after the siRNA treatment and fixed on day 6 of differentiation with 4% formaldehyde for 10 mins. Cells were washed with PBS and permeabilized with 0.5% triton for 10 mins, washed twice with PBS-tween 0.2% and blocked with 5% BSA for 30 minutes. Cells were incubated with primary antibody overnight at 4°C followed by three PBS-tween 0.2% washes. Secondary antibody incubation was done for 30 minutes at room temperature. Cells were washed thrice with PBS-tween 0,2% and stained with DAPI. Coverslips were mounted on superfrost glass slides using Vectashield. Slides were visualised using an inverted fluorescence microscope at 10x magnification in all experiments.

To quantify the fusion in double and triple knockdown experiments, we calculated the fusion index as the percentage of number of nuclei within the Myh-positive cells above total number of nuclei counted in a field. Nuclei in fields from three replicate experiments were counted and analysed by a two-tailed t-test. Note that Myh positive cells with only 3 nuclei were taken for the counting of the nuclei.

### RNA extraction, RT-qPCR and RNA-sequencing

Total RNA was extracted using the GenElute Mammalian Total RNA Miniprep Kit from Sigma. cDNA was prepared with using SuperScript II Reverse Transcriptase (RT) using the kit protocol and quantitative PCR was carried out with the SYBR Green I (Qiagen) and monitored using the Roche Lightcycler 480. Primer sequences were designed using Primer3plus software and beta-actin was used as normalization control.

Messenger-RNA-seq was performed essentially as described [45, 46]. Sequence reads mapped to reference genome mm9/NCBI37 using Tophat [47]. Data normalization and quantification of gene expression was performed using the DESeq 2 Bioconductor package [48]. Significantly deregulated genes were selected using a log2 fold change >1 and <1 and adjusted p-value <0,05. Gene ontology analyses were performed using the DAVID functional annotation clustering tool available at the website- https://david.ncifcrf.gov/. For GSEA analyses, we used the mean of the log2 fold changes of the biological replicates as metric for the H Hallmark gene sets of the BROAD javaGSEA tool with 1,000 permutations and the canonical pathway (cp) subcollection of the C2 curated BROAD molecular signature gene-set collection.

### ChIP and ChIP-sequencing

Chromatin immunoprecipitation from C2C12 cells was performed by standard procedures as previously described [45] [49]. For ChIP from mouse muscle, muscles harvested from hind limbs of three adult *Hsa*::Cre-ER^T2^::*Tead4*^lox/lox^ mice with or without Tamoxifen injection were either snap frozen or immediately used for ChIP. The tissue was minced and quickly homogenised in cold hypotonic buffer with protease inhibitors using an Ultraturax homogeniser. The homogenised tissue lysate was fixed with 1% formaldehyde in fresh hypotonic buffer for 10 mins shaking at room temperature. Fixation was stopped by adding glycine to 0.15M concentration. Lysate was centrifuged at 3000rpm 5 mins at 4°C and the pellet was resuspended in fresh hypotonic buffer (25 mM HEPES, pH 7.8, 1.5 mM MgCl2, 10 mM KCl, and 0.1% NP-40), supplemented with Protease Inhibitor Cocktail (Roche, Basel, Switzerland). Lysate was filtered to eliminate debris and nuclei were collected using cell strainer of 70 μm pore size. The filtrate was centrifuged for 5 mins at 3000rpm to obtain a nuclear pellet that was resuspended and incubated 10 min at 4°C in sonication buffer (EDTA 10mM, Tris-HCl, pH 8.0, 50mM, SDS 1% with protease inhibitor cocktail and PMSF) and then sonicated using Covaris sonicator for 20 to 25 mins. Lysate was then centrifuged for 15 mins at 11000g at 4°C to obtain the chromatin supernatant fraction that was the used for ChIP. ChIP-seq libraries were prepared and sequenced on an Illumina Hi-seq2500 as single-end 50-base reads. After sequencing, peak detection was performed using the MACS software [50] http://liulab.dfci.harvard.edu/MACS/). Global clustering, meta-analyses and quantitative comparisons were performed using seqMINER and R (http://www.r-project.org/). Peaks were annotated with Homer (http://homer.salk.edu/homer/ngs/annotation.html) using a window of ±50 kb (or as nearest gene) relative to the transcription start site of RefSeq transcripts. *De novo* motif discovery was performed on the 200 base pairs surrounding the top 600 Tead1 and Tead4 peaks using MEME-ChIP. Motif enrichment analyses were performed using in house algorithms as described [49].

### Accession numbers

The public data for H3K27ac and H3K4me3 data were taken from the GEO accession GSE25308 [51], Jun GSE37525, Srf, GSM915168, Runx, GSM1354734. Myod1 and Myog ChIP-seq raw data were from GSE44824 [27] and re-analyzed in parallel to the Tead4 and Tead1 ChIP-seq data. The data in this paper have been assigned the accession number GSE82193 in the GEO database.

## Supporting information

S1 Fig Tead1 and Tead4 expression in PMs and C2C12 cells. **A-B.** Immunoblots showing Tead1 or Tead4 protein levels in differentiating PMs (A) and C2C12 cells (B) transfected with the indicated siRNAs. Beta-actin is used as loading control. **C** Immunostaining for Tead1 and Tead4 in non-differentiated (ND) and differentiated C2C12 cells. Differentiated cells were counterstained with Myh to identify myotubes. Arrows indicate the nuclei of differentiated myotubes. **D.** Immunostaining for Tead1 and Tead4 in differentiated PMs. In the centre and right panels, cells were counterstained with Dmd to identify myotubes. The left panel shows a region where differentiated myotubes and non-differentiated PMs were intermixed allowing a comparison of the localisation of the proteins in the two states. All scale bars 100 μm.
(TIF) Click here for additional data file.

S2 Fig Tead4 occupancy in C2C12 cells. **A**. UCSC genome browser shot of Tead4 occupancy at the *Ctgf*, *Ccnd1* and *Acta1* loci in differentiated and non-differentiated C2C12 cells. The Tead4-bound sites are indicated with arrows. **B**. Read density maps showing comparison of Tead4 binding with that of Jun, Runx and Srf.
(TIF) Click here for additional data file.

S3 Fig Tead1 genomic occupancy in C2C12 cells. **A.** Localisation of Tead1 occupied sites in non-differentiated C2C12 cells relative to genomic annotations and the TSS. **B.** Results of MEME analysis on the top 600 Tead1 occupied sites in non-differentiated C2C12 cells. Lower panel indicates the frequency of occurrence of DNA binding motifs for the indicated transcription factors at Tead1 occupied sites comparing the expected and observed values. **C.** Localisation of Tead1 occupied sites in differentiated C2C12 cells. **D.** UCSC genome browser view of Tead1 occupancy at the *Ankrd1* and *Vdr* loci in the non-differentiated and differentiated state. **E**. Read density cluster map to compare Tead1 and Tead4 occupancy in non-differentiated cells.
(TIF) Click here for additional data file.

S4 Fig Transcription factor occupancy at the *Tead1* and *Tead4* gene loci. **A-B.** UCSC screenshots showing Tead4 and Tead1 occupancy and H3K27ac at *Tead1* and *Tead4* gene loci in non-differentiated and differentiated C2C12 cells along with Myog and Myod1 occupancy in differentiated cells.
(TIF) Click here for additional data file.

S5 Fig Myog regulates Tead4 and Mef2c expression. **A.** Immunostaining for Myh expression to show inhibition of C2C12 and PM differentiation following siMyog. **B.** RT-qPCR analyses of gene expression in siControl and siMyog C2C12 cells. **C.** UCSC screenshots showing Tead4 and Myog occupancy and H3K27ac at the *Mef2c* locus in differentiated C2C12 cells. Arrows indicate Tead4 or Myog bound sites that co-localise and/or co-localise with H3K27ac in differentiated cells.
(TIF) Click here for additional data file.

S6 Fig Integration of Tead1 genomic occupancy with chromatin modifications. **A.** Read density cluster map showing chromatin modifications at Tead1-occupied sites in non-differentiated cells. **B.** Venn diagrams illustrating the overlap of chromatin modifications with Tead1 genomic occupancy. **C.** Identification and ontology analysis of genes associated with Tead4 sites at active H3K27ac marked regulatory elements. **D.** UCSC screenshots showing Tead1, Tead4 occupancy and H3K4me3 and H3K27ac at a selection of loci illustrating constitutive and acquired chromatin marks and Tead binding during differentiation.
(TIF) Click here for additional data file.

S7 Fig Sites co-occupied by Tead4, Myod1 and Myog. **A.** Read density cluster maps showing sites occupied by Myog, Myod1 and Tead4 in differentiated C2C12 cells. The metaprofiles of selected clusters are shown to the right. **B.** Read density cluster map comparing sites occupied by Myog and Myod1 in differentiated cells with Tead1 in non-differentiated cells. Only a small set of common sites was identified. **C.** Frequency of occurrence of transcription factor binding motifs at the commonly occupied sites from panel A. **D.** Venn diagrams illustrating the overlap of genes associated with Tead4, Myod1 and Myog bound sites. **E-F.** Read density cluster maps showing sites co-occupied by Tead4 or Tead1 and Mef2a. The metaprofiles of selected clusters are shown to the right.
(TIF) Click here for additional data file.

S8 Fig Gene expression programs in C2C12 cells and PMs. **A-B.** Venn diagrams illustrating the overlap of up and down-regulated genes in differentiating PMs and C2C12 cells. The ontology analyses of the commonly regulated genes of both categories are shown.
(TIF) Click here for additional data file.

S9 Fig Gene expression in differentiating C2C12 cells. **A.** Classification of gene expression changes into classes with different kinetics. **B.** GSEA analyses of genes up and down-regulated during C2C12 cell differentiation. The most significant categories are shown.
(TIF) Click here for additional data file.

S10 Fig Gene expression in differentiating PMs. **A.** Classification of gene expression changes into classes with different kinetics. **B.** GSEA analyses of genes up and down-regulated during PM differentiation. The most significant categories are shown.
(TIF) Click here for additional data file.

S11 Fig Genes regulated by siTead1/4 silencing in PMs and C2C12 cells. **A.** Venn diagram representing genes specifically or commonly down-regulated in C2C12 cells and PMs along with their BP-FAT ontology. **B.** Venn diagram representing genes specifically or commonly up-regulated in C2C12 cells and PMs along with their BP-FAT ontology.
(TIF) Click here for additional data file.

S12 Fig Tead genome occupancy in muscle. **A.** Read density maps comparing Tead4 occupancy in muscle with that of Pol II and H3K27ac. The ontology of the genes associated with the subset of co-localising sites is indicated. **B.** Read density maps comparing Tead1 and Tead4 occupancy in muscle. The ontology of the genes associated with the subset of co-localising sites is indicated.
(TIF) Click here for additional data file.

S13 Fig Tead occupancy in muscle in vivo. UCSC genome browser view of the *Acta1* locus showing Tead1, Tead4, Pol II and H3K27ac ChIP-seq from WT and MT muscle. The arrow indicates the major Tead1/4 binding site.
(TIF) Click here for additional data file.

S14 Fig Tead1/4 genome occupancy in C2C12 cells *in vitro* and in muscle *in vivo*. UCSC screenshots of the *Amotl2* locus showing Tead1, Tead4, Myod and Myog occupancy and H3K27ac in differentiated C2C12 cells along with Tead1, Tead4, H3K27ac and Pol II in WT and MT muscle. Arrows indicate Tead1/4 bound sites common to both C2C12 cells and muscle.
(TIF) Click here for additional data file.

S15 Fig Tead4 inactivation in mature muscle fibre. **A**. Outline of experimental protocol showing days of Tam injection. **B**. RT-qPCR of the indicated genes. T-test; p-value * <0,05. N = 3. **C.** Tibialis anterior cross-section area of the indicated animals. Two-way anova, no significant values. N = 4. **D.** Tibialis anterior mass of the indicated animals. Two-tailed t-test, no-significant values. **E**. Grip strength of the indicated animals. no-significant values.
(TIF) Click here for additional data file.

S1 Dataset Coordinates of Tead genome occupancy. MACS ouput files with peak coordinates of Tead1 and Tead4 Chip-seq.
(XLSX) Click here for additional data file.

S2 Dataset Tead4 and Myog/MyoD1 colocalisation. Peak coordinates of Tead4 sites co-localising with Myog and Myod1.
(XLSX) Click here for additional data file.

S3 Dataset Tead regulated genes in C2C12 cells. Genes de-regulated by siTead1/4 silencing in C2C12 cells.
(XLSX) Click here for additional data file.

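Each sheet of this dataset lists the genes that the authors called at 1 day in 1 direction, with the log2 fold change from DESeq2. Of the genes called from the counts by edgeR in siTead1/4 C2C12 cells, it lists 19 of the 21 up and 41 of the 46 down at day 0, 26 of the 29 up and 161 of the 166 down at day 3. It lists all of the 2 up and 5 down at day 6. Every listed gene that was tested here changed in the listed direction. DESeq2 without shrinkage called 64 of the listed genes up and 87 down at day 0, 113 and 342 at day 3, and 31 and 96 at day 6.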

S4 Dataset Tead regulated genes in PMs. Genes de-regulated by siTead1/4 silencing in PMs.
(XLSX) Click here for additional data file.

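The sheets are laid out as for C2C12 cells. Of the genes called here by edgeR in siTead1/4 PMs, the dataset lists 198 of the 242 up and 145 of the 178 down at day 0, 281 of the 339 and 153 of the 193 at day 3, and 65 of the 75 and 39 of the 45 at day 6. When the replicate number is a block, it lists 102 of the 170 up and 65 of the 120 down at day 6. Every listed gene that was tested changed in the listed direction. DESeq2 without shrinkage called 201 of the listed genes up and 156 down at day 0, 272 and 165 at day 3, and 93 and 55 at day 6.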

S5 Dataset Ontology of Tead-regulated genes. Ontology analyses of genes commonly or specifically regulated by si*Tead1/4* silencing in PMs and C2C12 cells.
(XLSX) Click here for additional data file.

S6 Dataset Antibodies and primers used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

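Gene expression was measured by RNA-seq in C2C12 cells and in PMs, each transfected with siControl (the labels name the target of this control as luciferase) or with siTead1/4, at days 0, 3 and 6 of differentiation, in 2 biological replicates per group. This gives 24 libraries, 12 per cell type. According to the labels the C2C12 line comes from the C3H strain and the PMs from C57BL/6 mice. The libraries were made from polyadenylated RNA with a kit that does not keep the strand.

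The authors mapped the reads to mm9 (NCBIM37) with Tophat and deposited 1 table of 28109 genes with the raw read count of each library. The version of Tophat, the tool that counted reads and the Ensembl release are not stated. The same table holds the signal that the authors obtained by dividing the raw counts of each library by its DESeq2 size factor. A division of the raw by the normalized values gave 1 constant per library, and these values are not scaled to a fixed library total. The constants equal median-of-ratios size factors over all 36 libraries of the table (ratio 1 for each of the 24 listed libraries), and are 0.956 to 0.965 times those over the 24 listed libraries alone. They were thus set together with 12 libraries that are not listed, and were not used for any test. The table also gives the length, start and end of each gene in bases, and gene ontology terms. Its 36 columns for 12 libraries that are not listed among the samples of this study were used for nothing but this comparison of size factors. Of the 28109 gene identifiers, 27907 are in the GENCODE vM1 annotation of the same build, 27542 with identical start and end and 27595 with an identical gene name. Sheets of the supplementary datasets that hold fewer genes than the text states (the Tead4 target genes of S1 Dataset, S2 Dataset and the genes up-regulated in PMs alone in S5 Dataset) were not compared with the calls.

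Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with filterByExpr of edgeR on the groups of the fit, library sizes were scaled with TMM, and each cell type was fitted on its own with 1 mean for each of its 6 groups (glmQLFit and glmQLFTest). The tests were siTead1/4 against siControl at each day, and siControl cells at day 3 and day 6 against day 0 and at day 6 against day 3. P-values were adjusted over the tested genes of a comparison with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds that the paper gives. The difference of the siTead1/4 effect between the cell types was tested as an interaction at each day, with all 24 libraries and 12 group means. Levels are given as CPM, counts scaled to the TMM library size, with the SD of 2 replicates. For a gene with at most 3 counts in both libraries of a group, a fold change is given only as a lower bound against this floor of 3 counts. The bound sets the mean CPM of the other group against the floor, so a single replicate of that group can lie below it. A fit without a replicate leaves out that replicate of one siRNA at all 3 days, in both cell types when the difference between them is tested, and gives fold changes and no calls. A count given for such fits is that of the genes called in all libraries whose log2 fold change stays beyond 1 in the same direction.

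The median total on genes was 40147146 in the C2C12 libraries and 39204772 in the PM libraries. With 2 replicates per group, the spread is borrowed across genes and groups. The fits were tested on simulated data in which 200 genes were changed by 2 on the log2 scale in 1 group. In C2C12 cells edgeR called 152 of the 198 changed genes that passed its filter, with 9 false calls, and in PMs 153 of 196 with 8. DESeq2 called 162 of 200 with 41 false calls in the first case and 150 of 200 with 15 in the second. For the interaction edgeR called 255 of 367 with 20 false calls. A change of this size can therefore be missed in a sizeable part of the genes.

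Gene lists replaced the Hallmark collection, which was not used here. There were 12 lists of pathway genes (muscle, oxphos, cell cycle, Wnt signalling, Notch signalling, Tgfb signalling, EMT and matrix, angiogenesis, adipogenesis, neuronal, interferon, and Hippo targets and cofactors) and 5 lists of markers (Schwann cell, fibroblast, endothelial, macrophage and sex). They were tested with camera of limma on log CPM (prior count 2, preset correlation 0.01) and beside it with fry. Camera's p-values were adjusted over 120 tests, which are the 12 pathway lists in 10 comparisons, and the marker lists were adjusted on their own. Lists are given with the median log2 fold change of their tested genes. Random lists of genes matched for length and level (10000 draws) served to test a length bias.

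Genes are named in the text by a rule. It takes every gene that Fig 6B, Fig 7B and the Discussion name for the RNA-seq, the targeted genes and the other Tead genes. It adds the 3 largest rises and the 3 largest falls of each siTead1/4 comparison, and of siControl days 3 and 6 against day 0. These had to be called, to have both siTead1/4 libraries on one side of both siControl libraries (for the siControl comparisons, both libraries of one day on one side of both of the other) and to have a mean of at least 10 counts in the higher group. Any other gene named was chosen after its values were seen.

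The comparisons, tests, thresholds, gene lists, naming rule and the following alternatives were set before the data were examined: DESeq2 without shrinkage and with shrunken fold changes (its betaPrior option), DESeq2's size factors (RLE) or upper quartile normalization in edgeR, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, each replicate left out in turn, only the 4 libraries of a comparison in the fit, all 24 libraries in one fit, genes called at both days, camera with an estimated correlation, fry, and, for single analyses, genes with a mean of at least 50 counts or a distance of 10 kb in place of 50 kb to a Tead1 site. Added after seeing the data were DESeq2 with shrunken fold changes over all 24 libraries, tests of gene ontology terms of 10 to 500 genes with a one-sided Fisher's exact test, tests of the difference between cell types in the gene lists, the fits of 4 and of all 24 libraries for counts over the days, fry with the replicate number as a block at each day in PMs, and the share of induced genes among those with the smallest p in simulations. Whether the replicate numbers pair the libraries is not stated, so the main tests use no pairs. The differences between replicates 1 and 2 were compared across the groups. In PMs their correlation between siControl and siTead1/4 was 0.41, 0.44 and 0.54 at days 0, 3 and 6, so replicates of equal number vary together, and the values with the replicate number as a block are given beside results on PMs whose call they change or whose count they move by over 1.5 times. In C2C12 cells the correlations were -0.14, 0.095 and 0.52, so they do not pair these libraries at days 0 and 3. The value at day 6 is near that of PMs. Over all 15 pairs of groups the correlations ran from 0.07 to 0.54 in PMs and from -0.20 to 0.52 in C2C12 cells. A block used for both cell types at once is that of each cell type.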

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

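The edgeR tests of single genes, and camera and fry on the pathway lists within a cell type, were set before the data were examined. Fry with the replicate number as a block at each day in PMs was not. Also chosen before their results were seen were 3 tests, on muscle transcripts present at day 0, other genes taking more counts and gene length. All other tests in this part were chosen only after the result was seen.

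The effect of siTead1/4 differed between PMs and C2C12 cells for single genes. Tested as an interaction with edgeR, it was higher in PMs for 1 gene at day 0, 172 genes at day 3 and 5 genes at day 6. It was lower in PMs for none at day 0, where 329 of the 725 genes with an unadjusted p under 0.05 were lower, for 40 genes at day 3 and for 1 at day 6. The genes at days 0 and 6, apart from Myl2, Fxyd6 and Nos1, were chosen after their values were seen. Nefm at day 0 had 669 and 570 counts in siTead1/4 C2C12 cells against 2940 and 4547 in siControl cells, and 113 and 124 against 81 and 53 in PMs, a difference of 2.83 on the log2 scale (edgeR adjusted p = 0.027). At day 6 the differences were 5.30 for Fxyd6, 4.84 for Myl2, 4.30 for 9530026P05Rik, 3.99 for Cyp26b1 and 2.12 for Tceal5, and -5.24 for Nos1 (edgeR adjusted p = 0.0024, 0.018, 0.018, 0.039, 0.031 and 0.043). A lower depth in one cell type was not seen, since the median total of the C2C12 libraries was 1.02 times that of the PM libraries. The counts depend on the filter, the tool and the design. At day 3 they were 88 and 27 with at least 10 counts in every library, 537 and 316 without the filter on low counts, 359 and 144 with DESeq2 and shrunken fold changes, and 261 and 66 with the replicate number as a block, which gave 2 and 3 at day 0 and 28 and 6 at day 6. Cell type goes together with mouse strain and with the origin of the cells, so which of these differences matters was not tested.

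The muscle list fell less in PMs than in C2C12 cells at day 3 (median difference 0.91, higher in PMs for 77 of 85 genes, camera adjusted p = 9.6e-12) and at day 6 (0.63, 78 of 85, camera adjusted p = 1.9e-10). Neither held under fry or with the estimated correlation. Less complete silencing in PMs would give a smaller fall there, but siTead1/4 PMs kept 25.3% of the Tead1 and Tead4 level of siControl cells at day 3 and C2C12 cells kept 38.1%, which argues against it at that day. At day 0 PMs kept 32.0% (34.9% and 28.8% in the 2 replicates) and C2C12 cells 18.7% (36.6% and 6.62%), so less complete silencing at the start cannot be told apart from equal silencing. Muscle transcripts already made in PMs at day 0 would hide a fall mainly for genes that PMs induce little. The 26 muscle genes that PMs induced over 8-fold still differed by 1.32 (23 of 26 higher in PMs, and 0.81 to 1.78 when a replicate was left out), against 0.86 for the other 59. As the replicate numbers pair the PM libraries, 1 replicate was tested by leaving out 1 replicate number of PMs, or 1 replicate of 1 siRNA of C2C12 cells. The difference then came no nearer to 0 than 0.66 at day 3, and came to 0.28 at day 6, each without siTead1/4 replicate 1 of C2C12 cells. These values argue against early muscle transcripts and 1 replicate as the cause at day 3, and leave weaker silencing at day 0 open, while 1 replicate may carry much of the day 6 value. A smaller need for Tead1/4 in PMs, or another factor in their place, may explain it, and neither was tested.

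The cell cycle list differed between the cell types too. At day 3 its change was higher in PMs by a median of 0.62 (79 of 83 genes, camera adjusted p = 1.6e-04), and came no nearer to 0 than 0.45, without siTead1/4 replicate 2 of C2C12 cells. At day 6 it was lower in PMs by -0.48 (80 of 83 genes, camera adjusted p = 0.0032), but without the same replicate the difference was 0.86, so 1 replicate can account for its direction. Within C2C12 cells the change at day 6 ran from -0.91 without siTead1/4 replicate 2 to 1.41 without siControl replicate 2. Replicates of equal number varied together at that day (correlation 0.52), so leaving out 1 library may set unlike cultures against each other. The 2 siControl C2C12 replicates at day 6 differed by a median of 1.55 over the list, and by 0.097 at day 3. Cultures that differ in how many cells still divide, whatever the siRNA, may therefore give the day 6 values. For day 3 this stays open, since the C2C12 change at that day was -0.77 without siTead1/4 replicate 1 and -0.27 without siTead1/4 replicate 2, and the difference between the cell types was not past the threshold under fry (adjusted p = 0.76).

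The change of the oxphos list was lower in PMs than in C2C12 cells at day 0 (median difference -0.29, lower in PMs for 75 of 77 genes, camera adjusted p = 3.6e-08), but the difference was 0.071 without siTead1/4 replicate 2 of C2C12 cells. At day 6 the list of Hippo targets and cofactors was lower by -0.30 (20 of 24 genes, camera adjusted p = 0.027) and came to -0.15 without siControl replicate 1 of C2C12 cells. In these 2 cases 1 replicate may carry the difference. The EMT and matrix list at day 6 was lower in PMs by -0.35 (47 of 61 genes, camera adjusted p = 2.3e-04) and came no nearer to 0 than -0.22 without the same replicate. It was -0.078 when siControl replicate 1 was left out in both cell types, which unpairs the PM libraries. The angiogenesis list at day 6 was lower in PMs by -0.42 (36 of 47 genes, camera adjusted p = 5.4e-04) and came no nearer to 0 than -0.33, without siTead1/4 replicate 1 of C2C12 cells. Under fry and with the estimated correlation none of these 4 was past the threshold. No biological explanation was tested for them.

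The neuronal list changed more in PMs at day 0, by a median of 0.15 (30 of 52 genes higher, camera adjusted p = 6.9e-04, fry adjusted p = 0.013). It is the one difference between the cell types that also passed the threshold with the estimated correlation (adjusted p = 0.026), although its adjusted p ran from 2.1e-04 to 0.16 over its alternatives, highest with at least 10 counts in every library. It came to 0.059 without siControl replicate 2 of C2C12 cells, so 1 replicate may carry much of it. At day 3 the difference was 0.24 (camera adjusted p = 0.051, or 0.045 with the replicate number as a block, fry adjusted p = 0.013). A length bias was tested with 10000 random lists of PM genes matched for length and level. The median change of the neuronal list in PMs lay at percentile 99.8 at day 0, 98.2 at day 3 and 38.1 at day 6, which argues against length alone at days 0 and 3. More Schwann cells among siTead1/4 PMs would raise their markers and the neuronal genes together, and this cannot be told apart from a change within the cells. The Schwann cell markers changed by a median of 0.32 at day 0 and 0.055 at day 3 in PMs (camera adjusted p = 0.97 at each), and at day 3 by -0.64 without siTead1/4 replicate 1 and 0.67 without siControl replicate 1. The most abundant of them are made by C2C12 cells too and went both ways at days 0 and 3, with -0.53 and -0.49 for Erbb3, -0.19 and 0.11 for Pmp22, and 1.98 and 1.05 for Egr2. The neuronal list at day 3 had 0.060 without siControl replicate 2, against 0.22 in all libraries. A rise of these genes may be part of the response of PMs to silencing, as a hypothesis from the same data.

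The paper does not discuss interferon genes. In siTead1/4 PMs the interferon list was lower at day 3 (median log2 fold change -1.31, 37 of 39 genes, camera adjusted p = 3.0e-06) and at day 6 (-0.85, 35 of 39, camera adjusted p = 2.2e-05), and it passed the threshold at neither day under fry (adjusted p = 0.27 and 0.46) or with the estimated correlation. At day 0 it was 0.18 (camera adjusted p = 0.65), 0.11 with genes at the floor of 3 counts set to their bound, and -0.12 without siControl replicate 2. In C2C12 cells the list was higher at day 0 (0.47, or 0.41 with such genes at their bound, 23 of 32 genes, camera adjusted p = 0.037, fry adjusted p = 0.53) and -0.04 there without siTead1/4 replicate 1. At day 3 it was 0.93 (0.88 with bounds, 29 of 32, camera adjusted p = 4.0e-07, fry adjusted p = 0.12), and at day 6 0.16 (camera adjusted p = 0.16). The difference between the cell types was -2.19 at day 3 (38 of 39 genes lower in PMs, camera adjusted p = 8.1e-13) and -0.95 at day 6 (34 of 39, camera adjusted p = 3.4e-07).

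The PM cultures differed in these genes at day 3, whatever the siRNA. Replicate 2 was above replicate 1 by a median of 2.17 in siControl and 1.94 in siTead1/4 PMs, and in siControl PMs the list rose by 2.43 at day 3 against day 0 (2.40 with bounds), by 3.93 without siControl replicate 1 and by 0.89 without siControl replicate 2. Leaving out 1 of these libraries sets unlike cultures against each other, and gave 0.23 without siControl replicate 2 and -2.81 without siTead1/4 replicate 2. Within the replicate numbers the change was -1.05 (36 of 39 genes lower) and -1.48 (37 of 39) at day 3, and -0.75 and -0.79 at day 6 (36 and 37 of 39), which argues against 1 replicate as the cause of the fall. With the replicate number as a block at each day in PMs, fry gave adjusted p of 0.017 and 0.030 over 36 tests for the fall at days 3 and 6, and 0.015 and 0.14 for the difference between the cell types.

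In C2C12 cells the rise at day 3 was 0.44 without siTead1/4 replicate 2 and 1.07 without siTead1/4 replicate 1, so 1 replicate may carry much of it. The difference between the cell types came no nearer to 0 than -1.70 at day 3 and -0.76 at day 6, without siTead1/4 replicates 2 and 1 of C2C12 cells. At day 3 it was -0.73 when siControl replicate 2 was left out in both cell types, which unpairs the PM libraries. A response to the transfected siRNAs that both cell types share would move the list the same way in both. The differences of -2.19 and -0.95 argue against it, since the list fell in PMs within both replicate numbers, and stayed above 0 in C2C12 cells whichever replicate was left out, from 0.44 to 1.07 at day 3 and from 0.094 to 0.38 at day 6. For day 6 this rests on the sign alone, as the difference was not past the threshold under fry with or without the block. A response of one cell type alone stays open at both days. Fewer macrophages among siTead1/4 PMs would lower macrophage markers, which changed by 0.21 at day 3, and the most abundant of them, Itgam, was at 1.95 CPM of the raw library total in siControl PMs. An effect of silencing stays open beside differences between cultures.

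The paper does not discuss the genes of the mitochondrial genome. In siTead1/4 C2C12 cells their median log2 fold change was -0.93 at day 3 and -0.51 at day 6, with 12 of 12 genes lower at both days (camera adjusted p = 8.9e-08 and 4.9e-05, with 0.011 and 0.091 as unadjusted rotation p-values of fry). At day 0 it was -0.14 (8 of 12 lower, camera adjusted p = 0.63). Their share of the counts was 1.96 ± 0.530% in siTead1/4 against 3.36 ± 0.341% in siControl C2C12 cells at day 3, and 2.71 ± 0.0949% against 3.67 ± 0.304% at day 6 (SD, n = 2 each). In PMs the change was 0.03, -0.16 and -0.15 at the 3 days (camera adjusted p = 0.67, 0.24 and 0.069). The change was higher in PMs by 0.78 at day 3 (camera adjusted p = 5.1e-05) and 0.36 at day 6 (camera adjusted p = 0.016). Fry gave unadjusted rotation p-values of 0.030 and 0.29 for these differences, so that of day 6 did not hold under fry. Library size argues against itself as the source, since all 4 siTead1/4 libraries of these days had a total within the range of the siControl libraries and a share below every one of them. Other genes taking more of the counts would restore the ratio when they are left out, but without the 10 most abundant other genes the ratio of the shares at day 3 was 0.591. Fewer mitochondria in cells that differentiate less may be a cause, as a hypothesis that was not tested, since nothing here measures mitochondria.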

How the results depend on the processing

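The alternatives other than those said to be added were chosen before any result was seen, and no test in this part was chosen because of a result except where this is said. The cause was not tested for any change below, except where the construction of the alternative shows it.

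The results that hold under most alternatives are these. With RLE size factors 106 of 107 results on calls and lists kept their direction and their side of the threshold, or stayed within 1.5 times the count. With upper quartile normalization it was 107 of 107, with the replicate block 89 of 107, with at least 10 counts in every library 87 of 107, and with each of no count filter, DESeq2 without shrinkage and DESeq2 with shrunken fold changes 78 of 107. Of the list results, 29 of 58 held under fry and 21 of 58 with the estimated correlation, and the latter, apart from the neuronal list in the difference between cell types at day 0, were past the threshold under neither setting.

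With DESeq2 without shrinkage the counts that moved by over 1.5 times were as follows. C2C12 cells had 109 up and 147 down at day 0, 196 up and 398 down at day 3, 36 up and 107 down at day 6 and 305 up and 535 down over the 3 days. PMs had 133 up and 90 down at day 6. Over the days there were 67 up in both cell types, 238 up in C2C12 cells alone, 146 down in both and 389 down in C2C12 cells alone. In siControl cells it gave 3 transiently repressed in C2C12 cells. Effects that differed in PMs from C2C12 cells were 15 higher and 17 lower at day 0, 354 higher and 140 lower at day 3 and 47 higher and 12 lower at day 6. No longer past the threshold was the list oxphos (adjusted p 0.123 in siControl C2C12 cells at day 6). Newly past the threshold were the lists adipogenesis (adjusted p 0.043 in siControl C2C12 cells at day 6), Wnt signalling (adjusted p 0.028 in siTead1/4 PMs at day 3, 0.023 in siTead1/4 PMs at day 6) and Tgfb signalling (adjusted p 0.041 in siTead1/4 PMs at day 6). The direction of a list reversed for Notch signalling (adjusted p 0.907 in siTead1/4 C2C12 cells at day 3) and angiogenesis (adjusted p 0.919 in siTead1/4 PMs at day 6). The axon guidance term had an adjusted p of 0.205 (Fisher's exact test).

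With DESeq2 and shrunken fold changes these moved. C2C12 cells had 107 up and 141 down at day 0, 198 up and 402 down at day 3, 38 up and 107 down at day 6 and 309 up and 535 down over the 3 days. PMs had 130 up and 87 down at day 6. Over the days there were 64 up in both cell types, 245 up in C2C12 cells alone, 137 down in both and 398 down in C2C12 cells alone. In siControl cells it gave 3 transiently repressed in C2C12 cells. Effects that differed in PMs from C2C12 cells were 15 higher and 19 lower at day 0, 359 higher and 144 lower at day 3 and 50 higher and 12 lower at day 6. No longer past the threshold was the list oxphos (adjusted p 0.116 in siControl C2C12 cells at day 6). Newly past the threshold were the lists adipogenesis (adjusted p 0.048 in siControl C2C12 cells at day 6), Wnt signalling (adjusted p 0.027 in siTead1/4 PMs at day 3, 0.024 in siTead1/4 PMs at day 6) and Tgfb signalling (adjusted p 0.042 in siTead1/4 PMs at day 6). The direction of a list reversed for Notch signalling (adjusted p 0.889 in siTead1/4 C2C12 cells at day 3) and angiogenesis (adjusted p 0.889 in siTead1/4 PMs at day 6). The axon guidance term had an adjusted p of 0.178 (Fisher's exact test). The fitted direction also reversed for Myh2 in siTead1/4 C2C12 cells at day 0. Its counts there are at the floor, so only a bound of at least 1.12-fold lower can be given.

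DESeq2 with shrunken fold changes over all 24 libraries was added after seeing the data. C2C12 cells had 145 up and 185 down at day 0, 315 up and 510 down at day 3, 59 up and 162 down at day 6 and 463 up and 695 down over the 3 days. Over the days there were 72 up in both cell types, 391 up in C2C12 cells alone, 332 up in PMs alone, 134 down in both, 561 down in C2C12 cells alone and 157 down in PMs alone. In siControl cells it gave 1 transiently induced in C2C12 cells, 2 transiently repressed in C2C12 cells and 25 transiently induced in PMs. The axon guidance term had an adjusted p of 0.215 (Fisher's exact test).

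Without the count filter more genes were tested and more were called. C2C12 cells had 219 up and 261 down at day 0, 468 up and 587 down at day 3, 143 up and 244 down at day 6 and 689 up and 843 down over the 3 days. PMs had 325 down at day 3, 193 up and 142 down at day 6 and 563 down over the 3 days. Over the days there were 141 up in both cell types, 548 up in C2C12 cells alone, 210 down in both and 633 down in C2C12 cells alone. In siControl cells it gave 7 transiently induced in C2C12 cells, 7 transiently repressed in C2C12 cells, 67 transiently induced in PMs and 51 transiently repressed in PMs. Effects that differed in PMs from C2C12 cells were 38 higher and 50 lower at day 0, 537 higher and 316 lower at day 3 and 108 higher and 38 lower at day 6. Newly past the threshold was the list adipogenesis (adjusted p 0.042 in siControl C2C12 cells at day 3, 0.0091 in siControl C2C12 cells at day 6). The axon guidance term had an adjusted p of 0.316 (Fisher's exact test). The direction reversed for Amotl2 in siTead1/4 C2C12 cells at day 0 (-0.018, against 0.013).

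With only the 4 libraries of a comparison in the fit, the spread is estimated from fewer libraries. In C2C12 cells 0 genes were called up and 0 down at day 0 (532 up and 619 down at an unadjusted p under 0.05), 0 up and 7 down at day 3 (917 and 1174), and 0 up and 0 down at day 6 (556 and 723). In PMs at day 6 it was 0 up and 0 down (746 and 626). For the counts over the days this setting and all 24 libraries in one fit were added after seeing the data. Here it gave 0 up and 7 down in C2C12 cells, 0 up and 4 down in both cell types, and 0 up and 3 down in C2C12 cells alone.

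With all 24 libraries in one fit, both cell types share 1 estimate of the spread. C2C12 cells had 113 up and 132 down at day 0, 256 up and 434 down at day 3, 22 up and 66 down at day 6 and 364 up and 559 down over the 3 days. PMs had 101 up and 103 down at day 0, 205 up and 107 down at day 3, 43 up and 17 down at day 6 and 290 up and 193 down over the 3 days. The numbers over the 3 days were 45 up in both cell types, 319 up in C2C12 cells alone, 245 up in PMs alone, 81 down in both, 478 down in C2C12 cells alone and 112 down in PMs alone.

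With at least 10 counts in every library fewer genes are tested, and genes that are silent in one group drop out. C2C12 cells had 2 up and 46 down at day 3, 0 up and 0 down at day 6 and 24 up and 99 down over the 3 days. PMs had 220 up at day 3. Over the days there were 13 up in C2C12 cells alone, 24 down in both and 75 down in C2C12 cells alone. In siControl cells it gave 1838 induced in C2C12 cells, 1452 induced at both days in C2C12 cells, 566 induced at day 6 only in PMs and 1112 induced in both. Effects that differed in PMs from C2C12 cells were 88 higher at day 3 and 0 higher and 0 lower at day 6. No longer past the threshold was the list neuronal (adjusted p 0.160 in the difference between cell types at day 0). Newly past the threshold was the list adipogenesis (adjusted p 0.036 in siControl C2C12 cells at day 6). The direction of a list reversed for angiogenesis (adjusted p 0.623 in siTead1/4 PMs at day 6). The direction reversed for Hgf in siTead1/4 C2C12 cells at day 3 (-0.0060, against 0.024). At an unadjusted p under 0.05, 262 genes were up and 444 down in C2C12 cells at day 6, and 347 differed upwards and 192 downwards between the cell types.

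With RLE size factors 1 gene was called up in C2C12 cells at day 6. The share of called genes that were up moved by over 10 points in that comparison alone under RLE. Upper quartile normalization moved the median of all genes by at most 0.090 on the log2 scale, and reversed the direction of Ccnd1 in siTead1/4 PMs at day 0 (0.031, against -0.030), Chek2 in siTead1/4 PMs at day 0 (0.027, against -0.034) and Myod1 in siTead1/4 PMs at day 0 (0.021, against -0.039). All 3 changes are near 0.

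With the replicate number as a block, the test assumes that equal numbers share a culture or a batch, which is not stated. Replicates of equal number varied together at each day in PMs but only at day 6 in C2C12 cells, as the methods give. C2C12 cells had 9 down at day 6. PMs had 303 down at day 3, 170 up and 120 down at day 6 and 536 down over the 3 days. Over the days there were 24 up in both cell types, 87 down in both and 449 down in PMs alone. In siControl cells it gave 66 transiently induced in PMs and 52 transiently repressed in PMs. Effects that differed in PMs from C2C12 cells were 2 higher and 3 lower at day 0, 261 higher and 66 lower at day 3 and 28 higher and 6 lower at day 6. Newly past the threshold was the list neuronal (adjusted p 0.048 in siTead1/4 PMs at day 0). The axon guidance term had an adjusted p of 0.166 (Fisher's exact test). The direction reversed for Hey1 in siTead1/4 C2C12 cells at day 6 (0.0072, against -0.0052). Of the named genes in siTead1/4 PMs, those newly called were Myh2 (-1.19), Fzd9 (-1.34), Fgf7 (1.06) and Itga4 (1.20) at day 0, Fzd9 (-1.24), Edn1 (1.31), Tgfa (1.79) and Nkd1 (2.06) at day 3 and Tead1 (-1.12), Myh7 (-1.50), Ckmt2 (-1.20), Edn1 (1.44), Rassf2 (1.06) and Nkd1 (1.45) at day 6. The Hippo list in siTead1/4 PMs at day 0 was newly past the threshold (adjusted p = 0.048), as were the differences between the cell types in the muscle and cell cycle lists at day 0 (0.045 and 0.047) and in the neuronal list at day 3 (0.045). With camera and edgeR, the block changed no other call of a pathway list or a named gene in siTead1/4 PMs, and no other pathway list in siControl PMs. Among genes called with the block, 61 of 82, 187 of 258 and 7 of 12 in C2C12 cells and 420 of 586, 531 of 792 and 120 of 290 in PMs were also called without it.

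When induced genes had to be called at both days, 2404 were induced in PMs and 1150 in both cell types. For genes with a mean of at least 50 counts, the mean correlation of the siTead1/4 effect with siControl differentiation at day 6 was -0.34 in C2C12 cells (against -0.28) and -0.13 in PMs (against -0.11). Within 10 kb of a Tead1 site, the odds ratio of genes called up at day 3 was 2.42 (against 3.63) and no longer past the threshold.

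Among the list results counted above, the adjusted p of these rose over the threshold with the estimated correlation in camera. For muscle it was 0.499 at days 3 and 6 in siControl C2C12 cells, 0.381 at days 3 and 6 in siControl PMs, 0.523 at day 3 and 0.637 at day 6 in siTead1/4 C2C12 cells, 0.523 at day 0, 0.523 at day 3 and 0.666 at day 6 in siTead1/4 PMs and 0.610 at days 3 and 6 in the difference between cell types. For cell cycle it was 0.666 at days 3 and 6 in siControl C2C12 cells, 0.523 at days 3 and 6 in siControl PMs, 0.834 at days 3 and 6 in siTead1/4 C2C12 cells, 0.834 at day 3 in siTead1/4 PMs and 0.874 at day 3 and 0.907 at day 6 in the difference between cell types. For oxphos it was 0.849 at day 6 in siControl C2C12 cells, 0.666 at day 3 and 0.787 at day 6 in siControl PMs, 0.787 at days 3 and 6 in siTead1/4 C2C12 cells, 0.666 at days 3 and 6 in siTead1/4 PMs and 0.849 at day 0 in the difference between cell types. For adipogenesis it was 0.381 at day 3 and 0.499 at day 6 in siControl PMs. For Tgfb signalling it was 0.692 at day 6 in siTead1/4 C2C12 cells. For EMT and matrix it was 0.666 at day 6 in siTead1/4 C2C12 cells and 0.674 at day 6 in the difference between cell types. For interferon it was 0.610 at day 3 and 0.674 at day 6 in the difference between cell types. For angiogenesis it was 0.610 at day 6 in the difference between cell types. For Hippo targets and cofactors it was 0.610 at day 6 in the difference between cell types.

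Among the list results counted above, these adjusted p changed their side of the threshold with fry in place of camera. Some other lists changed sides too, such as interferon within siTead1/4 PMs at days 3 and 6. For oxphos it was 0.268 at day 6 in siControl C2C12 cells, 0.359 at day 3 and 0.484 at day 6 in siTead1/4 C2C12 cells, 0.075 at day 3 and 0.149 at day 6 in siTead1/4 PMs and 0.735 at day 0 in the difference between cell types. For cell cycle it was 0.639 at day 3 and 0.688 at day 6 in siTead1/4 C2C12 cells, 0.590 at day 3 in siTead1/4 PMs and 0.765 at day 3 and 0.953 at day 6 in the difference between cell types. For Tgfb signalling it was 0.396 at day 6 in siTead1/4 C2C12 cells. For EMT and matrix it was 0.400 at day 6 in siTead1/4 C2C12 cells and 0.717 at day 6 in the difference between cell types. For muscle it was 0.170 at day 6 in siTead1/4 C2C12 cells, 0.212 at day 6 in siTead1/4 PMs and 0.278 at day 3 and 0.574 at day 6 in the difference between cell types. For interferon it was 0.278 at day 3 and 0.717 at day 6 in the difference between cell types. For angiogenesis it was 0.485 at day 6 in the difference between cell types. For Hippo targets and cofactors it was 0.669 at day 6 in the difference between cell types. Newly past it were the following. For adipogenesis it was 0.021 at day 3 and 0.012 at day 6 in siControl C2C12 cells. For neuronal it was 6.5e-04 at day 0, 0.0021 at day 3 and 0.040 at day 6 in siTead1/4 PMs. For Tgfb signalling it was 0.046 at day 3 and 0.026 at day 6 in siTead1/4 PMs.

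Fry with the replicate number as a block at each day in PMs was added after seeing the data, for the differences between the cell types. The neuronal list at day 0 and the interferon list at day 3 held (adjusted p = 0.047 and 0.015), the Notch signalling and neuronal lists at day 3 were newly past the threshold (0.047 each), and these were no longer past it. For oxphos it was 0.754 at day 0 in the difference between cell types. For muscle it was 0.389 at day 3 and 0.662 at day 6 in the difference between cell types. For cell cycle it was 0.754 at day 3 and 0.951 at day 6 in the difference between cell types. For EMT and matrix it was 0.745 at day 6 in the difference between cell types. For angiogenesis it was 0.186 at day 6 in the difference between cell types. For interferon it was 0.136 at day 6 in the difference between cell types. For Hippo targets and cofactors it was 0.668 at day 6 in the difference between cell types.

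Across the 2 fits that each left out one siControl replicate at all days, list medians that moved by more than the spread between replicates ran as follows in siControl cells. In C2C12 cells: muscle 6.33 to 8.48 at day 3 and adipogenesis 0.413 to 0.414 at day 3 and 0.60 to 0.63 at day 6. In PMs: muscle 2.35 to 2.40 at day 3, oxphos 0.398 to 0.413 at day 6 and adipogenesis 0.60 to 0.67 at day 6. Across the 4 fits that each left out one replicate of siTead1/4 or siControl, they ran as follows in C2C12 cells: cell cycle -0.91 to 1.41 at day 6, Notch signalling 0.019 to 0.22 at day 6, Tgfb signalling 0.10 to 0.29 at day 6 and muscle -1.63 to -0.93 at day 3. In siTead1/4 PMs they were: angiogenesis -0.11 to 0.34 at day 0, 0.055 to 0.21 at day 3 and -0.24 to 0.044 at day 6, muscle -0.36 to -0.20 at day 0, -0.34 to -0.22 at day 3 and -0.24 to -0.0093 at day 6, neuronal 0.19 to 0.32 at day 0, 0.060 to 0.31 at day 3 and 0.065 to 0.14 at day 6, Wnt signalling 0.066 to 0.17 at day 3, Tgfb signalling -0.032 to 0.082 at day 3 and 0.027 to 0.12 at day 6 and cell cycle -0.33 to 0.49 at day 6.

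Of 2798 comparisons of named genes with an alternative, 278 others changed: 72 weaker, 206 stronger. When a replicate was left out, 409 of 1140 fold changes of named genes moved by more than the spread between replicates. The depth does not limit the calls of abundant genes, but a gene with at most 3 counts in a group gives only a lower bound, and the results without the filter rest in part on such genes. No alternative from before the data was left out.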

Differences from the paper's values

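No test in this part was chosen after a result was seen, except as follows. DESeq2 with shrunken fold changes over all 24 libraries was added after the values were seen, as was the wider error for single genes. The fits of all 24 libraries and of a comparison's 4 libraries were set beforehand for counts at each day, not over the days.

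The counts of called genes that differ from the paper's by over 1.5 times come first. Over days 0 to 6 in C2C12 cells, 50 genes were up here, against the paper's 249. The paper's 249 was within 1.5 times of the count with DESeq2 without shrinkage (305) and DESeq2 with shrunken fold changes (309), and with none of the other alternatives set before the data were examined, but also with all 24 libraries in one fit (364), chosen for this count after seeing the values. Over days 0 to 6 in C2C12 cells, 206 genes were down here, against the paper's 549. The paper's 549 was within 1.5 times of the count with DESeq2 without shrinkage (535) and DESeq2 with shrunken fold changes (535), and with none of the other alternatives set before the data were examined, but also with all 24 libraries in one fit (559) and DESeq2 with shrunken fold changes over all 24 libraries (695), chosen for this count after seeing the values. In both cell types, 51 genes were down here, against the paper's 119. The paper's 119 was within 1.5 times of the count with DESeq2 without shrinkage (146), DESeq2 with shrunken fold changes (137) and replicate block (87), and with none of the other alternatives set before the data were examined, but also with all 24 libraries in one fit (81) and DESeq2 with shrunken fold changes over all 24 libraries (134), chosen for this count after seeing the values. In C2C12 cells alone, 155 genes were down, against the paper's 430. The paper's 430 was within 1.5 times of the count with DESeq2 without shrinkage (389), DESeq2 with shrunken fold changes (398) and no count filter (633), and with none of the other alternatives set before the data were examined, but also with all 24 libraries in one fit (478) and DESeq2 with shrunken fold changes over all 24 libraries (561), chosen for this count after seeing the values. In both cell types, 15 genes were up here, against the paper's 65. The paper's 65 was within 1.5 times of the count with DESeq2 without shrinkage (67) and DESeq2 with shrunken fold changes (64), and with none of the other alternatives set before the data were examined, but also with all 24 libraries in one fit (45) and DESeq2 with shrunken fold changes over all 24 libraries (72), chosen for this count after seeing the values. At day 0 in C2C12 cells, 21 genes were up here, against the paper's 76. The paper's 76 was within 1.5 times of the count with DESeq2 without shrinkage (109), DESeq2 with shrunken fold changes (107) and all 24 libraries in one fit (113), and with none of the other alternatives set before the data were examined. At day 0 in C2C12 cells, 46 genes were down here, against the paper's 102. The paper's 102 was within 1.5 times of the count with DESeq2 without shrinkage (147), DESeq2 with shrunken fold changes (141) and all 24 libraries in one fit (132), and with none of the other alternatives set before the data were examined. At day 3 in C2C12 cells, 29 genes were up here, against the paper's 156. The paper's 156 was within 1.5 times of the count with DESeq2 without shrinkage (196) and DESeq2 with shrunken fold changes (198), and with none of the other alternatives set before the data were examined. At day 3 in C2C12 cells, 166 genes were down here, against the paper's 431. The paper's 431 was within 1.5 times of the count with DESeq2 without shrinkage (398), DESeq2 with shrunken fold changes (402), no count filter (587) and all 24 libraries in one fit (434), and with none of the other alternatives set before the data were examined, but also with DESeq2 with shrunken fold changes over all 24 libraries (510), chosen for this count after seeing the values. At day 6 in C2C12 cells, 2 genes were up here, against the paper's 55. The paper's 55 was within 1.5 times of the count with DESeq2 with shrunken fold changes (38), and with none of the other alternatives set before the data were examined, but also with DESeq2 with shrunken fold changes over all 24 libraries (59), chosen for this count after seeing the values. At day 6 in C2C12 cells, 5 genes were down here, against the paper's 129. The paper's 129 was within 1.5 times of the count with DESeq2 without shrinkage (107) and DESeq2 with shrunken fold changes (107), and with none of the other alternatives set before the data were examined, but also with DESeq2 with shrunken fold changes over all 24 libraries (162), chosen for this count after seeing the values. At day 6 in PMs, 45 genes were down here, against the paper's 80. The paper's 80 was within 1.5 times of the count with DESeq2 without shrinkage (90), DESeq2 with shrunken fold changes (87) and replicate block (120), and with none of the other alternatives set before the data were examined, but also with DESeq2 with shrunken fold changes over all 24 libraries (54), chosen for this count after seeing the values.

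For single genes, the paper's log2 fold changes are those of its supplementary lists, on the log2 scale as here. A value differs here where the distance is over the SD of the 2 replicate log2 ratios. Both values rest on the same counts, so this SD is not the error of their distance. With 2 ratios it can also be very small, as for Ccnd1 in PMs at day 3 (0.021). Of the 102 listed values of 38 named genes, all 102 had the paper's sign, all 102 were larger in size here, and 53 differed. By a wider error, chosen after seeing the values, 14 differed.

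In siTead1/4 C2C12 cells at day 0 these were Tead4 -2.21 (paper's -1.94), Myh3 -1.75 (paper's -1.28), Mapk6 -1.53 (paper's -1.40), Pdgfb 2.61 (paper's 1.94), Tgfb2 1.40 (paper's 1.24) and Rassf2 1.35 (paper's 1.16). The gap closed with DESeq2 with shrunken fold changes for Myh3 (-1.62) and Pdgfb (2.49). None of the alternatives set before the data were examined closed it for Tead4, Mapk6, Tgfb2 and Rassf2.

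In siTead1/4 C2C12 cells at day 3 these were Tead4 -1.76 (paper's -1.37), Myh1 -1.40 (paper's -1.15), Myh2 -1.56 (paper's -1.18), Myh7 -4.04 (paper's -3.52), Myh8 -4.89 (paper's -3.10), Mef2c -1.55 (paper's -1.27), Edn1 2.78 (paper's 1.44), Tgfa 3.19 (paper's 1.81) and Myl2 -6.75 (paper's -5.34). The gap closed with DESeq2 with shrunken fold changes for Tead4 (-1.70) and Myh7 (-3.81), only the 4 libraries of the comparison for Tead4 (-1.73) and all 24 libraries in one fit for Tead4 (-1.73). None of the alternatives set before the data were examined closed it for Myh1, Myh2, Myh8, Mef2c, Edn1, Tgfa and Myl2. With DESeq2 with shrunken fold changes over all 24 libraries, chosen after seeing the values, it closed for Tead4 (-1.72) and Myh7 (-3.85).

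In siTead1/4 C2C12 cells at day 6 these were Myh3 -1.48 (paper's -1.09), Casq1 -2.15 (paper's -1.92), Fzd9 -1.30 (paper's -1.14), Camk2a -1.25 (paper's -1.01), Ckmt2 -1.95 (paper's -1.40), Ccnd1 1.17 (paper's 1.04), Pdgfb 1.19 (paper's 1.03), Tgfb2 1.33 (paper's 1.23), Tgfa 2.09 (paper's 1.35), Sfrp2 2.70 (paper's 1.46), Itga4 2.49 (paper's 2.34) and Myl2 -6.51 (paper's -3.45). The gap closed with DESeq2 with shrunken fold changes for Ckmt2 (-1.84), Ccnd1 (1.13), Pdgfb (1.13), Tgfb2 (1.28), Sfrp2 (1.85) and Itga4 (2.40). None of the alternatives set before the data were examined closed it for Myh3, Casq1, Fzd9, Camk2a, Tgfa and Myl2. With DESeq2 with shrunken fold changes over all 24 libraries, chosen after seeing the values, it closed for Pdgfb (1.16), Sfrp2 (2.29) and Itga4 (2.41).

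In siTead1/4 PMs at day 0 these were Tead4 -2.36 (paper's -2.26), Myh7 -2.88 (paper's -2.12), Cav3 -1.83 (paper's -1.72), Casq1 -1.49 (paper's -1.11), Ankrd2 -3.13 (paper's -2.76), Fhl1 -1.75 (paper's -1.51), Fzd9 -1.30 (paper's -1.06), Tgfb2 1.70 (paper's 1.47), Vegfc 1.47 (paper's 1.40) and Hgf 2.20 (paper's 2.01). The gap closed with DESeq2 with shrunken fold changes for Tead4 (-2.34), Cav3 (-1.77), Tgfb2 (1.64), Vegfc (1.41) and Hgf (2.05), upper quartile normalization for Tead4 (-2.30) and Cav3 (-1.78), at least 10 counts in every library for Tead4 (-2.35), only the 4 libraries of the comparison for Tead4 (-2.34), all 24 libraries in one fit for Tead4 (-2.35), DESeq2 without shrinkage for Tgfb2 (1.69) and RLE size factors for Tgfb2 (1.69). None of the alternatives set before the data were examined closed it for Myh7, Casq1, Ankrd2, Fhl1 and Fzd9. With DESeq2 with shrunken fold changes over all 24 libraries, chosen after seeing the values, it closed for Tead4 (-2.31), Tgfb2 (1.67) and Vegfc (1.44).

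In siTead1/4 PMs at day 3 these were Myh7 -3.03 (paper's -2.39), Ankrd2 -3.80 (paper's -2.39), Myh4 2.02 (paper's 1.84), Ccnd1 1.10 (paper's 1.03), Tgfa 1.80 (paper's 1.22), Sfrp2 2.70 (paper's 2.09), Fgf7 1.96 (paper's 1.74), Nkd1 2.02 (paper's 1.67) and Myl2 -2.12 (paper's -1.81). The gap closed with DESeq2 with shrunken fold changes for Myh7 (-2.70), Ankrd2 (-3.47), Fgf7 (1.87) and Myl2 (-2.00). None of the alternatives set before the data were examined closed it for Myh4, Ccnd1, Tgfa, Sfrp2 and Nkd1. With DESeq2 with shrunken fold changes over all 24 libraries, chosen after seeing the values, it closed for Myh4 (1.86) and Sfrp2 (2.07).

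In siTead1/4 PMs at day 6 these were Myh7 -1.49 (paper's -1.08), Myh8 -1.46 (paper's -1.20), Ankrd2 -3.16 (paper's -2.11), Ckmt2 -1.20 (paper's -1.08), Myh4 1.62 (paper's 1.21), Fgf7 1.57 (paper's 1.08) and Myl2 -1.67 (paper's -1.34). The gap closed with DESeq2 with shrunken fold changes for Ckmt2 (-1.17) and no count filter for Ckmt2 (-1.19). None of the alternatives set before the data were examined closed it for Myh7, Myh8, Ankrd2, Myh4, Fgf7 and Myl2. With DESeq2 with shrunken fold changes over all 24 libraries, chosen after seeing the values, it closed for Myh8 (-1.34) and Ckmt2 (-1.18).

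Some genes that the paper lists as changed were not called here, and were called under other settings. Hey1, Myh3 and Tgfb2 in C2C12 cells at day 0, Cav3, E2f8, Edn1, Fhl1, Mef2c, Notch1, Sfrp2, Tnni1 and Vegfc in C2C12 cells at day 3 and Casq1, Ckmt2, Myh7 and Tgfb2 in C2C12 cells at day 6 were called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, all 24 libraries in one fit and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Myh1 in C2C12 cells at day 3 and Camk2a, Pdgfb and Tgfa in C2C12 cells at day 6 were called with no count filter and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Ankrd2, Ccnd1, Edn1 and Myh3 in C2C12 cells at day 6 were called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Tgfa in C2C12 cells at day 0 and Sfrp2 in C2C12 cells at day 6 were called with no count filter. Fgf7 and Fzd9 in PMs at day 0 were called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, replicate block and only the 4 libraries of the comparison. Fzd9 in PMs at day 3 and Ckmt2 in PMs at day 6 were called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, replicate block and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Sox11 in C2C12 cells at day 0 was called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, all 24 libraries in one fit, replicate block and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Myh2 in C2C12 cells at day 3 was called with no count filter, replicate block and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Fzd9 in C2C12 cells at day 6 was called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes and no count filter. Itga4 in PMs at day 0 was called with no count filter, replicate block and only the 4 libraries of the comparison. Nkd1 in PMs at day 3 was called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, replicate block, only the 4 libraries of the comparison and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Tgfa in PMs at day 3 was called with DESeq2 without shrinkage, DESeq2 with shrunken fold changes, no count filter, replicate block, at least 10 counts in every library, upper quartile normalization and DESeq2 with shrunken fold changes over all 24 libraries (chosen after seeing the values). Myh7 in PMs at day 6 was called with no count filter and replicate block.

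Some of the paper's statements on direction differ from the values here. The paper states that Notch3, Notch1, Dll1, Hey1 and Hey2 rose after siTead1/4 silencing, and names no cell type or day there. None of the 5 was past the threshold with edgeR here, at any of the 3 days in either cell type. In C2C12 cells the log2 fold changes at days 0, 3 and 6 were 0.18, -0.46 and 0.39 for Notch3, -0.43, -1.13 and -0.043 for Notch1, 0.92, 0.48 and 0.85 for Dll1, and 1.33, -0.90 and -0.0052 for Hey1. The lowest edgeR adjusted p among these was 0.083, for Hey1 at day 0, and Hey2 was at least 7.84-fold higher at day 3 (edgeR adjusted p = 0.085). This bound for Hey2 rests on a mean of 0.528 CPM over siTead1/4 replicates that differed widely. In PMs they were 0.21, 0.80 and 0.73 for Notch3, 0.021, 0.12 and 0.046 for Notch1, 0.13, 0.15 and 0.66 for Dll1, 0.94, 0.52 and -0.05 for Hey1, and -0.42, 0.71 and 0.82 for Hey2, with a lowest edgeR adjusted p of 0.081 for Dll1 at day 6. The paper's supplementary list places Hey1 at 1.10 among the genes that rose in C2C12 cells at day 0, and Notch1 at -1.01 and E2f8 at -1.21 among those that fell at day 3, and does not list Notch3, Dll1, Hey2 or Chek2 at any day. Of the cell cycle genes that the paper states rose, E2f8 had -0.88, -1.47 and -0.26 in C2C12 cells and -0.40, 0.23 and 0.33 in PMs at the 3 days. Chek2 had 0.095, 0.17 and 0.60, and -0.034, 0.51 and 0.022. Neither was past the threshold (lowest edgeR adjusted p = 0.10 and 0.19). The paper states that cell cycle, Notch, Wnt and Tgfβ genes were enriched among the genes that rose in C2C12 cells at days 3 and 6. It used GSEA with public gene sets, while the lists here were written by hand and tested with camera. The cell cycle list was lower at day 3 here, by a median of -0.46 (camera adjusted p = 0.0032), and higher at day 6, by 0.51 for 81 of 83 genes (camera adjusted p = 3.7e-04). Neither held under fry, and the day 6 median was -0.91 without siTead1/4 replicate 2. The Tgfβ list was higher at day 6 too, by 0.21 for 34 of 47 genes (camera adjusted p = 0.011), and had 0.18 at day 3 (camera adjusted p = 0.17). Its rise at day 6 did not hold under fry. The Notch and Wnt lists were past the threshold at neither day. In PMs the paper states a rise of cell cycle genes, with values less significant than in C2C12 cells. The list was lower by a median of -0.47 at day 0 here (camera adjusted p = 8.5e-10). At day 3 it was higher, by 0.18 for 74 of 83 genes (camera adjusted p = 0.029), and at day 6 its median was 0.0046 (camera adjusted p = 0.54). Neither the fall at day 0 nor the rise at day 3 held under fry. The paper also states a rise of angiogenesis and Wnt genes in PMs. Neither list was past the threshold with camera in PMs (medians 0.11, 0.077 and -0.045 for angiogenesis at the 3 days), and the Wnt list passed it at days 3 and 6 with DESeq2 without shrinkage and with shrunken fold changes.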

Other observations

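The edgeR tests at each day, gene lists, Tead1 site test and correlation over all genes were set before the data were examined. All other tests in this part were chosen only after the result was seen.

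Over the 3 days 269 genes were called after siTead1/4 in C2C12 cells and 1072 in PMs (1668 with the replicate number as a block), counted once per day. A lower depth of the C2C12 libraries was not seen, with 1.02 times the median total of the PM libraries. A larger spread between C2C12 replicates may be the source, since with one estimate of the spread for all 24 libraries the calls were 1023 in C2C12 cells and 576 in PMs, a ratio of 1.78. So the smaller number of calls does not show a smaller effect in C2C12 cells. Whether the spread comes from the cultures or from handling was not tested, and no biological explanation was tested.

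Tead3 rose in PMs after siTead1/4 by a log2 fold change of 1.16 at day 3. Reads shared between Tead genes would lower the counts of Tead3 when Tead1 and Tead4 fall, so the rise argues against them. A response of Tead3 to the loss of its paralogs may explain it, as a hypothesis from the same data.

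The 2 replicates of PMs differ in transcripts that tell the sex of the animals. Levels here are CPM of the raw library totals, without TMM. Xist was at 334 ± 135 in replicate 1 and 155 ± 36.4 in replicate 2, and the sum of Ddx3y, Uty, Eif2s3y and Kdm5d at 89.1 ± 18.1 and 160 ± 6.00 (SD, n = 6 conditions each). Xist was higher and the Y-linked sum lower in replicate 1 in all 6 of the 6 conditions of PMs. Cultures from animals of different sex, or different mixtures of them, may be the source, since both siControl and siTead1/4 cells show it at each day. In C2C12 cells Xist was between 234 and 1289 and the Y-linked sum at most 0.476, as in cells without a Y chromosome. As both siRNAs share the pattern, it cannot by itself give a difference between them. Whether sex changes the response to siTead1/4 was not tested.

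Lists of markers were tested for cells of other types. In C2C12 cells 9 of the Schwann cell markers, 13 of the fibroblast markers, 8 of the endothelial markers, 6 of the macrophage markers and 2 of the sex markers passed the filter, and in PMs 11, 12, 15, 7 and 5. Many are thus made by the studied cells as well, such as Erbb3 at 211 CPM of the raw library total in siControl C2C12 cells, a cell line, and 233 in PMs. In siTead1/4 PMs at day 3 the medians were -0.54 for the fibroblast list (camera adjusted p = 0.40), -0.52 for the endothelial list (camera adjusted p = 0.97) and -0.11 for the sex list (camera adjusted p = 0.97). The endothelial value was -1.33 without siTead1/4 replicate 1 and 1.41 without siControl replicate 1, and that of the sex list -0.59 without siTead1/4 replicate 2 and 0.25 without siControl replicate 2. The fibroblast list fell at day 6 in siTead1/4 PMs (median -0.26, 10 of 12 genes, camera adjusted p = 0.017, fry adjusted p = 0.037, adjusted p = 0.37 with the estimated correlation), and by more, -0.72, without siTead1/4 replicate 2. It is the one marker list past the threshold with camera in a siTead1/4 comparison. In siControl C2C12 cells the fibroblast list rose by a median of 3.53 at day 3 (2.77 with genes at the floor of 3 counts set to their bound, 13 of 13 genes, camera adjusted p = 0.0031) and 4.14 at day 6 (2.58 with bounds, camera adjusted p = 0.0066), and in siControl PMs by 1.72 at day 6 (12 of 12 genes, camera adjusted p = 0.0090). A rise of fibroblast markers in a cell line cannot come from other cells, so these markers do not count fibroblasts here. No biological explanation was tested for it.

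In siTead1/4 C2C12 cells at day 0, before differentiation, the adipogenesis list was higher (median 0.18, 26 of 35 genes, camera adjusted p = 0.0072, fry adjusted p = 0.20), but had 0.0038 without siTead1/4 replicate 2 and 0.34 without siTead1/4 replicate 1. The medians of lists not past the threshold at that day were -0.22 for cell cycle (camera adjusted p = 0.10), 0.00 for Wnt signalling (0.76), 0.15 for Notch signalling (0.36), 0.067 for Tgfb signalling (0.69), -0.16 for EMT and matrix (0.14), -0.10 for angiogenesis (0.88), -0.069 for neuronal genes (0.26) and -0.18 for Hippo targets and cofactors (0.11). The interferon list rose in siControl PMs at day 6 against day 0 (median 1.99, camera adjusted p = 0.017), and in siControl C2C12 cells it had 0.31 at day 3 and 0.29 at day 6 (camera adjusted p = 0.39 and 0.59). No technical or biological explanation was tested for these lists.

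Tead1 sites from the paper's list of 1443 peaks in C2C12 cells were set beside the calls. Of the 15269 genes that could be placed, 1028 lie within 50 kb of a site. At day 3, 6 of these rose (0.584%) against 23 of the other genes (0.162%), an odds ratio of 3.63 (95% CI 1.21 to 9.19, Fisher's exact p = 0.011, adjusted p = 0.046 over 4 tests). The odds ratios were 0.517 for genes down at day 3 (Fisher's exact adjusted p = 0.24), and 1.46 and 1.69 for genes up and down at day 0 (Fisher's exact adjusted p = 0.65 and 0.31). With sites within 10 kb the odds ratio for genes up at day 3 was 2.42, from 1 gene (Fisher's exact adjusted p = 0.66). The association at 50 kb thus rests on 6 genes, and a nearby site does not show that Tead1 acts on a gene. No technical or biological explanation was tested for it.

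Over all tested genes the siTead1/4 change ran against the change of differentiation in siControl cells. To keep the shared siControl replicate out, each siTead1/4 change used one siControl replicate and the siControl change over time the other. In C2C12 cells the Pearson correlations were -0.27 and -0.30 at day 3 and -0.25 and -0.30 at day 6, and in PMs -0.16 and -0.10 at day 3 and -0.10 and -0.11 at day 6. Spearman correlations were -0.15 and -0.27, -0.22 and -0.32 in C2C12 cells and -0.21 and -0.13, -0.091 and -0.14 in PMs. No technical or biological explanation was tested for the difference between the cell types.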
